# The conserved sex regulator DMRT1 recruits SOX9 in sexual cell fate reprogramming

**DOI:** 10.1093/nar/gkab448

**Published:** 2021-06-07

**Authors:** Robin E Lindeman, Mark W Murphy, Kellie S Agrimson, Rachel L Gewiss, Vivian J Bardwell, Micah D Gearhart, David Zarkower

## Abstract

Mammalian sexual development commences when fetal bipotential progenitor cells adopt male Sertoli (in XY) or female granulosa (in XX) gonadal cell fates. Differentiation of these cells involves extensive divergence in chromatin state and gene expression, reflecting distinct roles in sexual differentiation and gametogenesis. Surprisingly, differentiated gonadal cell fates require active maintenance through postnatal life to prevent sexual transdifferentiation and female cell fate can be reprogrammed by ectopic expression of the sex regulator DMRT1. Here we examine how DMRT1 reprograms granulosa cells to Sertoli-like cells in vivo and in culture. We define postnatal sex-biased gene expression programs and identify three-dimensional chromatin contacts and differentially accessible chromatin regions (DARs) associated with differentially expressed genes. Using a conditional transgene we find DMRT1 only partially reprograms the ovarian transcriptome in the absence of SOX9 and its paralog SOX8, indicating that these factors functionally cooperate with DMRT1. ATAC-seq and ChIP-seq show that DMRT1 induces formation of many DARs that it binds with SOX9, and DMRT1 is required for binding of SOX9 at most of these. We suggest that DMRT1 can act as a pioneer factor to open chromatin and allow binding of SOX9, which then cooperates with DMRT1 to reprogram sexual cell fate.

## INTRODUCTION

In mammals, sex is typically determined in mid-gestation, shortly after the gonadal primordium, or genital ridge, forms, which occurs around embryonic day 10.5 (E10.5) in mice. Gonadal sex determination is a binary switch that operates in bipotential somatic progenitor cells to trigger their differentiation into either Sertoli cells in males or granulosa cells in females (1). In XY genetic males, expression of the Y-linked gene *Sry* in the bipotential progenitor cells activates the related gene *Sox9* and initiates a cascade of gene regulation leading to testis formation, while in XX genetic females an alternative genetic network involving WNT/β-CATENIN signaling predominates instead and directs ovarian differentiation (2). Once specified, Sertoli and granulosa cells then initiate further downstream regulatory events that induce sexual differentiation of other gonadal cell types and ultimately establish the sex of the entire body as either male or female (3).

RNA analysis has shown that XX and XY bipotential progenitor cells exhibit virtually identical gene expression prior to SRY expression and sex determination but then rapidly diverge, activating a network of genes specifying differentiation of one cell type and repressing genes that would specify the alternative fate (4,5). Coincident with the establishment of these sex-biased gene regulatory networks, somatic precursor cells acquire many sex-biased differences in the chromatin landscape, including ‘open’ regions accessible to regulatory factors (6). As expected, these open regions are enriched for motifs bound by a number of key regulators of sexual differentiation, including SF1, GATA4, DMRT1, SOX8 and SOX9 in XY cells, and SF1, GATA4 and LHX9 in XX cells (6). The onset of sex-biased gene expression that results from the activity of these regulators also is accompanied by a shift in promoter-proximal histone modifications at target genes (6). The combined identification of gene expression changes, chromatin changes, and potential regulatory factor binding sites in the mouse is beginning to allow detailed sex regulatory networks to be constructed for the fetal gonad.

Sexual cell fate in the somatic gonad normally is stable once sex determination has committed bipotential progenitors to the Sertoli or granulosa path during fetal development and differentiation has begun. However, mouse genetics has revealed that this stability relies on continually-active sex maintenance systems that operate in the gonads of both sexes. These maintenance systems can be revealed by deleting a key transcriptional regulator. In the ovary, deletion of *Foxl2* or the estrogen receptor genes *Esr1* and *Esr2* causes granulosa cells to transdifferentiate into Sertoli-like cells (7–9). Conversely, in the testis, loss of *Dmrt1* (10) or loss of *Sox9* together with its close paralog *Sox8* causes Sertoli cells to transdifferentiate into granulosa-like cells (10–13). These cell fate transformations can occur even when *Foxl2* or *Dmrt1* is deleted in the adult gonad, long after ‘terminal’ differentiation and, in the case of *Dmrt1* in Sertoli cells, long after exit from the cell cycle (7,10). It is therefore clear that DMRT1, FOXL2, and likely other transcription factors are essential components of opposed cell fate maintenance networks whose sustained activity is necessary in each sex to keep sexual cell fate ‘locked-in’ throughout postnatal life.

DMRT1 (doublesex and mab-3 related transcription factor 1) is part of a deeply conserved family of sex regulators (14,15). These proteins share a distinct zinc-binding DNA recognition module, the DM domain, and family members regulate sexual development across most metazoans, making them the most ancient and widespread sex regulators known (15). As such, their regulatory mechanisms are of significant interest. DMRT1 has a unique mode of DNA interaction involving insertion of recognition helices from two protomers together into the DNA major groove and can bind DNA in at least three stoichiometries (16). How the unusual DNA binding modality of DMRT1 affects its transcriptional regulatory properties is not yet understood.

DMRT1 not only is necessary in mice for male sex maintenance, but also is sufficient to induce female-to-male *in vivo* cell fate reprogramming. Conditional expression of *Dmrt1* in XX fetal somatic gonad cells, driven by *Sf1-Cre* from around the time of sex determination, can activate expression of *Sox8, Sox9* and other male regulators starting about two weeks postnatally, and leads to formation of seminiferous tubule-like structures lined with polarized SOX9-expressing cells with typical adult Sertoli morphology (17). This morphological remodeling of the gonad is accompanied by a molecular remodeling of the ovarian transcriptome toward a more testis-like state. Thus DMRT1 not only is essential for maintenance of male sexual fate in the postnatal testis, but also is able to act instructively to impose male fate and suppress female fate in the postnatal ovary.

A number of other cell fate reprogramming examples have been described, but most have involved cultured cells, activation of multiple reprogramming factors, or both (18–22). Manipulation of sexual cell fate by altering DMRT1 or FOXL2 expression stands out as a rare example where altering the activity of a single regulator can reprogram fully differentiated cells *in vivo*. Moreover, because its gain or loss is sufficient to toggle cell fate in either direction, DMRT1 presumably occupies a pivotal position in the postnatal sex regulatory network.

Sexual fate reprogramming by DMRT1 may therefore provide a useful paradigm for cell fate control, but a number of important mechanistic questions remain to be addressed. One question is whether the genes and regulatory elements involved in reprogramming extensively overlap with those used to establish sexual cell fate during normal development. Another question is how ectopic DMRT1 interacts with the granulosa cell chromatin landscape to cause male gene expression to replace the female program. A third question regards the relative contributions of DMRT1 and SOX9 to granulosa-to-Sertoli cell reprogramming. Ectopic SOX9 expression during a fetal period when DMRT1 is expressed in both sexes can direct bipotential progenitors in XX gonads to develop as Sertoli cells (23,24). In contrast, ectopic expression of DMRT1 in the fetal gonad does not activate SOX9 or disrupt fetal granulosa cell specification (17). Postnatally, however, ectopic DMRT1 expression activates SOX9 and can reprogram granulosa cells into Sertoli-like cells (17). It therefore is possible that SOX9 plays a major role in postnatal reprogramming of XX granulosa cells to Sertoli-like cells and does so in cooperation with DMRT1. However, it is unknown whether either DMRT1 or SOX9 can reprogram sexual cell fate independently.

Here, we investigate the mechanism of granulosa-to-Sertoli reprogramming and the roles of DMRT1 and SOX9 in that process. We first identify genes with Sertoli- and granulosa-biased postnatal expression and show that many are associated with sex-biased differentially-accessible chromatin regions (DARs). The tendency of DARs preferentially accessible in one sex to be located near genes that are more active in that sex suggests that postnatal sexual cell fates rely more on positive than negative transcriptional regulation. Using a conditional expression system, we find that DMRT1 can shift the postnatal ovarian transcriptome toward a more testis-like state even in the absence of SOX8/9. However, many genes cannot be fully regulated by DMRT1 without either SOX9 or its paralog SOX8, suggesting that DMRT1 and SOX8/9 have cooperative roles. Consistent with this idea, we find that DMRT1 and SOX9 bind jointly at a subset of sex-biased accessible regions. Using cultured primary granulosa cells we show that chromatin accessibility and binding by SOX9 to many of its target sites requires DMRT1, suggesting that DMRT1 may act as a pioneer factor to open chromatin for SOX9 and potentially other regulators. Given the deeply conserved roles of DMRT1 and SOX9 in vertebrate sexual development, we suggest that this collaborative mode of gene regulation may extend beyond mammals.

## MATERIALS AND METHODS

### Mice

*CAG-Stop^flox^-Dmrt1-eGfp* mice are described in (17). *CAG*-*mRFP1^floxed^*-*Sox9*-*EGFP* mice are described in (25) and were a gift from R. Behringer. *CAG-CreER^TM^* and *CAG-Stop^flox^-tdTomato* mice were purchased from Jackson Laboratories (stock numbers 004682 and 007914). Animals homozygous or heterozygous for the *CAG-Stop^flox^-Dmrt1-eGfp* or *CAG*-*mRFP1^floxed^*-*Sox9*-*eGFP* transgenes were bred to mice carrying the *CAG-CreER* to generate experimental animals. Whenever possible, littermate controls lacking the *Cre* and/or the *Sox9/Dmrt1* transgene were used; otherwise age-matched wild-type animals were used as controls. *Sf1-Cre* mice (26) were provided by K. Parker, *Dhh-Cre* mice (27) were provided by D. Meier, *UBC-CreERT2* mice (28) by E. Brown, *Hsd17b1-CreERT2* mice (29) by E. Casanova, *Sox9^flox/+^* mice (30) by R. Behringer, and *Sox8^+/^^−^;Sox9^flox/+^* mice (31) by M. Wegner. *Dmrt1^flox/+^* mice are described in (32). Mice were of mixed genetic background (129Sv and C57Bl/6J) and maintained in conventional housing facilities. Presence of a copulation plug in the morning was recorded as day E0.5. Experimental protocols were approved by the University of Minnesota Animal Care and Use Committee.

### Genotyping

PCR genotyping on tail-clip DNA for the *CAG-Stop^flox^-Dmrt1-eGfp* transgene was conducted as previously described (17). Genotyping for *CAG*-*mRFP1^floxed^*-*Sox9*-*eGFP* used primers mRFP F (5′ TCCCCGACTACTTGAAGCTG 3′) and mRFP R (5′ CTTGGCCATGTAGGTGGTCT 3′), which yield an approximately 320 bp DNA product. Reactions ran 32 cycles with a 30 second (s) 58°C annealing step and 40 s 72°C elongation. *Sox8* genotyping was conducted using primers RL11 (5′ GTCCTGCGTGGCAACCTTGG 3′), RL12 (5′ GCCCACACCATGAAGGCATTC 3′) and RL13 (5′ TAAAAATGCGCTCAGGTCAA3′), which yield a 430 bp DNA product from the WT allele and 617 bp from the null allele. *Sox9* genotyping was conducted using primers RL9 (5′ CCGGCTGCTGGGAAAGTATATG 3′), RL10 (5′ CGCTGGTATTCAGGGAGGTACA 3′), and RL10.5 (5′ CTCCGGTAGCAAAGGCGTTTAG 3′), which yield DNA products of 247 bp from WT and 419 bp from the floxed allele. Reactions for *Sox8* and *Sox9* ran 35 cycles with a 30 s 56°C annealing step and 45 s 72°C elongation. Primers and amplification conditions for genotyping the *Cre* transgenes and *Dmrt1* floxed and deleted alleles are described in (32).

### Granulosa cell culture

Primary granulosa cell isolation was performed following the follicle puncture method (33). In summary, ovaries were collected from 23- to 29-day-old mice and transferred to petri dishes (60 × 15 mm) containing phosphate-buffered saline (PBS). Ovaries of the same genotype were pooled. The surrounding connective tissue, fat, and bursa were removed using forceps and ovaries were washed once in fresh PBS. Ovaries were then transferred to small (35 × 10 mm) petri dishes containing 2.5 ml pre-warmed McCoy 5A medium (Sigma) with 6.8 mM ethylene glycol tetraacetic acid (EGTA) and 26 mM sodium bicarbonate, and were incubated at 37°C for 10 min. Ovaries were then transferred to a new dish containing 2.5 ml pre-warmed 0.5 M sucrose in McCoy 5A medium and incubated at 37°C for 5 min. For cell collection, ovaries were placed into a fresh dish containing 2.5 ml pre-warmed serum-free McCoy's 5A medium. A 27G needle was then used to puncture the ovarian follicles, concentrating on the medium-to-large follicles at the periphery of the ovary. Ovaries were gently squeezed with forceps to expel the granulosa cells. The punctured ovary tissues were then removed and discarded. The cells remaining in the dish were resuspended by pipetting and transferred to a 15 ml conical tube. Cells were pelleted at 500 × g for 7 min and the cell pellet was resuspended in an appropriate volume of complete media (McCoy 5A medium with 10% fetal bovine serum (FBS), 1× Pen/Strep). Cells were then plated in Falcon six well (Life Sciences 353046) 35 × 10 mm tissue culture dishes (two ovaries/well) and incubated overnight at 37°C in a humidified incubator with 5% CO_2_.

For experiments involving induction of DMRT1 or SOX9 in cultured granulosa cells, tamoxifen treatments began on day 2 of culture (24 h after plating). Immediately prior to treatment, 2 mM 4-hydroxytamoxifen (in ethanol; Sigma H7904) was diluted to 2 μM in serum-free McCoy 5A with 0.1% BSA, 1× ITSS supplement (Sigma I1884) and 1× Pen/Strep. Cells were tamoxifen-treated for 48 hours before replacing media with complete media. Thereafter, media was changed every 2–3 days. Total culture time, except for time courses, was 7 days (1 day without tamoxifen plus six days with tamoxifen).

### Sertoli cell isolation

Testes were dissected from P7 mice carrying *CAG-Stop^flox^-tdTomato* driven by *Dhh-Cre*. Testis tubules were manually dissected and loosened with forceps and suspended in 800 ul PBS with four tubule bundles (from two mice) per 2 ml microfuge tube. Then, 50 μl Col1A (5 mg/ml; Sigma C5894) followed by 200 μl fetal bovine serum and 1 μl DNAse (10 mg/ml, Roche 10104159001) were added and tubules were incubated at 37°C for 10 min with rotation. After incubation, tubules were allowed to settle, then were rinsed 3–6 times with PBS, centrifuging the tubules for 5 s at 50 × g between each subsequent rinse. The rinsed tubule pellet was resuspended in 200 ul trypsin/EDTA with pipetting to break up any remaining clumps and incubated at 37°C for 10 min with rotation, and then an additional 600 ul trypsin/EDTA was added followed by an additional 10 min incubation at 37°C with rotation. 50 ul DNAse (10 mg/ml) was added to each tube followed by a 5 min incubation at 37°C with rotation. Cells were then filtered through a 40 um mesh, pelleted at 1500 rpm in a clinical centrifuge, transferred to a 2 ml microfuge tube, and resuspended in 300 ul PBS with 0.5% FBS. Next, 5 μl THY1 and 5 μl c-KIT antibody beads (Miltenyi Biotec, 130-049-101 and 130-091-224) were added followed by a 15 min incubation at 4°C and the cell mixture was applied to an equilibrated LS separation column (Miltenyi, 130-042-401) on a Miltenyi magnetic stand. Flow-through, enriched for Sertoli cells, was collected along with a 1 ml rinse. Cells were examined by epifluorescence microscopy to determine the number and purity of tdTomato-positive Sertoli cells, and all cell preparations used were at least 90% pure.

### Immunofluorescent staining

Primary granulosa cells were grown on ethanol-sterilized round glass coverslips in four-well plates (Thermo Scientific 176740) in 0.5 ml media. At the designated time points, coverslips were removed to fresh dishes and washed once in PBS, then fixed for 20 min at room temperature (RT) in 4% paraformaldehyde. Coverslips were then washed three times in PBS and stored in PBS with 0.1% bovine serum albumen (BSA) until staining. Antigen retrieval was performed using 95°C citric acid buffer for 10 min followed by a 10 min permeabilization in PBS with 0.1% Triton X-100. Cells were blocked in PBS with 3% BSA, 5% donkey serum and 0.1% Triton-X for 1 h at RT. Coverslips were then incubated in the diluted primary antibodies (rabbit anti-DMRT1 (34) at 1:500, goat anti-GFP at 1:500 (Novus NB100-1770), rabbit anti-SOX9-CT (gift of F. Poulat) at 1:500, goat anti-FOXL2 (AVIVA ARP39574) at 1:200) overnight at 4°C as previously described (17). Coverslips were washed three times in PBS then incubated in diluted secondary antibodies for 1 h at RT in the dark. Secondary antibodies were from Invitrogen: donkey anti-rabbit Alexa Fluor 488 (A21206); Alexa Fluor 594 (A21207); donkey anti-goat Alexa Fluor 488 (A11055) and Alexa Fluor 596 (A11058), all at 1:500. Cells were washed three times, nuclear counter-stained with 4′,6-diamidino-2-phenylindole (DAPI), then mounted on microscope slides. Images were captured with a Zeiss Imager Z1 microscope and Zeiss MRm camera. A Zeiss Apotome structured illumination system was used for higher magnification images. Images were processed using Zeiss Axiovision software and further processed in Adobe Photoshop. ImageJ was used for conducting counts of stained nuclei as described for automatic counting (https://digital.bsd.uchicago.edu/docs/cell_counting_automated_and_manual.pdf). Antibodies used are described in (10,13). The rabbit SOX9-NT antibody used in the *Sox9* KO experiments (35) was a gift from F. Poulat. Immunofluoresence experiments were performed using a minimum of three independent replicates.

### mRNA sequencing

Primary granulosa cells were grown in 12-well tissue culture plates (Corning 3514). At designated time points, cells from two wells were harvested into 1 ml Trizol reagent and stored at –80°C. Total RNA was prepared according to Trizol reagent manufacturer's protocols and further cleaned up using RNAeasy kit protocols and reagents (Qiagen). RNA was quantified via Qubit RNA assay, and 500 ng total RNA per sample were used in stranded mRNA-seq library preparation (KAPA Biosystems, KK8481) for Illumina sequencing. Two to six replicates were performed for RNA-Seq experiments, as tabulated in Supplemental Table S1. RNA-Seq gene counts and FPKM expression values for all RNA-seq samples are summarized in Supplemental Table S3. Gene expression changes and statistics for RNA-Seq experiments are listed in Supplemental Table S4.

### ChIP-seq and ATAC-seq

For ChIP-seq, freshly isolated Sertoli cells or 7 days cultured 4-hydroxytamoxifen-treated granulosa cells were fixed with 1% methanol-free formaldehyde in PBS (Thermo scientific #28906) for 5 min at RT with rotation. Fixation was stopped by addition of glycine to 0.125 M and rotation at RT for 10 min. After pelleting, cells were washed in PBS and stored at –80°C until use. Sertoli cell ChIP was performed with 1–2.5 million cells and granulosa cell ChIP with about 1 million cells. Nuclei were prepared from the fixed cells and chromatin was sheared to an average size of 300–400 bp in a Covaris S220 according to the manufacturer's recommendations. After shearing, the lysate was diluted 1:3 with complete DOC RIPA (36) and the sample was centrifuged at 21 000 × g for ten min at 4°C to pellet any insoluble material. The supernatant was transferred to a fresh siliconized tube and the ChIP was initiated with the addition of ∼1 ug of the relevant antibody and rotated at 4°C overnight. Samples were then spun at 21 000 × g for 10 min to pellet insoluble material and supernatant was mixed with 20 ul Protein A Dynabeads (Invitrogen, 10002D) previously blocked with BSA and yeast tRNA to inhibit non-specific binding. After incubation at 4°C for 60 min with rotation to allow association of protein A with the antibody, beads were applied to a magnet and washed sequentially as described previously (36). After elution and cross link reversal, sequencing libraries were prepared using the Hyper Prep Kit (KAPA Biosystems, KK8502).

Whole gonad ChIP-seq was performed essentially the same as for primary cells ChIP-seq except gonads from two to three animals were pooled and fixed in 1% paraformaldehyde (Electron Microscopy Sciences #15710) for 10 min (ESR2, FOXL2 and DMRT1) or fixed in 2 mM disuccinimidyl glutarate (DSG, ThermoFisher Scientific #20593) at RT for 45 min followed by 1% paraformaldehyde fixation at RT for 15 min (SOX9). After quenching the fix with 0.125M glycine, chromatin was sheared to an average size of 300–500 bp using a tip sonicator. Antibodies were the same ones used for immunofluorescence plus anti-ESR2 (AVIVA ARP37039) and anti-H3K27ac (Abcam ab4729). Two independent replicates were performed for ChIP-seq experiments, except as indicated in Supplemental Table S1. Differential ChIP peaks and statistics are listed in Supplemental Table S2.

ATAC-seq was performed using 50 000 freshly isolated Sertoli or granulosa cells or 7-day cultured tamoxifen-treated cultured granulosa cells. Transposition and library prep were performed as described (37). Two independent replicates were performed for each experiment using freshly isolated cells and three replicates were performed for experiments using cultured cells. ATAC-seq peaks and statistics are listed in Supplemental Table S2.

### Hi-C

Two independent replicates of Hi-C were performed for each cell type on about 1 million primary Sertoli or granulosa cells using the Arima Hi-C Kit (#A510008). Cells were fixed in 2% methanol-free formaldehyde in PBS at RT for 10 min with occasional mixing then quenched by addition of glycine to 0.125 M with occasional mixing for 5 min. Cells were placed on ice for 15 min prior to washing with 1× PBS and stored at –80°C. Hi-C was performed according to Arima Genomics (Document part # A160134 v00). Sequencing libraries were prepared using the KAPA Hyper Prep Kit and xGen Duplex Seq adapters (Integrated DNA Techologies) according to Arima Genomics (Document part # A160139 v00). Sertoli-called and granulosa-called 3D contacts are listed in Supplemental Table S3.

### Bioinformatic analysis

High-throughput Illumina sequencing was performed by the University of Minnesota Genomics Center or GENEWIZ (South Plainfield, NJ) using a combination of HiSeq 2500, HiSeq 4000 and NovaSeq platforms. For each of the experiments, reads were trimmed using Trim Galore (v0.6.0) and cutadapt (v1.18) and assessed for quality with FastQC (v0.11.8). STAR (v2.7.2a), BWA mem (v0.7.12) and HiC-Pro (v2.11.4) were used to map transcriptomic (RNA-seq), genomic (ChIP-seq, ATAC-seq) and 3D (Hi-C) trimmed reads to the GRCm38 (mm10) genome, respectively. The GENCODE M23 gene annotation set was used to estimate strand-specific gene expression data in the RNA-seq data with the Bioconductor package RSubread (v1.28.1) and to assign the locations of nearby genes in the ATAC-seq datasets. For ChIP-seq and ATAC-seq experiments, duplicated reads were removed with Picard MarkDuplicates (v2.17.10) and low quality reads (MAPQ < 55) or reads that mapped to the mitochondrial genome were removed with SAMtools (v1.0). MACS2 (v2.1.1.20160309) was used to call peaks in the ChIP-seq and ATAC-seq datasets using the parameters ‘-call-summits -m 2 20’ and ‘–nomodel –broad’ respectively. Enriched DNA binding motifs were identified using MEME (v5.0.1) using the parameters ‘-maxsize 900000000 -searchsize 0 -text -dna -revcomp -nmotifs 3 -p 1 -nostatus’. Raw fastq files from Garcia-Moreno *et al.* (6) (GSE118755) were downloaded and reprocessed in order to compare postnatal ATAC-seq with embryonic ATAC-seq datasets. For direct comparisons all ATAC-seq datasets were trimmed to 50 bp single-end reads prior to mapping but all of the available data was used for peak calling and figures. Differentially Accessible Regions (DARs) and differentially expressed genes were identified using DESeq2 (v1.26.0). Hi-C data was processed using the LIGATION_SITE = GATCGATC,GATCGANTC,GANTCGATC,GANTCGANTC and GET_PROCESS_SAM = 1 options within HiC-Pro. Contact matrices were normalized and converted to cool format with cooler (v0.8.10) and visualized with HiGlass (v1.9.4). Statistically enriched contact interactions and A/B compartments were identified with cooltools (v0.3.2). Figures were made using custom R scripts which can be downloaded from https://github.com/micahgearhart/granulosa, which contains all informatic workflows. Analyzed genomic data (RNA-seq, ChIP-seq, Hi-C, ATAC-seq) are available in Supplemental Tables S1–S4, with Supplemental Table S1 containing an overall Table of Contents.

## RESULTS

### Potential regulatory elements for postnatal Sertoli versus granulosa cell fate

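RNA-seq of the fresh cells covers 2 granulosa cell libraries (females 23 to 29 days old) and 2 Sertoli cell libraries (males 7 days old), so cell type, sex and age differ together. The granulosa libraries hold 10486024 and 11571262 counted reads and the Sertoli libraries 7370298 and 7881432. The authors aligned the reads to GRCm38 and counted them per gene. From the deposited counts, libraries were scaled by TMM and compared with the edgeR quasi-likelihood test. A gene was called at an adjusted p below 0.05, a fold above 4 and a mean log2 FPKM above 2.5 (authors' table) in the higher cell type. In simulated counts for the same 4 libraries, 100% of genes changed by log2 3 or 5 were called, and 0 of 14471 unchanged genes were. Levels are counts per 1e6 reads (CPM), mean ± SD. The records do not say whether the libraries come from separate animals, so p-values measure the spread between these libraries.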

To learn more about how cell fate is controlled in postnatal Sertoli and granulosa cells we first compared gene expression and chromatin accessibility in the two cell types. 

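The fetal testis regulator Sox9 stood at 820.2 ± 37.5 CPM in Sertoli cells and 0.824 and 1.08 in the granulosa libraries (n = 2 each; log2 fold change 9.74, SE 0.20, edgeR adjusted p = 1.24e-07). Dmrt1 stood at 369.5 ± 3.76 and 0.620 ± 0.644 CPM (9.23, SE 0.34, adjusted p = 3.83e-07). The granulosa cell regulator Foxl2 went the other way, with 0.139 ± 0.00791 CPM in Sertoli cells against 225 ± 12.2 (-10.53, SE 0.26, adjusted p = 1.24e-07). Of 14975 genes tested, 844 were called higher in Sertoli cells and 888 higher in granulosa cells. Other large differences lie in genes without a single read in the other cell type. In Sertoli cells these include Lpar3 (at least 1063-fold higher), the Y-linked Ddx3y (1008), Nkx3-1 (917), Etd (579) and Tbx22 (446). In granulosa cells they include Apoa4 (at least 4533-fold), Slc18a2 (1835), Grem1 (1357), Bmp3 (1278) and the aromatase gene Cyp19a1 (702).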

RNA-seq analysis identified 872 mRNAs expressed more highly in isolated Sertoli cells and 890 expressed more highly in isolated granulosa cells (>4-fold enrichment, Benjamini-Hochberg adjusted *P*-value <0.05, and mean FPKM >2.5 in the respective cell type; cell isolation described in Materials and Methods). These data defined two groups of postnatal sex-biased genes, which included many genes previously found to be enriched in either Sertoli cells or granulosa cells at other developmental stages (Figure 1A). 

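Among marker lists fixed beforehand, 24 of 26 Sertoli cell markers were higher in Sertoli cells and 1 lower, led by Cst9 (log2 fold change 11.78, SE 0.44, edgeR adjusted p = 4.05e-07), Cldn11 (8.49) and Aard (8.71). Of 25 granulosa cell markers 23 were lower and 2 higher, led by Inhba (-11.60) and Fst (-6.80). Tight junction genes (9 higher, 3 lower of 14), retinoic acid genes (9 and 1 of 10) and Dmrt and Sox family genes (11 and 1 of 14) lay mostly on the Sertoli side. Steroid synthesis (2 and 7 of 9), estrogen response (1 and 7 of 10), the cell cycle (1 and 21 of 22) and TGF-beta, activin and BMP genes (8 and 15 of 27) lay mostly on the granulosa side. Adjusted over each list alone, these counts differ by at most 1 gene (estrogen response, 1 and 8). For Sertoli cells the methods describe removal of cells with THY1 and c-KIT beads and a purity of at least 90%. Markers of other cell types also differ between the preparations. Of 12 male germ cell markers 10 were higher in the Sertoli libraries, as were Dazl (4.48) and Sycp3 (6.72), while 19 of 23 oocyte markers, 10 of 11 theca markers, 8 of 10 immune markers and 5 of 5 erythroid markers were higher in the granulosa libraries. Camera with a fixed correlation of 0.01 calls most of these lists (granulosa markers, adjusted p = 1.41e-30), and with an estimated correlation it calls none (smallest adjusted p = 0.155, granulosa markers; Sertoli markers 0.208). The genes that the text names, 14 higher and 9 lower of 23, were picked by the study and are no independent evidence.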

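ATAC-seq covers 2 libraries of granulosa cells (23 days) and 2 of Sertoli cells (7 days), with 25928437 and 27846839 processed reads in granulosa cells and 26858944 and 25893072 in Sertoli cells. Of these, 41.9% and 34.2% (granulosa) and 42.2% and 43.8% (Sertoli) fell in peaks. The authors called peaks with MACS2 and tested them between cell types with DESeq2. Their final region lists were used as they stand, and accessibility was not tested again for lack of counts per library and region.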

To identify potential sex-biased regulatory elements controlling these genes we used ATAC-seq to locate regions that differ in chromatin accessibility between postnatal Sertoli and granulosa cells. 

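Regions more open in Sertoli cells differ more between the cell types than those more open in granulosa cells. The Sertoli-biased regions have a median log2 fold of 2.24, with 59.4% of them above 2, and the granulosa-biased ones a median of -1.78, with 40.3% beyond -2. Median accessibility (log2 FPKM) was 3.22 in Sertoli and 0.98 in granulosa cells at the former, and 1.31 and 3.14 at the latter. Widths are alike (median 609 and 605 bp), and the regions add up to 14.14 and 8.77 Mb. The X chromosome, present in 1 copy in Sertoli cells, holds 432 and 311 of them.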

ATAC-seq identified 19 775 Sertoli-biased and 11 749 granulosa-biased differentially accessible regions (DARs) that had a >2-fold change in accessibility between cell types, a Benjamini–Hochberg adjusted *P*-value <0.05 and mean log_2_ FPKM >2.5 in the respective cell type when using peak width to normalize for the size of each genomic region. Differentially expressed genes and DARs are listed in Supplemental Tables S4 and S2.

**Figure 1.**
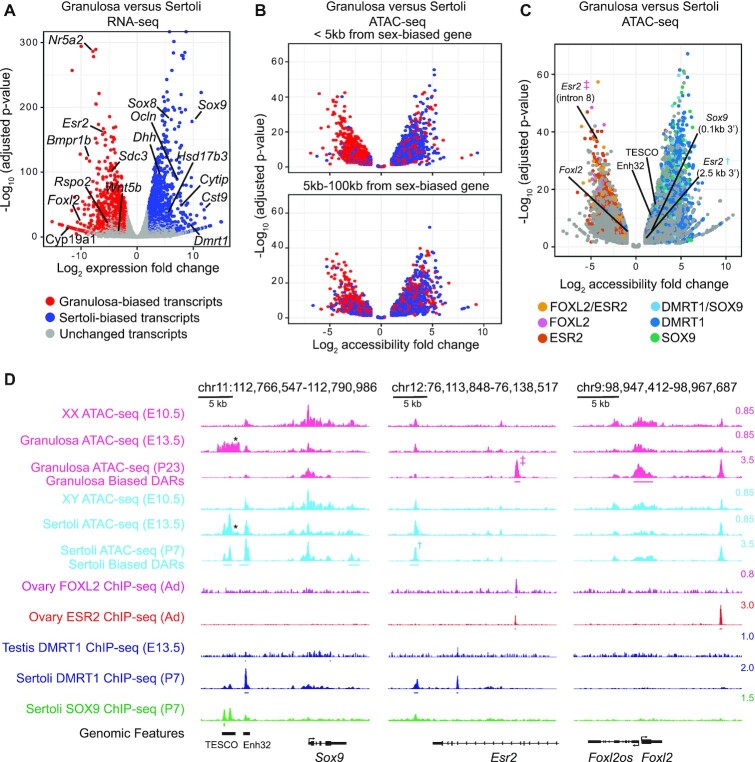
Postnatal sex-biased gonadal gene expression, chromatin accessibility, transcription factor binding and chromatin architecture. (**A**) Plot of RNA-seq data comparing expression differences between postnatal granulosa and Sertoli cells isolated at P23-29 and P7, respectively. mRNAs with significant expression differences are colored red (granulosa-biased) or blue (Sertoli-biased). X axis indicates the log_2_ fold change in expression between the cell types and Y axis corresponds to the –log_10_ of the Benjamini–Hochberg corrected *P*-value such that genes with greater statistical significance are higher on this plot. (**B**, **C**) Plots of ATAC-seq data comparing chromatin accessibility between postnatal granulosa and Sertoli cells. Genomic regions that had a two-fold change in accessibility, a Benjamini-Hochberg adjusted *P*-value <0.05 and a peak-width normalized FPKM value >2.5, or constitutive regions called in both cell types with a fold-change less than 1.25 and an FPKM >2.5 in both cell types are shown. Axes represent the fold-change and significance as in (A). Granulosa-biased differentially accessible regions (DARs) have negative log_2_ values and Sertoli-biased DARs have positive values (X axis). In (B), genomic regions within 5 kilobases (kb) or between 5 and 100 kb of a sex-biased gene are shown in the upper or lower panels respectively. In (C), colors identify DARs bound by DMRT1 and/or SOX9 in Sertoli cells and FOXL2 and ESR2 in the ovary, based on ChIP-seq analysis. DARs labeled with ‡ and † correspond to the peaks labeled in panel D. (**D**) Genomic analysis of regions near *Sox9* (left), *Esr2* (center), and *Foxl2* (right), showing sex-biased ATAC-seq accessibility and transcription factor ChIP-seq. The scale shown at right of each track indicates the number of reads per million reads sequenced for the full height of the track. The locations of DARs and ChIP peaks are indicated by a line underneath each peak for visibility. Prenatal ChIP-seq and ATAC-seq data are from Krentz *et al.* (42) and Garcia-Moreno *et al.* (6) respectively. Note that fetal ATAC-seq signal around TESCO in both sexes (labeled with *) is thought to derive in part from reporter transgene used in cell sorting (38). Coordinates in the GRCm38 genome build are shown at the top of each panel and gene models are diagrammed at bottom.

To help assess the potential of the sex-biased DARs to mediate sex-biased gene expression, we examined association of DARs with genes showing sex-biased expression (Figure 1B). In particular, we asked whether sex-biased DARs are preferentially associated with genes showing expression biased to that sex, suggesting a positive role in gene regulation. Indeed, the sex-biased genes within 5 kb of Sertoli-biased DARs were predominantly male-biased in their expression (blue dots), while those within 5 kb of granulosa-biased DARs were predominantly female-biased (red dots), as predicted if the DARs play a positive regulatory role in sex-biased gene expression. Specifically, of the 19 775 total Sertoli-biased DARs, 1374 (7%) are within 5 kb of a Sertoli-biased transcript unit and 494 (2%) are within 5 kb of a granulosa-biased transcription unit (Figure 1B, upper panel). Similarly, of the 11 749 granulosa-biased DARs, 1066 (9%) are within 5 kb of a granulosa-biased transcription unit, while 384 (3%) are within 5 kb of a Sertoli-biased transcription unit (Figure 1B, upper panel). 

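Measured to gene bodies of the GENCODE annotation, 6.91% of Sertoli-biased DARs (1367) lie within 5 kb of a Sertoli-biased gene and 2.51% (496) near a granulosa-biased gene. Of granulosa-biased DARs, 9.14% (1074) lie that close to a granulosa-biased gene and 3.28% (385) to a Sertoli-biased gene. The odds that such a neighbouring gene is Sertoli-biased rather than granulosa-biased are 7.69 times as high at Sertoli-biased as at granulosa-biased DARs (Fisher's exact test, p = 3.51e-165). Neighbouring regions often share a gene and are not independent, so this p is too small.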

A similar, but weaker association was observed at more distal DARs located between 5 kb and 100 kb from sex-biased genes (1492 (8%) Sertoli-biased versus 1032 (5%) granulosa-biased for the Sertoli-biased DARs and 1080 (9%) granulosa-biased versus 691 (6%) Sertoli-biased for the granulosa-biased DARs; Figure 1B, lower panel). These associations suggest that positive and negative regulation both play substantial roles in sex-biased gene expression. For example, there were 486 Sertoli-biased and 235 granulosa-biased genes within 5 kb of Sertoli-biased DARs, suggesting that activation of Sertoli-biased genes. Similarly, among the sex-biased genes near granulosa-biased DARs, 409 were granulosa-biased and 225 were Sertoli-biased, again suggesting both positive and negative regulation.

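At 5 to 100 kb the odds ratio falls to 1.81 (Fisher's exact test, p = 1.84e-24). Of Sertoli-biased DARs, 1632 (8.25%) lie at that distance from a Sertoli-biased gene and 1247 (6.31%) from a granulosa-biased gene. Of granulosa-biased DARs, 1205 (10.26%) lie at that distance from a granulosa-biased gene and 873 (7.43%) from a Sertoli-biased gene.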

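Taken per gene, 56.6% of Sertoli-biased genes (493 of 871 with coordinates) have a Sertoli-biased DAR within 5 kb and 26.2% (228) a granulosa-biased one. Of 890 granulosa-biased genes, 47.0% (418) have a granulosa-biased DAR and 26.4% (235) a Sertoli-biased one. Over all 21951 protein-coding genes these shares are 27.0% for Sertoli-biased and 20.8% for granulosa-biased DARs. Genes of the opposite bias thus stand at the share of all protein-coding genes for Sertoli-biased DARs (26.4% against 27.0%) and above it for granulosa-biased ones (26.2% against 20.8%).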

### Regulatory factor binding to sex-biased DARs

The sex-biased DARs are likely candidates to be bound by sexual fate regulators. To assess this possibility we examined binding of the male sex regulators DMRT1 and SOX9 by ChIP-seq in isolated Sertoli cells and the binding of female sex regulators FOXL2 and ESR2 by ChIP-seq in intact ovaries. 

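ChIP-seq in Sertoli cells (7 days) has 2 libraries each for DMRT1 (20037040 and 33717518 reads, with 3.3% and 3.18% in peaks) and SOX9 (27985071 and 27490097, with 0.4% and 0.37%; labelled 2a and 2b, so perhaps not independent) beside 2 inputs (31984126 and 24960389). Adult ovaries have 1 library each for ESR2 (15468605, 2.54% in peaks) and FOXL2 (15203259, 0.172%). The authors called peaks with MACS2, and their final lists hold 11003 DMRT1, 1360 SOX9, 1559 FOXL2 and 12824 ESR2 peaks (median widths 321, 311, 133 and 121 bp). A region counts as bound when a peak overlaps it by 1 bp or more. With a single ovary library per factor, no spread between ovaries can be given.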

A substantial proportion of Sertoli-biased DARs (4397 of 19 775; 22%) were bound by DMRT1, SOX9 or both. Similarly, 18% of granulosa-biased DARs were bound by FOXL2, ESR2 or both (2091 of 11 749) (Figure 1C). 

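By called peaks DMRT1 accounts for most of this binding. The SOX9 libraries have 0.4% and 0.37% of reads in peaks, against 3.3% and 3.18% for DMRT1. A weaker precipitation would also shorten the SOX9 list and is not told apart from less binding. DMRT1 peaks overlap 3992 Sertoli-biased DARs (20.19%), SOX9 peaks 884 (4.47%), and 292 (1.48%) carry both, which makes 4584 or 23.18% (95% interval 22.6 to 23.77) for either. Of granulosa-biased DARs, 95 carry a DMRT1 peak and 3 a SOX9 peak, 0.82% for either (odds ratio 36.6). Bound regions differ more between the cell types: median log2 fold 2.78 with DMRT1 against 2.13 without, and 2.59 with SOX9 against 2.22 without. In 4 bins from the lowest to the highest fold, the share with DMRT1 goes through 12.05%, 15.17%, 19.21% and 34.33%. In turn, 37.01% of DMRT1 peaks and 65.37% of SOX9 peaks lie in Sertoli-biased DARs, against 0.9% and 0.22% in granulosa-biased ones. Interval and odds ratio treat regions as independent.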

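Here ESR2 carries most of the overlap, at 1938 granulosa-biased DARs (16.5%) against 304 (2.59%) for FOXL2 and 120 for both. The FOXL2 library has 0.172% of reads in peaks and the ESR2 library 2.54%, so a weaker precipitation is not told apart from less binding. Either factor binds 2122, or 18.06% (95% interval 17.38 to 18.77), and 461 Sertoli-biased DARs (2.33%). Median log2 fold at these DARs, as Sertoli over granulosa turned positive, is 2.03 with FOXL2 against 1.77 without and 1.95 with ESR2 against 1.74 without. Of the peaks themselves, 19.82% (FOXL2) and 17.35% (ESR2) lie in granulosa-biased DARs.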

The proportion of Sertoli-biased DARs occupied by DMRT1 and SOX9 is consistent with DMRT1 and SOX9 acting through these regions to maintain Sertoli cell fate, either by activating Sertoli-biased genes or repressing granulosa-biased genes.

Three examples of regions with sex-biased expression are shown in Figure 1D. The first region (Figure 1D, left) contains the male-biased *Sox9* gene. ATAC-seq identified three male-biased DARs, one downstream and two upstream of the *Sox9* coding region. 

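On chromosome 11 of GRCm38, where Sox9 spans 112782224 to 112787760, the upstream DARs lie 11230 bp (112769802 to 112770994) and 8624 bp (112772118 to 112773600) before the gene, and the downstream one 347 bp after it (112788107 to 112789691). Their log2 folds in the authors' table are 2.79 and 2.16 upstream (adjusted p = 2.14e-17 and 1.14e-14), and the downstream one has an adjusted p of 1.05e-07.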

The two upstream DARs correspond to two previously identified male-biased enhancer elements, TESCO and Enh32 (38,39). TESCO is bound by both DMRT1 and SOX9 and Enh32 is bound by DMRT1, potentially allowing these two regulators to jointly regulate *Sox9* transcription. 

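In the Sertoli peak lists each upstream region has a single factor. The region 11230 bp before the gene overlaps 2 SOX9 peaks and no DMRT1 peak, and the region 8624 bp before it overlaps a DMRT1 peak (score 451) and no SOX9 peak. Both carry DMRT1 and SOX9 peaks in the CAG-Dmrt1 XX gonads. The third, downstream region has neither factor in Sertoli cells and DMRT1 in the XX gonads. Binding by both factors at a single element is thus in the gonad lists and not in those of Sertoli cells.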

The second region (Figure 1D, middle) contains the female-biased *Foxl2* gene and antisense non-coding RNA gene *Foxl2os*. 

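The Foxl2 gene (chromosome 9, 98955288 to 98958543, GRCm38) carries a granulosa-biased DAR at its start, 98954654 to 98957019, which is of modest size (log2 fold -1.12, adjusted p = 6.28e-05 in the authors' table). An ESR2 peak lies 6521 bp past the gene end (98965064 to 98965349) and in no DAR. The neighbouring transcript Foxl2os stood at 258 ± 64.9 CPM in granulosa cells and lower in Sertoli cells (-9.02, SE 0.46, adjusted p = 1.48e-06).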

Genome-wide ATAC-seq and ChIP-seq identified a female-biased DAR overlapping the transcriptional start sites, as well as a sex non-specific accessible region downstream of *Foxl2* that is bound by the estrogen receptor ESR2 in the ovary. While the ESR2-bound region is accessible in both sexes, the female-biased expression of ESR2 and the functional requirement of ESR2 for estrogen likely render the activity of this element female-biased. A third region (Figure 1D, right) contains *Esr2*. 

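Esr2 stood at 9.67 ± 3.07 CPM in Sertoli cells and 637 ± 107 in granulosa cells (-6.03, SE 0.24, adjusted p = 4.98e-07). In its intron 8, at 76132435 to 76133303 of chromosome 12 (GRCm38), lies a granulosa-biased DAR with a log2 fold of -4.66 (adjusted p = 4.3e-38), which overlaps a FOXL2 and an ESR2 peak of the ovary.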

*Esr2* has a granulosa-biased DAR that forms after E13.5, is bound by FOXL2 and ESR2 in the ovary, and was previously shown to mediate FOXL2-dependent activation of *Esr2* in cultured granulosa-derived cells (40). 

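Past the end of Esr2, 2028 bp away, lies a Sertoli-biased DAR (76117006 to 76118391), a small difference (adjusted p = 0.00195 in the authors' table). It overlaps a DMRT1 peak of Sertoli cells (score 85.7), and in the CAG-Dmrt1 XX gonads and cultures peaks of both DMRT1 and SOX9. A second DMRT1 peak of Sertoli cells stands inside the gene, in intron 8 (score 224.5), and in no DAR.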

A region 2.5 kb downstream of *Esr2* contains a Sertoli-biased DAR bound by DMRT1, suggesting activation of *Esr2* expression by FOXL2 and ESR2 in the ovary and repression by DMRT1 in the testis. These examples further illustrate how sex-biased DARs and transcription factor occupancy correlate with sex-biased gene expression. Four additional examples of regions containing sex-biased genes (female-biased *Sdc3* and *Cyp19a1*, and male-biased *Hsd17b3* and *Ocln*) are shown in Supplemental Figure S1.

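Sdc3 stood at 9.09 ± 1.63 CPM in Sertoli and 215 ± 11.0 in granulosa cells (-4.56, SE 0.17, adjusted p = 3.73e-07). Cyp19a1 had no read in Sertoli cells and 146 ± 63.6 CPM in granulosa cells. Hsd17b3, which makes testosterone, stood at 44.2 ± 8.05 against 0.640 ± 0.144 CPM (6.07, SE 0.28, adjusted p = 9.74e-07), and the tight junction gene Ocln at 137 ± 2.83 against 1.00 ± 0.484 (7.10, SE 0.23, adjusted p = 2.59e-07).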

### Association of putative sex regulatory elements with sex-biased gene expression

To further define how sex regulatory proteins intersect with candidate regulatory elements, we analyzed the transcription factor ChIP-seq and ATAC-seq data, looking for regulatory factor DNA binding motifs in the ovary and Sertoli cells. We first identified DNA motifs associated with FOXL2 and ESR2 binding in ovary (Figure 2A) and DMRT1 and SOX9 binding in Sertoli cells (Figure 2B). For FOXL2, ESR2 and DMRT1 the enriched motifs closely matched those previously defined by *in vitro* selection approaches and previous ChIP-seq analysis in fetal gonads (41,42). For SOX9 there were minor differences at one side of the site, with a preferred cytosine nucleotide spaced one base closer to the core consensus in the *in vivo* motif relative to the *in vitro* site. The related protein SOX2 binds distinct motifs in naked and nucleosomal DNA (43) and the SOX9 motif we identified *in vivo* more closely resembles that recognized by SOX2 in naked DNA. A cytosine at this position is also observed in the DMRT1 motif when the two motifs are aligned. The motif bound by SOX9 in Sertoli cells is very similar to the DMRT1 motif and suggests the possibility that some DNA motifs may be able to interact with either protein. Enrichment analysis also found that Sertoli-biased DARs not bound by DMRT1 or SOX9 contained a binding motif very similar to that of the nuclear hormone receptor protein NR5A2 (Figure 2C). A role for NR5A2 is Sertoli cell development has not been described. However, the close paralog NR5A1 (also called SF1 or Ad4BP) can bind this motif, plays a key role in gonadogenesis in both sexes, and activates *Sox9* expression (39), so this motif may mediate NR5A1 binding. This motif also is enriched in DARs that form during fetal gonadogenesis (6).

**Figure 2.**
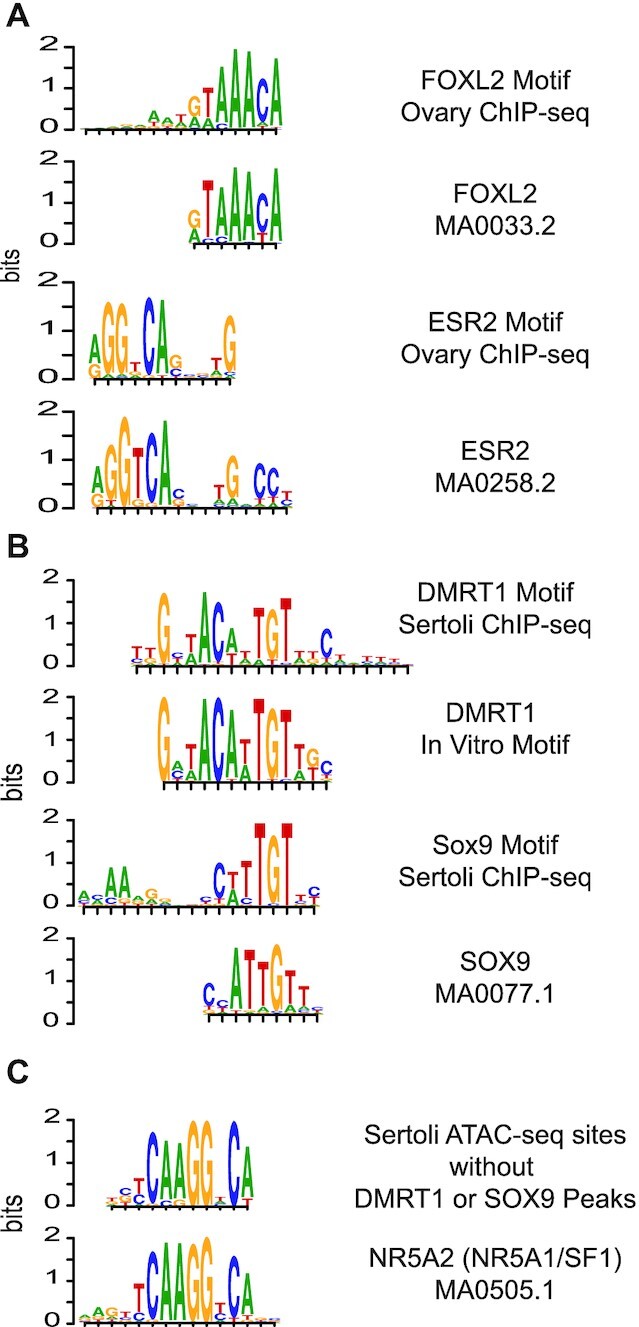
Motifs enriched in ChIP-seq and ATAC-seq analysis. (**A**) Motif enriched in FOXL2 and ESR2 ChIP-seq in adult ovary defined by MEME (upper in each) and reference motif from JASPAR (bottom in each). Each motif was ranked as the top motif in their respective MEME searches and the E-value scores were 1.8e–341 and 3.3e–466 for FOXL2 and ESR2 respectively. (**B**) Motifs enriched in DMRT1 and SOX9 P7 Sertoli cell ChIP-seq above reference motifs from Murphy *et al.* (64) and JASPAR. Each motif was ranked as the top motif in their respective MEME searches and the *E*-value scores were 2.6e-806 and 7.4e–711 for DMRT1 and SOX9 respectively. All four motifs were aligned to show the similarity between the DMRT1 and SOX9 motifs. (**C**) NR5A2-like motif enriched in Sertoli cell ATAC-seq DARs (upper) that were not bound by SOX9 or DMRT1 and the reference NR5A2 motif from JASPAR (lower). This motif was the third ranked motif in the MEME search (*E*-value = 3.9e–084) but had the highest score when the top three motifs were used to search the JASPER_2018 non-redundant database using TOMTOM (*E*-value = 3.2e–6).

We next performed a global analysis of the Sertoli-biased DARs within 5 kb of the sex-biased genes that were defined above (Figure 3) to ask whether our observations at specific loci extend genome-wide. We categorized DARs by constitutive versus Sertoli-biased accessibility and by association with granulosa- versus Sertoli-biased coding regions. DARs from each of the four categories were then ordered based on strength of DMRT1 binding. Quantitative color-coded enrichment plots of aggregated data from each category are shown in the top row. Constitutively-accessible regions (Figure 3, grey and green boxed panels and lines in enrichment plots) were about equally associated with granulosa-biased (grey) and Sertoli-biased (green) gene bodies, and while they had some broad peaks of DMRT1 and SOX9 accumulation they lacked enrichment for DMRT1 or SOX9 binding motifs. In contrast, the Sertoli-biased DARs (red and blue boxed panels and lines in enrichment plots) had much sharper peaks of accessibility and of DMRT1 and SOX9 association, and these were enriched for DMRT1 motifs and, more modestly, for SOX9 binding motifs (Figure 3, bottom panels). The specific binding of DMRT1 and SOX9 to genomic regions within 1 kb of granulosa (red)- and Sertoli (blue)-biased genes suggests that these proteins can mediate not only transcriptional activation but also repression, as proposed previously (36). 

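Within 1 kb of Sertoli-biased genes lie 1235 Sertoli-biased DARs, of which 27.21% (336) carry a DMRT1 peak and 9.39% (116) a SOX9 peak. Within 1 kb of granulosa-biased genes lie 451, of which 28.6% (129) carry DMRT1 and 4.21% (19) SOX9. For DMRT1 no difference between the gene classes was detected (Fisher's exact test, odds ratio 0.93, p = 0.58), while SOX9 is found more often next to Sertoli-biased genes (odds ratio 2.36, p = 3.51e-04).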

As described above, DARs near both granulosa- and Sertoli-biased genes also had some enrichment for the putative NR5A1 motif identified by enrichment analysis, suggesting a possible role in transcriptional activation and repression via these Sertoli-biased DARs. 

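Of the SOX9-bound Sertoli-biased DARs, 33.03% also carry DMRT1, against 19.59% of the other Sertoli-biased DARs (odds ratio 2.0). Where both factors have a peak, in 292 DARs, a stronger DMRT1 peak does not come with a stronger SOX9 peak (Spearman rho -0.134). In the CAG-Dmrt1 XX gonads the rank correlation is 0.049 over 4575 DARs. Peak scores stand in for signal here, and regions without a called peak are left out. These DARs lie anywhere in the genome. Within 1 kb of Sertoli-biased genes 45 DARs have both peaks, and those were not ranked alone.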

The strength of SOX9 ChIP-seq signals closely paralleled those of DMRT1 in DARs near Sertoli-biased genes, consistent with joint action of the two regulators at these DARs, while the NR5A1 motif was more prominent in regions that lacked DMRT1 and SOX9 binding. We used ChIP-seq for H3K27ac, a chromatin mark associated with active gene expression, to examine the Sertoli-biased DARs and found that it was enriched in DMRT1-bound regions. This mark was slightly decreased at DMRT1-bound DARs near Sertoli-biased transcripts in testes with *Dmrt1* conditionally deleted in Sertoli cells (compare blue enrichment plots), suggesting that DMRT1 plays a role in their transcriptional activation. While the effect of DMRT1 loss on H3K27ac enrichment in this analysis was minor, it is important to note that this ChIP-seq was performed using intact gonads and hence background from other cell types likely masked the degree of change in Sertoli cells. Collectively, the mRNA expression, chromatin accessibility, regulatory factor binding and chromatin modification data help define a set of candidate regulatory elements associated with postnatal regulation of Sertoli cell fate and suggest that some of them mediate activation and others repression by DMRT1 and/or SOX9.

**Figure 3.**
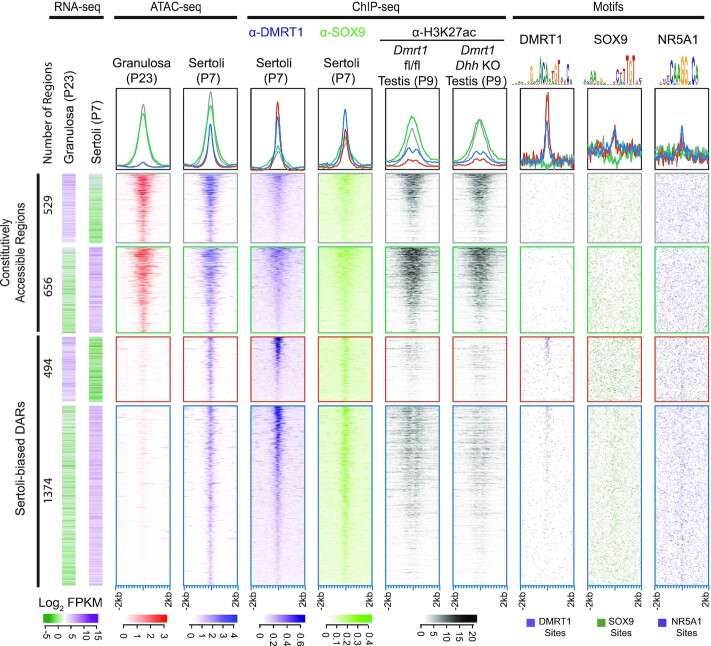
Identification of putative Sertoli regulatory elements. Expression, chromatin accessibility, binding of DMRT1 and SOX9, enrichment of H3K27ac and presence of DMRT1, SOX9, and NR5A1 DNA binding motifs in the underlying genomic sequence are shown for constitutively open regions or Sertoli-biased DARs that are located within 1kb of differentially expressed mRNAs. Heatmaps show ±2 kb from the center of the ATAC-seq peak. The constitutively accessible regions (grey and green traces) and Sertoli-biased DARs (red and blue traces) were each separated into two groups based on whether they were near a granulosa-biased transcript (grey and orange traces) or a Sertoli-biased transcript (green and blue traces). Heatmaps at bottom indicate enrichment scale for each feature. Motif heatmaps for DMRT1, SOX9 and NR5A1 show the locations of motifs that have a score ≥85%, ≥85% and ≥90% of the highest possible score for each motif respectively.

### Sex-biased genome organization and gene expression

To investigate whether sexual dimorphic differences in gene expression relate to differences in the 3D organization of the genome, we performed genome-wide proximity ligation assays (Hi-C) on purified granulosa and Sertoli cells. 

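Hi-C has 2 granulosa samples (23 days; 585021671 and 409809991 reads) and 2 Sertoli samples (7 days; 521404404 and 544780740), with 161859677 and 176230164 valid pairs per cell type. The authors mapped the reads with HiC-Pro, and called contacts with cooltools, in bins of 10 and 25 kb. Their contact lists were set against the DAR lists, and for chance the DARs were shifted along each chromosome 1000 times. There is 1 list per cell type, so no spread between animals can be given.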

We identified 3346 granulosa and 6657 Sertoli off-diagonal DNA interactions (indicating loops) on autosomal chromosomes that occurred more frequently than expected (false discovery rate < 0.01). 

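Of these contacts 49 (granulosa) and 120 (Sertoli) lie on the X chromosome, which leaves 3297 and 6537 on autosomes. Granulosa contacts span a median of 290 kb and Sertoli contacts 275 kb, and 71.58% of the former (2395) overlap a Sertoli contact, against 41.29% (2749) the other way. An anchor overlaps a Sertoli-biased DAR in 30.15% of Sertoli contacts and 30.93% of granulosa contacts (Fisher's exact test, odds ratio 0.96, p = 0.42). Granulosa-biased DARs are at 28.87% of Sertoli and 33.74% of granulosa contacts (Fisher's exact test, odds ratio 0.8, p = 7.41e-07). Shifted DARs reach 22.93% and 24.67% for the Sertoli-biased class and 14.05% and 15.1% for the granulosa-biased class (permutation p = 0.001 for each of the 4 shares, the smallest value 1000 shifts allow). Contacts of either cell type thus favour DARs of both classes. The raw share with Sertoli-biased DARs is no higher in Sertoli contacts, but anchor sizes differ. Bins of 25 kb hold 2185 of 3346 granulosa and 3618 of 6657 Sertoli contacts. Relative to shifted DARs, Sertoli-biased DARs stand at 1.31 in Sertoli and 1.25 in granulosa contacts, and granulosa-biased DARs at 2.06 and 2.23. The difference between these ratios was not tested.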

We also used the Hi-C data to predict type ‘A’ and type ‘B’ chromatin compartments, which have been shown to be associated with active and inactive chromatin, respectively (44). Two chromosomal regions typifying sex-biased genomic features are shown in Figure 4. The region surrounding the granulosa-biased gene *Nr5a2* is an active type A compartment (coded grey) in granulosa cells and a repressed type B compartment (coded black) in Sertoli cells (Figure 4, left column). This region contains off-diagonal interactions in granulosa cells that overlap with granulosa-biased DARs spanning *Nr5a2* and contains multiple ESR2-bound sites. 

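Around Nr5a2 (5.64 ± 1.24 CPM in Sertoli and 1348 ± 72.5 in granulosa cells; -7.89, SE 0.19, adjusted p = 1.24e-07) there are 4 granulosa contacts. Of these 2 have a granulosa-biased DAR, 2 a Sertoli-biased DAR, 2 an ESR2 peak and 1 a DMRT1 peak in an anchor.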

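The Nr5a2 region has 6 contacts called in Sertoli cells. In 2 of them an anchor overlaps a Sertoli-biased DAR, in 2 a DMRT1 peak and in 2 an ESR2 peak of the ovary, and in 0 a SOX9 peak. Sertoli-biased DARs of the region with Sertoli peaks of both DMRT1 and SOX9 lie at 136613233 to 136613960 and 136915355 to 136915907 of chromosome 1 (GRCm38).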

In Sertoli cells, this region contains distinct off-diagonal contacts with many Sertoli-biased DARs, a number of which are bound by DMRT1 and SOX9. In contrast, the region of the Sertoli-biased *Sox9* gene (Figure 4, right column) had predominantly type ‘B’ compartments in granulosa cells but nearly all type A compartments in Sertoli cells, consistent with its Sertoli-biased expression. A large number of off-diagonal contacts were called in Sertoli cells that contained Sertoli-biased DARs and binding sites for DMRT1 and SOX9 upstream and downstream of the *Sox9* gene. Additionally and notably, one 3D contact (black arrowheads in Figure 4A and B) connects a distal enhancer required for fetal sex determination, Enh13 (38), to the *Sox9* transcriptional start site, suggesting that this important fetal enhancer remains active postnatally. 

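Sertoli cells have 13 contacts here and granulosa cells 5. A Sertoli-biased DAR lies at 12 of the 13 and at 4 of the 5, a DMRT1 peak at 8 and 4, a SOX9 peak at 5 and 1. At the start of Sox9 itself are 3 Sertoli contacts and 0 granulosa contacts.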

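The 3 Sertoli contacts at the Sox9 start reach 1245 kb upstream and 293 and 380 kb downstream. The contact nearest to the described one joins 112200001 to 112225000 with 112750001 to 112775000 (chromosome 11, GRCm38; 25 kb bins, count 69). Its second anchor holds the upstream DARs and ends before the gene start, and Sertoli-biased DARs and peaks of DMRT1 and SOX9 lie in it. The gene start lies in the next bin, so at this resolution the call does not contradict the described contact.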

Although the causal relationship of genome organization with DARs and transcription factor binding is more difficult to infer, these data suggest a role for sex-biased genome organization in the expression differences at these loci, mediating expression at *Nr5a2* and *Sox9*. Additional examples of sex-biased chromatin association are shown in Supplemental Figure S2.

**Figure 4.**
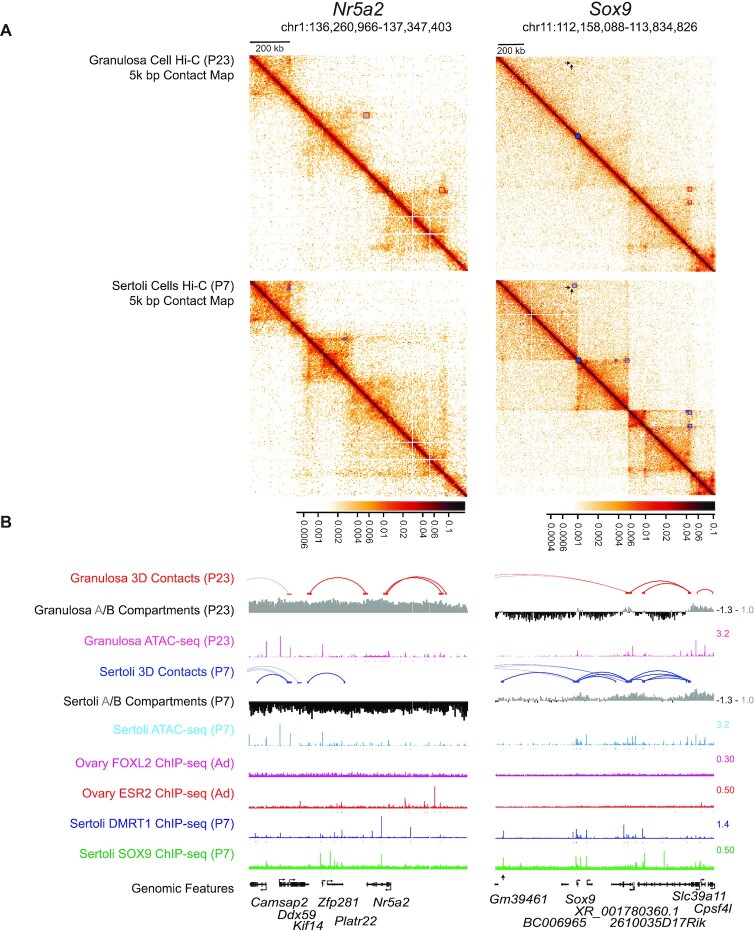
Three dimensional genome organization in female and male somatic cells. Hi-C contact maps at 5kb resolution (**A**) and one-dimensional tracks (**B**) for postnatal granulosa cells (p23) and Sertoli Cells (p7). The left hand column shows a region ∼1 Mb surrounding the granulosa expressed gene *Nr5a2*. The right hand column shows ∼1.6 Mb surrounding the Sertoli expressed gene *Sox9*. Enriched off-diagonal contacts for granulosa cells or Sertoli cells using 10kb or 25kb binning of the contact maps are shown above the diagonal as magenta or blue boxes respectively. The intensity of the 3D contacts, normalized using the iterative balancing algorithm in cooler, is shown below the contract matrices. An unobstructed view of the data is shown below the diagonal. The promoters for *Nr5a2* and *Sox9*, shown in (A) as red or blue dots on the diagonal respectively, are at domain boundaries in the permissive cell state. On the Sox9 contact map, the positions of ∼600 kb upstream enhancer located within the XYSR region (Enh13; (38)) is shown as a pair of arrowheads in the contact map and a single arrowhead below the tracks. One dimensional representations of the enriched off-diagonal contacts, A/B compartment calculated from the maps, ATAC-seq, ChIP-seq data for FOXL2, ESR2, DMRT1 and SOX9, and genomic features are shown in panel (B).

### Collaboration between DMRT1 and SOX8/9 in granulosa cell transcriptome reprogramming *in vivo*

Previous genetic analysis in the testis suggested that DMRT1 acts in concert with SOX9 to maintain male fate, because conditional deletion of both *Dmrt1* and *Sox9* causes more rapid and efficient Sertoli-to-granulosa transdifferentiation in the postnatal testis compared to deletion of *Dmrt1* alone (13). The functional relationship between DMRT1 and SOX9 has been less clear in DMRT1-induced granulosa-to-Sertoli reprogramming in the ovary. We previously found that ectopic DMRT1 expression in the ovary induces SOX9 expression in postnatal granulosa cells (17). However, we also found that ectopic DMRT1 can at least partly suppress expression of FOXL2 protein in the adult ovary even when *Sox9* and its partially redundant paralog *Sox8* are conditionally deleted in gonadal somatic cells (17). This latter result suggested that DMRT1 might have at least some sex-reprogramming activity independent of SOX8/9. However, the previous study did not examine whether DMRT1 can regulate other sex-biased genes in the absence of SOX8/9, and hence the extent to which SOX8/9 activity contributes to sexual cell fate reprogramming by DMRT1 is unknown. We therefore performed RNA-seq examining ovaries with DMRT1 ectopically expressed in somatic cells, either with or without *Sox8/9* conditionally deleted in the somatic cell lineage.

To express DMRT1 and delete *Sox8/9* we employed a previously described genetic strategy (17). In brief, we used *Sf1-Cre*, which is active from about E11.5 (26), to activate the conditional transgene *CAG-Stop^flox^-Dmrt1-eGfp* (hereafter ‘*CAG-Dmrt1*’) by deleting a ‘floxed’ set of polyadenylation sites blocking expression of *Dmrt1*, while simultaneously deleting one or two conditional alleles of *Sox9* in somatic gonadal cells of mice carrying one or two null alleles of *Sox8*. To better assess the importance of each *Sox* gene in reprogramming, we generated animals with zero, one or two functional alleles each of *Sox8* and *Sox9*, examining two to six biological replicates for each genotype (Supplemental Table S1). We then isolated and profiled mRNA from gonads of XX animals at ten weeks of age.

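The gonad RNA-seq has 20 libraries of 8 genotypes. Without CAG-Dmrt1 there are 2 wild-type ovaries (9417581 and 10678870 counted reads) and 2 ovaries without Sox8 and Sox9 (15452594 and 17780800). With CAG-Dmrt1 there are 2 gonads with all 4 alleles (9857480 and 12251800), 6 with none (14449675 to 21237162, median 18982158), 3 with 1 Sox9 allele (14214351 to 17219768, median 15262799), 2 with 1 allele of each (15343851 and 15901036), 2 with 1 Sox8 allele (16465615 and 21593195) and 1 with 2 Sox8 alleles (15654294). Testes were not analysed here. From the authors' counts all 20 libraries were fitted together in edgeR, and genes were called at an adjusted p below 0.05, a fold above 2 and a mean count above 50. In simulated counts a change of log2 3 was called in 98% (all alleles) and 97% (no alleles) of genes and log2 1.5 in 72% and 81%, with 7 of 19840 and 4 of 19957 unchanged genes called. Library depth differs by genotype, with the lowest totals where all alleles are present.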

We first examined how DMRT1 and SOX8/9 affect expression of the Sertoli- and granulosa-biased mRNAs identified in Figure 1, using principal component analysis (PCA) to ask how these mRNAs respond to ectopic DMRT1 in XX gonads with zero to four functional alleles of the *Sox8* and Sox*9* genes. This analysis revealed a strong effect of *Sox8/9* dosage on reprogramming by DMRT1 in the first principal component (PC1; 46% of variance), which appears to reflect testis/ovary somatic cell fate (Figure 5A). 

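The targeted genes come first. Dmrt1 had no read in wild-type ovaries and 51.6 ± 13.9 CPM with CAG-Dmrt1 and all alleles, against 32.2 ± 4.66 CPM with none. Sox9 stood at 401 ± 123 CPM with all alleles and 88.7 ± 54.8 with none (reads from exons outside the deletion count too), and Sox8 at 169.9 ± 24.6 and 11.2 ± 9.80. Over the authors' 1762 sex-biased genes, component 1 holds 61.88% of the variance of the 20 libraries (jackknife SE 5.42) and component 2 holds 15.09%. With wild-type ovaries at 0 and CAG-Dmrt1 gonads with all alleles at 1, gonads with none stand at 0.500 ± 0.114 (0.332 with genes scaled to unit variance), 1 Sox8 allele at 0.794, 2 Sox8 alleles at 0.880 (n = 1) and 1 Sox9 allele at 1.057 ± 0.052. The authors' plot also holds testes, which changes the components.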

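On the second component of the sex-biased genes, wild-type ovaries (mean 28.51) stand near CAG-Dmrt1 gonads with all alleles (32.57), while ovaries without Sox8 and Sox9 stand at 7.82 and the CAG-Dmrt1 gonads that lack some or all alleles from -22.27 (none) to 6.11 (1 Sox9 allele). Loss of the alleles and another difference between these groups of libraries are not told apart here. Male germ cell markers rose with CAG-Dmrt1 both with all alleles (5 of 11, 0 fell) and with none (7 of 11, 0 fell; adjusted over the list alone 7 and 1), the latter with Ret (5.94) and Gfra1 (4.48) in front. Oocyte markers rose at 8 of 24 genes with none of the alleles (list alone 9 and 0; camera adjusted p = 9.32e-04, and 0.462 with an estimated correlation) and at 2 with all. Whole gonads were sequenced, so a change in cell mix and a change per cell look the same.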

PC2 reflected expression differences connected to variation in germ cell complement between gonads of different sexes and genotypes, and was much less affected by *Sox8/9* dosage. 

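In gonads with every Sox8 and Sox9 allele, CAG-Dmrt1 raised the Sertoli genes Cst9 (log2 fold change 10.05, SE 1.03, edgeR adjusted p = 5.53e-06), Cytip (6.35, SE 0.75, adjusted p = 1.89e-05) and Ocln (4.27, SE 0.46, adjusted p = 8.04e-06), and lowered Nr5a2 (-4.01, SE 0.95, adjusted p = 0.00457) and Cyp19a1 (-6.13, SE 1.05, adjusted p = 4.03e-04). Defb36, with no read in wild-type ovaries, reached 54.9 ± 1.81 CPM (at least 338-fold higher), and Tbx22 (at least 1239-fold), Sgcg (379) and Etd (374) are further large rises from 0. The largest falls were Ptgfr (-10.40), Akr1c18 (-9.85) and Sfrp4 (-8.45), with Cldn18 and Ssu2 left without a read (at least 202-fold and 101-fold lower). Nr5a2 does not pass without CAG-Dmrt1 replicate 2 (adjusted p = 0.0549), nor Akr1c18 without wild-type ovary replicate 1 (adjusted p = 0.126). In all 1743 genes were called higher and 1548 lower (2 against 2 libraries). Of 846 Sertoli-biased genes 610 rose and 22 fell (camera adjusted p = 7.37e-65, and 0.0132 with an estimated correlation), and of 888 granulosa-biased genes 446 fell and 12 rose (7.27e-24, and 0.0609). Ribosomal protein genes also fell at 55 of 82 and rose at 1, and mitochondrial genes hold 5.42% and 6.37% of counts in these gonads and 8.01% and 16% in the wild-type ovaries, so a difference in RNA or library quality is not excluded. In fresh cells ribosomal protein genes were likewise lower in Sertoli than in granulosa cells (73 of 81, and 4 higher), so their fall is no sure sign of quality. Sertoli cell markers rose at 24 of 27 genes, 25 and 0 rising and falling when adjusted over the list alone (adjusted p = 0.0586 with an estimated correlation), and granulosa cell markers fell at 19 of 25 and rose at 2 (list alone 2 and 20, 0.0369).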

In XX gonads with all four copies of *Sox8/9* intact, DMRT1 was able to shift the transcriptome nearly to the control testis position in PC1. 

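Without any Sox8 or Sox9 allele by genotype CAG-Dmrt1 still raised Cst9 (log2 fold change 7.62, SE 0.87, edgeR adjusted p = 1.76e-05), Cytip (5.81, SE 0.70, adjusted p = 2.57e-05) and Vdr (3.30, SE 0.34, adjusted p = 6.53e-06) and lowered Esr2 (-1.84, SE 0.41, adjusted p = 0.00427) and Nr5a2 (-3.24, SE 0.62, adjusted p = 0.00137). Sox9 reads stood at 34.2 to 185 CPM in these 6 gonads. The counts do not tell reads of undeleted exons from cells that kept a floxed allele. Further large rises were Pcp4 (at least 162-fold), Gabrg1 (158), Calcr (155) and Asb9 (136), all from 0, and Pramel (10.60). The largest falls were Ptgfr (-6.85), Grem1 (-6.79), Mmel1 (-6.75), Plch2 (-6.46) and Sfrp4 (-5.88). Against ovaries without the alleles (6 against 2 libraries) 1280 genes were called higher and 727 lower (2007 in all, and 1096 without replicate 1 of these ovaries, where Esr2 does not pass, adjusted p = 0.0654). With a replicate block, a fit of fewer libraries (2 shared replicate numbers), neither Esr2 (adjusted p = 0.0887) nor Nr5a2 (0.0587) passes. Ribosomal protein genes also fell at 41 of 82 and rose at 2, so a difference in RNA or library quality is not excluded here either, though the fall is no sure sign of one. Of 846 Sertoli-biased genes 429 rose and 26 fell (camera adjusted p = 2.22e-27, and 0.0609 with an estimated correlation), and of 888 granulosa-biased genes 340 fell and 51 rose (2.94e-16, and 0.0970). Sertoli cell markers rose at 19 and fell at 2 of 27 (list alone 23 and 3; adjusted p = 0.156 with an estimated correlation), and granulosa cell markers fell at 19 and rose at 1 of 25 (list alone 1 and 21; 0.00474). The sex score, mean log2 CPM of Sertoli-biased minus granulosa-biased genes, was -0.528 ± 0.410 (n = 6) against -2.33 ± 0.123 (n = 2), a difference of 1.803 (exact permutation p = 0.0357, the smallest possible with 28 splits; 0.0446 adjusted over 5 comparisons).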

In XX gonads lacking functional alleles of *Sox8* and *Sox9*, DMRT1 was able to partially shift the transcriptome in PC1, but less than when at least one copy of *Sox8/9* was present. While a single copy of either *Sox9* or *Sox8* enhanced reprogramming by DMRT1, *Sox9* appeared more important, as presence of a functional *Sox9* allele allowed nearly full reprogramming. 

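The score orders the CAG-Dmrt1 gonads by Sox9 before Sox8. It was 1.657 ± 0.453 with all alleles (n = 2), 1.558 ± 0.202 with 1 Sox9 allele (n = 3), 1.036 ± 0.860 with 1 allele of each (n = 2), 0.870 with 2 Sox8 alleles (n = 1) and 0.435 ± 0.366 with 1 Sox8 allele (n = 2). The 7 gonads with a Sox9 allele exceed the 9 without by 1.596 (exact permutation p = 5.24e-04, adjusted p = 0.00262), and 6 of the 7 lie above all 9. Against gonads with no allele, 1 Sox9 allele adds 2.086 and Sox8 alleles alone add 1.108 (permutation p = 0.0119 for each, the smallest possible with 84 splits, adjusted p = 0.0198). Genotypes with 1 to 3 gonads give no firm order among themselves.

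**Figure D1:**
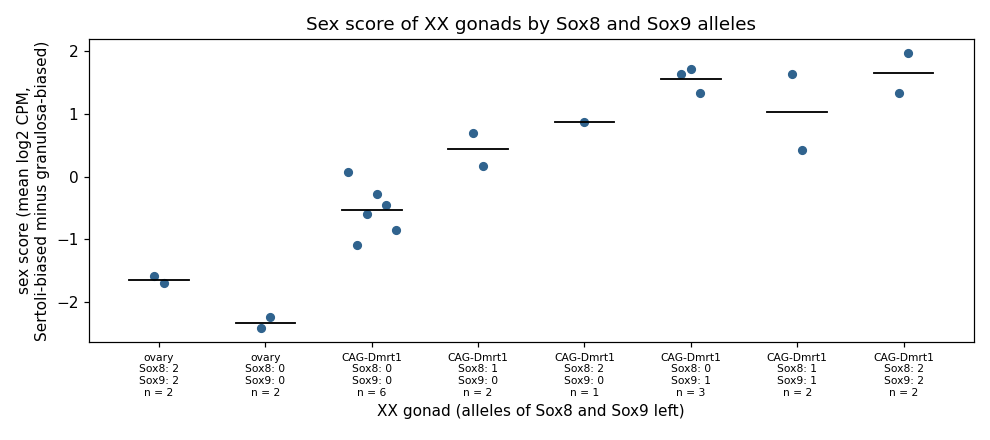
Sex score of each XX gonad library by genotype, bars at group means; gonads with no Sox8 or Sox9 allele average -0.528 and those with 1 Sox9 allele 1.558.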

Importantly, deletion of both *Sox8* and *Sox9* had no effect on PC1 in XX gonads lacking DMRT1 expression, indicating that the effect of *Sox8/9* genotype on ovarian sexual cell fate is dependent on DMRT1.

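On component 1, ovaries without Sox8 and Sox9 stand at -0.044 ± 0.018, beside wild-type ovaries at 0. Their sex score is lower, -2.332 against -1.646 ± 0.075 (exact permutation p = 0.333, the smallest possible for 2 against 2). Foxl2 stood at 225 ± 7.80 CPM without the alleles and 193 ± 57.7 with them (log2 fold change 0.22, SE 0.38, edgeR adjusted p = 0.747), and Sox9 was low in both (2.25 ± 0.602 and 5.27 ± 4.61). Over all genes, 815 were called higher and 439 lower of 21214 tested. Among the largest changes are ribosomal protein genes and pseudogenes such as Rpl38-ps2 (4.77), Rplp2 (4.61) and Rps29 (4.57) and, on the falling side, Gcnt1 (-5.19) and Pappa2 (-5.93). Without replicate 1 of the ovaries lacking both genes the calls number 471 and without wild-type replicate 1 they number 2181. Pappa2 does not pass without wild-type replicate 2 (adjusted p = 0.552) or without replicate 1 or 2 of those lacking both (adjusted p = 0.0643 and 0.0506). A fit of these 4 ovaries alone calls 2 genes.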

**Figure 5.**
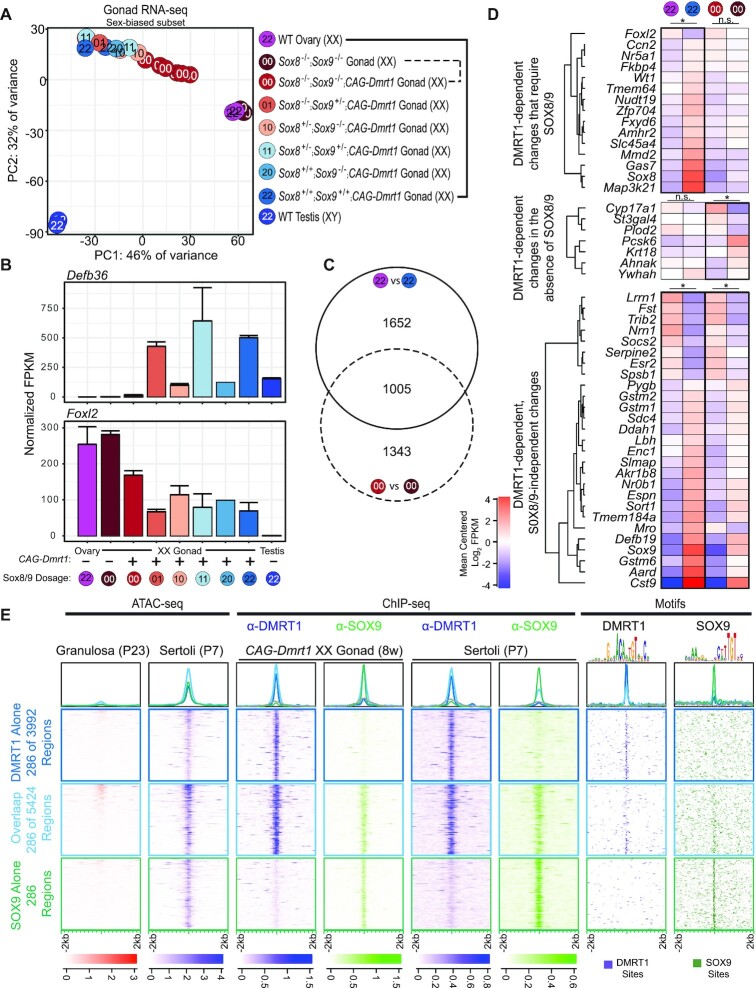
SOX8/9 contribute to sexual reprogramming by DMRT1 *in vivo*. (**A**) PCA analysis of 890 granulosa-biased genes and 872 Sertoli-biased genes in whole gonad transcriptome samples, examining Sox8/9 contribution to DMRT1 reprogramming. The variance across all 1762 genes was used to calculate the principal components. PC1 reflects sexual differentiation and PC2 mainly reflects germ cell gene expression. Colors and paired digits inside circles indicate number of intact *Sox8* and *Sox9* alleles, respectively, as indicated in key. (**B**) Dependence of *Defb36* and *Foxl2* mRNA expression on DMRT1 and SOX8/9. The genotype of the *Sox8* and *Sox9* loci are indicated below the plot and are shaded from a wild-type ovary profile on the left (magenta) to a wild-type testis on the right (navy blue) as in panel A. Error bars represent the standard error of the mean for each genotype. (**C**) Venn diagram showing proportions of genes affected by ectopic DMRT1 expression primarily when *Sox8/9* are intact (solid circle), primarily when they are missing (dashed circle), or regardless of *Sox8/9* status (overlap). (**D**) Heat map showing postnatal expression in ovary, testis, and *CAG-Dmrt1* XX gonads of mRNAs implicated in fetal somatic sex differentiation, using same genotype comparisons as panel C. An asterisk above the heatmap represents a greater than two-fold change in expression, an adjusted *P*-value less than 0.05 and mean count greater than 50 reads. n.s., not significant. (**E**) ATAC-seq analysis of isolated granulosa and Sertoli cells and ChIP-seq analysis of DMRT1 and SOX9 binding in *CAG-Dmrt1* expressing XX gonads, isolated Sertoli cells or adult testis. The locations of consensus DNA binding motifs for DMRT1 and SOX9 are also shown. Genomic regions were classified based on whether they were bound by DMRT1 (dark blue boxed panels and enrichment traces), SOX9 (green) or both DMRT1 and SOX9 (light blue). A random sample of 287 regions of the 3295 regions bound by DMRT1 alone or 2616 regions bound by both DMRT1 and SOX9 while all of the 287 regions bound by SOX9 alone are shown.

The collaborative activity of DMRT1 with SOX8/9 also was apparent at the level of individual regulated mRNAs and involved both activation and repression of expression by DMRT1. For example, the strength of activation of the Sertoli-biased *Defb36* and repression of granulosa-biased *Foxl2* by DMRT1 were both proportional to the number of copies of *Sox8/9*, with *Sox9* apparently more potent than *Sox8* in regulating both genes (Figure 5B). Consistent with our previous study, DMRT1 was able to partially repress *Foxl2* in the absence of *Sox8/9* but it repressed more effectively in the presence of one or both genes, particularly *Sox9*. 

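Defb36 stood at 1.66 ± 1.24 CPM with no allele (n = 6), 11.4 ± 2.18 with 1 Sox8 allele (n = 2), 14.1 with 2 (n = 1), 49.0 ± 8.27 with 1 Sox9 allele (n = 3), 73.2 ± 46.0 with 1 of each (n = 2) and 54.9 ± 1.81 with all (n = 2). Foxl2 stood at 193 ± 57.7 CPM in wild-type ovaries and, in the same order of CAG-Dmrt1 gonads, at 129 ± 23.5, 90.7 ± 27.1, 78.7, 53.3 ± 9.26, 62.1 ± 40.5 and 52.5 ± 24.1 CPM. With all alleles CAG-Dmrt1 lowered Foxl2 (log2 fold change -1.88, SE 0.40, edgeR adjusted p = 0.00215). With none the values are 129 ± 23.5 and, without CAG-Dmrt1, 225 ± 7.80 CPM (log2 -0.80, SE 0.30, adjusted p = 0.0638; exact permutation p = 0.0357, the smallest possible), so this fall does not pass the test over all genes. It passes without the low-count filter (adjusted p = 0.0249) and with only the compared groups in the fit (adjusted p = 0.00834). The 2 responses of Foxl2 do not differ at that level either (difference -1.08, SE 0.50, adjusted p = 0.178), while those of Foxl2os do (-1.53, SE 0.35, adjusted p = 0.0140) and those of Defb36 do as well (adjusted p = 0.0437). Left out 1 at a time, single libraries alter these calls. The fall of Foxl2 with none passes without CAG-Dmrt1 replicate 6 (adjusted p = 0.0477), and Foxl2os does not pass without replicate 2 of CAG-Dmrt1 with all alleles (adjusted p = 0.0852) or replicate 1 of the ovaries with none (0.0687). Defb36 passes only without replicate 1, 2 or 4 of CAG-Dmrt1 with none, and without each other library of the 4 groups lies at an adjusted p of 0.0500 to 0.255.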

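Counted from the 2 gonad comparisons, 4247 genes are called in at least 1 of them. Of these 2240 (52.74%) are called only with all Sox8/9 alleles, 956 (22.51%) only with none and 1051 (24.75%) with both, of which 36 go in opposite directions. Being called on 1 side only is not a difference. The difference between the responses is itself called (edgeR, adjusted p below 0.05, fold above 2, mean count above 50) at 782 of the 2240 (34.91%), 203 of the 956 (21.23%) and 139 of the 1051 (13.23%). At the adjusted p alone 2080 of all tested genes differ, against 1361 called. The sides differ in size, 2 against 2 libraries with all alleles and 6 against 2 with none. DESeq2 gives 2330, 1000 and 1121 of 4451.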

Among the 4000 mRNAs regulated by DMRT1 (Figure 5C), 1652 were significantly regulated only in the presence of *Sox8/9* (41%), 1343 (34%) were significantly regulated by DMRT1 only in the absence of *Sox8/*9 and 1005 (25%) were significantly regulated by DMRT1 regardless of *Sox8/9* status. 

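The direct test of whether the response to CAG-Dmrt1 depends on Sox8/9 calls 1361 genes (2052 without wild-type ovary replicate 1, 499 without replicate 2 of the CAG-Dmrt1 gonads with all alleles, 612 and 627 without replicate 1 or 2 of the ovaries with none). In 768 of them the response is higher with the alleles, among them Mro (difference of log2 folds 5.41, SE 0.45, edgeR adjusted p = 2.06e-05), Map3k21 (5.15, SE 0.47, adjusted p = 2.06e-05), Plppr4 (4.29, SE 0.44, adjusted p = 5.25e-05) and Dhh (3.06, SE 0.45, adjusted p = 9.15e-04). In 593 it is lower, with Pcp4 (-9.17), Akr1c18 (-8.03), Myoc (-6.61) and Postn (-5.53) at the end. Of these 4, Postn passes without each library. Pcp4 does not pass without wild-type ovary replicate 2 (adjusted p = 1.00), and Myoc not without wild-type ovary replicate 1 (0.171), replicate 1 or 2 of CAG-Dmrt1 with all alleles (0.0540 and 0.130) or replicate 1 or 2 of the ovaries with none (0.0765 and 0.101). Akr1c18 passes only without wild-type ovary replicate 2 or replicate 1 of CAG-Dmrt1 with none (adjusted p = 0.0500 to 0.562 without each other library). Sertoli-biased genes respond more with the alleles (229 higher, 22 lower of 846; camera adjusted p = 5.09e-23, and 0.0609 with an estimated correlation), and granulosa-biased genes less clearly (81 lower, 16 higher of 888; 1.93e-07, and 0.247). Of 27 Sertoli cell markers 6 respond more (list alone 8 and 0; 0.385). Beyond the sex-biased genes, 6 of 22 cell cycle genes (list alone 14) and 3 of 12 interferon genes (list alone 10) have a lower response, with Aurka (-2.11) and Birc5 (-1.93) among them. Aurka does not pass without replicate 2 of CAG-Dmrt1 with all alleles (adjusted p = 0.0516), and Birc5 not without wild-type ovary replicate 2 (0.104), replicate 1 or 2 of CAG-Dmrt1 with all alleles (0.0584 and 0.0693) or of the ovaries with none (0.0760 and 0.0665). Dmrt1 reads, transgene and own together, also averaged fewer where the alleles were absent (32.2 against 51.6 CPM), a difference that was not tested.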

We conclude that DMRT1 functionally collaborates with SOX8/9 to regulate a substantial proportion of its target genes.

### Involvement of fetal sex regulators in postnatal sexual cell fate reprogramming

We previously found that components of the fetal sex determination/differentiation network are regulated by ectopic DMRT1 expression in the postnatal ovary (17). We therefore examined expression of 462 genes related to fetal sex determination based on gene ontology, previously reported sex-biased expression in the fetal somatic gonad (45) or likely involvement in a fetal sex-regulatory circuit (46). Among these selected genes we identified 15 with DMRT1-dependent gene expression changes that required SOX8/9, seven that only responded to DMRT1 in the absence of SOX8/9 and 27 that responded to ectopic DMRT1 expression independent of SOX8/9 (Figure 5D). This result further supports the view that at least some of the transdifferentiation triggered by DMRT1 expression is mediated by SOX8 and SOX9 and involves genes that normally mediate sex differentiation in the fetal gonad.

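These 3 lists were chosen from the same gonads, so their behaviour here is no independent evidence. Of the 15 genes requiring SOX8/9, 14 rose and 1 fell with all alleles, against 2 and 1 with none (list alone 7 and 3), and at 9 the response differs (list alone 11). Of the 7 genes regulated only without them, 4 rose and 3 fell with none (Pcsk6 3.21, Plod2 -1.69, St3gal4 -1.59), against 1 and 1 with all. Of the 27 independent genes 19 rose and 8 fell with all alleles and 18 and 8 with none. In fresh cells 12, 1 and 18 members of the 3 lists were higher in Sertoli cells.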

### Similarity of binding by DMRT1 and SOX9 in sex maintenance and reprogramming

We next investigated how DMRT1 and SOX9 work together to regulate target genes, using ChIP-seq to compare their binding. 

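ChIP-seq of CAG-Dmrt1 XX gonads (8 weeks) has 1 library for DMRT1 (20338034 reads, 14.3% in peaks) and 1 for SOX9 (19073128, 2.72%). The authors' peak lists were taken as they stand and overlapped with the DARs as for Sertoli cells. With 1 gonad library per factor no spread can be given, and no XX gonad without CAG-Dmrt1 enters the comparison.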

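Peaks of the XX gonads are narrow (median 191 bp for DMRT1 and 192 bp for SOX9), and the DMRT1 list holds 87711 distinct intervals because an interval with several summits is listed once per summit. Of the DMRT1 peaks 13.4% lie in Sertoli-biased DARs and 3.6% in granulosa-biased ones, and of the SOX9 peaks 24.95% and 3.36%. Precipitations and cell numbers differ between gonads and Sertoli cells, so the totals are not on the same footing.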

We identified 95 098 and 22 548 sites bound by DMRT1 and SOX9, respectively, in eight-week XX gonads ectopically expressing DMRT1, considerably more than the 11 003 and 1360 sites bound by DMRT1 and SOX9 in wild-type Sertoli cells respectively. 

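DMRT1 overlaps 9979 Sertoli-biased DARs (50.46%) in the XX gonads and SOX9 5038 (25.48%), which leaves 5404 with DMRT1 only, 4575 with both and 463 with SOX9 only. Either factor binds 52.8% (95% interval 52.11 to 53.5). Of granulosa-biased DARs 2772 (23.59%) are bound as well, so the odds ratio between the classes is 3.62, against the larger ratio in Sertoli cells. Bound Sertoli-biased DARs have a median log2 fold of 2.41 and unbound ones 2.08.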

Of the 19 775 Sertoli-biased DARs identified in isolated Sertoli cells, 10 442 (53%) were bound by DMRT1, SOX9 or both proteins in DMRT1-expressing XX gonads. We selected sites with strong binding by either protein (peak score between the 50th and 99th percentile) that also overlapped with a previously defined Sertoli-biased DAR. 

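Taking peaks with a score between the 50th and 99th percentile of each list that overlap a Sertoli-biased DAR gives 8133 DMRT1 and 3375 SOX9 peaks. The DARs under them split into 4721 with DMRT1 alone, 2277 with both and 885 with SOX9 alone.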

To visualize this binding we generated heatmap plots and enrichment traces (Figure 5E) for randomly sampled regions stratified into three categories: regions bound by DMRT1 alone (*n* = 3992, dark blue), regions bound by DMRT1 and SOX9 (*n* = 5424, light blue) and regions bound by SOX9 alone (*n* = 286, green). 

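Nearly all Sertoli sites recur in the XX gonads. Of the 11003 Sertoli DMRT1 peaks 10594 (96.28%) overlap a DMRT1 peak of the gonads, and of the 1360 Sertoli SOX9 peaks 1196 (87.94%) a SOX9 peak. In the gonads 87.39% of SOX9 peaks overlap 1 of 95098 DMRT1 peaks, and in Sertoli cells 30.07% (409) overlap 1 of 11003. These shares depend on the length of the DMRT1 list and are not compared.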

DMRT1 and SOX9 were similarly bound to these regions in Sertoli cells and DMRT1-expressing XX gonads (Figure 5E). Thus, the pattern of binding by DMRT1 and SOX9 to these DARs in *CAG-Dmrt1* transgenic granulosa cells was more extensive but inclusive of the pattern observed in wild type Sertoli cells, suggesting that these regulators function similarly in female-to-male reprogramming and male sex maintenance. In addition, the joint binding of DMRT1 and SOX9 at a majority of Sertoli-biased DARs in postnatal Sertoli cells was similar to our previous observation of joint binding by these proteins in fetal Sertoli cells (41).

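In the Sertoli peak lists 292 of the 4584 DARs with a peak of either factor have peaks of both. In the XX gonads these numbers are 4575 and 10442. The Sertoli SOX9 list reaches only 884 DARs, so called peaks cannot show joint binding at most of them.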

The binding of DMRT1 and SOX9 to many of the same DARs suggests that these two transcription factors may directly exert joint control on expression of many target genes. As expected, DMRT1 and SOX9 consensus binding motifs defined previously (Figure 2) were enriched at most sites where ChIP detected their binding (Figure 5E). This enrichment suggests that the two proteins bind mainly via their canonical consensus elements to regulate Sertoli-biased DARs. Constitutively open regions lacked binding by DMRT1 or SOX9 and did not show enrichment for either motif (not shown). The enrichment of motifs for both proteins at jointly-bound DARs suggests that they each associate directly with DNA at these loci when ectopically expressed in the ovary. Moreover, the similarity of the enriched SOX9 motif to one that is bound by SOX2 on naked but not on nucleosomal DNA, described above, suggests that SOX9 may need assistance from DMRT1 or other proteins to gain access to sites that are nucleosomal in granulosa cells.

### Ectopic DMRT1 activates SOX9 in cultured granulosa cells but ectopic SOX9 does not activate DMRT1

Ectopic DMRT1 expression in the ovary induces ectopic SOX9 expression (17,47). Our data reveal that the two proteins can act synergistically to reprogram cell fate but do not address whether SOX9 can drive sexual cell fate reprogramming without DMRT1. To better assess the potency of SOX9 in this process we sought to ectopically express it in the ovary on its own. We used a conditional transgene containing *Sox9* cDNA under control of a synthetic CAG promoter and preceded by a ‘floxed’ stop cassette (*CAG*-*mRFP1^floxed^*-*Sox9*-*eGFP*; hereafter ‘*CAG-Sox9*’) (25). SOX9 expression prior to E12.5 can cause primary sex reversal (23) so we tested two Cre drivers that are expressed later in granulosa cells, *Amhr2-Cre* (48) and *Hsd17b1-icre/ERT2* (29). Neither *Cre* transgene was able to recombine the conditional *CAG-Sox9* transgene (switching its reporter expression from RFP to eGFP) or cause ectopic SOX9 expression in the postnatal ovary (not shown). We also tried to activate *CAG-Sox9* using *Foxl2-Gfp-CreERT2*, a knock-in allele that disrupts *Foxl2* (http://www.gudmap.org/index.html). However, we found that *Foxl2* hemizygosity caused a background of ectopic SOX9 expression even in the absence of the *CAG-Sox9* transgene. Unlike the *CAG-Dmrt1* transgene, which was inserted by homologous recombination at the highly permissive *Rosa26* locus, the *CAG-Sox9* transgene was inserted at a random site by pronuclear injection, and presumably that locus is not accessible to Cre in granulosa cells *in vivo*.

As an alternative to *in vivo* analysis we turned to cell culture, asking whether *CAG-Sox9* can be activated in cultured primary granulosa cells. We established granulosa cell cultures from 23–29 day old ovaries as previously described (33). As a positive control we activated DMRT1 in granulosa cells from animals carrying *CAG-Dmrt1* and *CAG-CreER^TM^* (49), adding 4-hydroxy-tamoxifen (Tx) for 48 hours, starting after 24 h of culture (as diagrammed in Figure 6A). Immunofluorescence confirmed that Tx treatment efficiently activated DMRT1 and eGFP expression from the transgene (Figure 6B). DMRT1 and eGFP expression were apparent within 24 hours after tamoxifen addition and most cells (83%; *n* > 1500) were positive for both markers by six days post-tamoxifen (6 DPTx). As *in vivo*, DMRT1 expression also activated SOX9 (65% of cells were positive by 6 DPTx; *n* > 1500; Figure 6B). We next tested *CAG-Sox9*. Tamoxifen treatment of granulosa cells isolated from animals carrying *CAG-Sox9* and *CAG-CreER^TM^* activated SOX9 and GFP within 24 h, with 75% of cells SOX9-positive by 6 DPTx (*n* > 1500; Figure 6C). However, SOX9-expressing cells did not express DMRT1. From these results we conclude that ectopic DMRT1 can activate SOX9 in postnatal granulosa cells but ectopic SOX9 cannot activate DMRT1, at least under these conditions. This postnatal regulation, both *in vivo* and *in vitro*, differs from that in fetal ovaries, where ectopic DMRT1 does not activate SOX9 (17).

**Figure 6.**
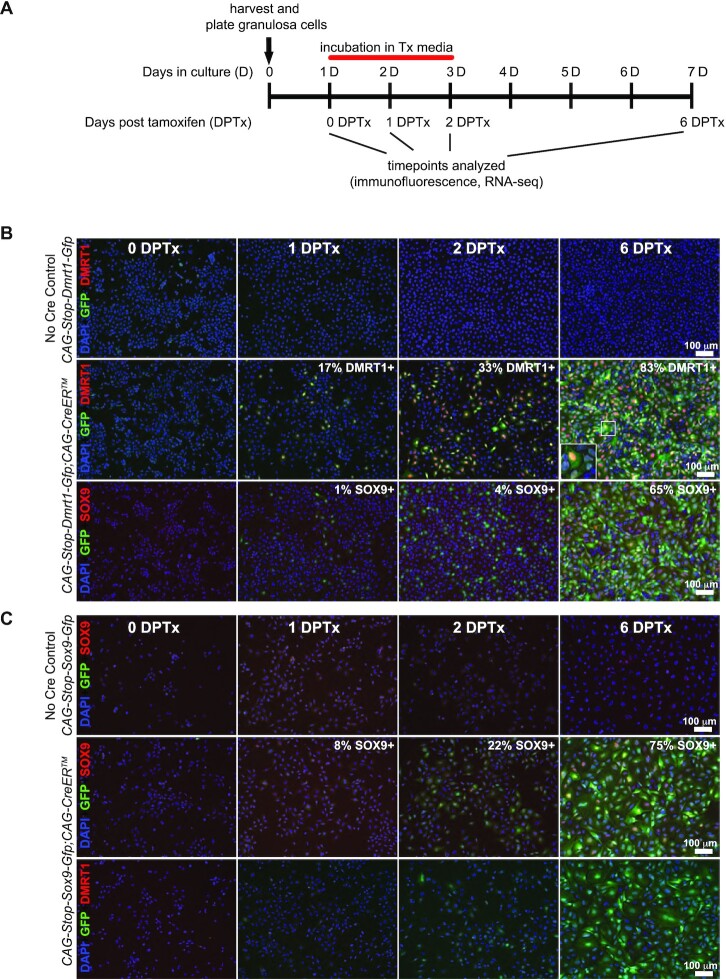
In cultured granulosa cells ectopic DMRT1 upregulates SOX9 expression but ectopic SOX9 does not upregulate DMRT1. (**A**) Diagram of culture and Tx treatment of primary granulosa cells. (**B**) Ectopic DMRT1 expression. Top row: Control cells lacking the *CAG-CreER* transgene, showing lack of GPF or DMRT1 when treated with Tx. Middle row: Granulosa cells carrying both *CAG-Dmrt1* and *CAG-CreER*, showing expression of both GFP (green) and DMRT1 (red) within one day of Tx treatment and increasing proportion of DMRT1-positive cells with time. Bottom row: DMRT1-expressing granulosa cells, showing expression of SOX9 by 1–2 DPTx and increasing proportion of SOX9-positive with time. (**C**) Top row: Control granulosa cells lacking CAG-*CreER*, showing lack of GPF or SOX9 expression after Tx treatment. Middle row: Granulosa cells carrying both *CAG-SOX9* and *CAG-CreER*, showing expression of SOX9 and GFP, SOX9-positive cells detected by one day after Tx treatment, increasing in proportion with time. Bottom row: SOX9-expressing granulosa cells, showing lack of DMRT1 expression even at 6 DPTx. Scale bars in (B) and (C) represent 100 um. Data shown are from one of three independent experiments giving very similar results.

### Ectopic SOX9 can reprogram sex-biased gene expression *in vitro* but less robustly than DMRT1

To compare the abilities of DMRT1 and SOX9 to reprogram gene expression, we performed RNA-seq on granulosa cells cultured treated with Tx as diagrammed in Figure 6A. 

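The culture RNA-seq has 54 libraries: controls at 0, 1, 2 and 6 days after tamoxifen (6, 5, 5 and 6 libraries), CAG-Dmrt1 (3, 4, 4 and 4) and CAG-Sox9 (3, 3, 3 and 4) at the same times, and at 6 days CAG-Dmrt1 with 1 Sox9 allele (2) or without Sox8 and Sox9 (2). Controls hold 7550452 to 11715468 counted reads (median 9676594), CAG-Dmrt1 6926188 to 12023484 (10208093), CAG-Sox9 4470573 to 12288195 (10128688) and the Sox mutants 6471991 to 8845729 (6915890). From the authors' counts the 54 libraries were fitted together in edgeR with the thresholds of the gonads. The control group mixes cells of the CAG-Dmrt1 and CAG-Sox9 lines without Cre or transgene. In simulated counts at 6 days log2 1.5 and 3 were called in 96% and 100% of genes, with 1 of 15765 unchanged genes called. For the 2 libraries without Sox8/9 against CAG-Dmrt1 the shares were 85% and 99%, and those with 1 Sox9 allele were not simulated.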

As controls, we analyzed freshly isolated granulosa and Sertoli cells plus identically cultured granulosa cells that lacked an inducible allele or *Cre* transgene. We first examined expression of *Dmrt1* and *Sox9* mRNAs. 

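Dmrt1 in CAG-Dmrt1 cultures stood at 0.218 ± 0.0493 CPM before tamoxifen, then 12.6 ± 6.28, 37.3 ± 26.4 and 84.7 ± 29.6 at 1, 2 and 6 days, and stayed at or below 0.227 in controls. Sox9 in the same cultures stood at 2.80 ± 0.858, 6.62 ± 2.95, 30.0 ± 23.9 and 256 ± 47.5 CPM, against 2.86 ± 1.34 in controls at 1 day and 6.35 ± 1.65 at 2 days. At 1 day Sox9 did not pass (log2 1.22, SE 0.42, edgeR adjusted p = 1.00; exact permutation p = 0.0397 for this gene alone), at 2 days it did (2.23, SE 0.37, adjusted p = 2.07e-04), and at 6 days it was higher by 3.17 (SE 0.34, adjusted p = 5.76e-10). Transgene and own Dmrt1 reads are not told apart.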

Consistent with the immunostaining data, we found that *CAG-Dmrt1* activation resulted in upregulation of both *Dmrt1* and *Sox9* mRNA expression beginning by one day after Tx treatment (Figure 7A). In contrast, while *CAG-Sox9* produced elevated *Sox9* expression, it had no effect on *Dmrt1* mRNA expression, consistent with the protein expression data. 

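Sox9 in CAG-Sox9 cultures stood at 32.2 ± 13.7, 70.4 ± 41.0 and 219 ± 28.7 CPM at 1, 2 and 6 days (log2 fold change 2.95, SE 0.34, edgeR adjusted p = 3.82e-09 at 6 days). Dmrt1 there was 0.0504 ± 0.101 CPM at 6 days, against 0.227 ± 0.195 in controls (log2 -1.85, SE 1.24, adjusted p = 0.328). At 6 days Sox9 differed little between CAG-Dmrt1 and CAG-Sox9 cultures (0.22, SE 0.36, adjusted p = 0.714). Sox8 rose with CAG-Dmrt1 (1.55, SE 0.28, adjusted p = 3.36e-05) and was 5.07 ± 1.58 CPM with CAG-Sox9 against 8.48 ± 3.41 in controls (adjusted p = 0.0720; 0.0373, 0.0329 and 0.0313 without CAG-Sox9 replicate 1, control replicate 3 and control replicate 5).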

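In control cultures Sox9 stood at 1.85 to 5.83 CPM at the time of tamoxifen (n = 6) and 28.4 ± 10.8 CPM at 6 days (n = 6), and Dmrt1 at 0.0323 ± 0.0507 and the level given above. Foxl2 in these controls was 166 ± 33.3, 190.5 ± 54.3, 114 ± 24.0 and 163 ± 36.7 CPM at 0, 1, 2 and 6 days.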

Culturing wild-type granulosa cells under these conditions had little effect on *Dmrt1* expression but, as described previously (40) it did result in a small rise in *Sox9* mRNA expression.

**Figure 7.**
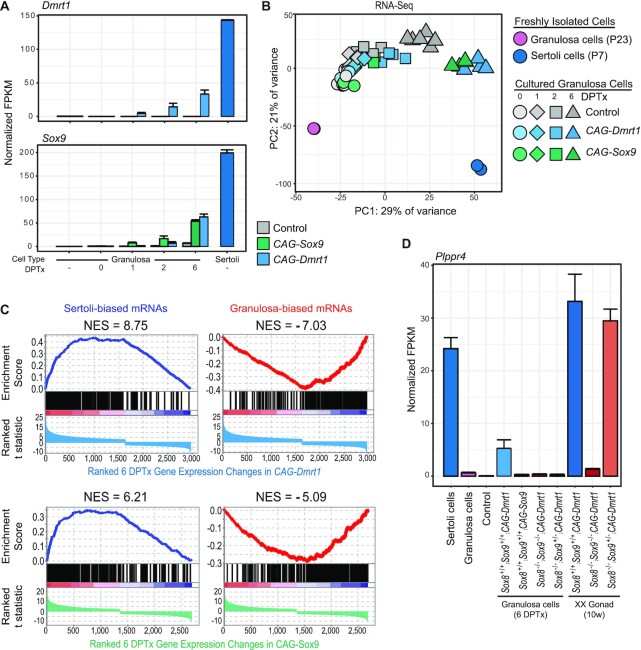
Reprogramming of sex-biased gene expression by DMRT1 and SOX9 in cultured granulosa cells. (**A**) Expression of *Dmrt1* (top) and *Sox9* (bottom) mRNAs in granulosa cells ectopically expressing DMRT1 or SOX9. Expression of *Dmrt1* and *Sox9* in freshly isolated granulosa (- DPTx) or freshly isolated Sertoli cells (dark blue bars) is also shown for comparison. Normalized FPKMs are shown for control (shaded grays), *CAG-Dmrt1* (shaded blues) and *CAG-Sox9* (shaded greens). Error bars represent the standard error of the mean at each timepoint for each of the genotypes. (**B**) PCA analysis of gene expression in cultured wild-type granulosa cells compared to granulosa cells expressing DMRT1 or SOX9. The 500 genes with the highest variance across the transcriptome were used to calculate the principal components. The symbol shapes represent the timepoint of the cultured granulosa cells as follows: 0 DPTx (circles), 1 DPTx (diamonds), 2 DPTx (squares) and 6 DPTx (triangles). (**C**) Enrichment plots showing effect of DMRT1 (top panels) and SOX9 (bottom panels) expression on Sertoli-biased (left panels) and granulosa-biased (right panels) mRNAs. The *t* statistic was used to rank the genes from the most significantly upregulated (left-hand side) to the most significantly downregulated (right-hand side) at 6 DPTx. The normalized enrichment score (NES) is shown near the curve for each panel. (**D**) *Sox*-dependence of *Plppr4* induction by DMRT1 and SOX9 in cultured granulosa cells and *in vivo*. Colors used in this panel are the same as in previous figures. Error bars represent the standard error of the mean for each genotype.

Next we examined global gene expression in control granulosa cells, compared to granulosa cells expressing ectopic DMRT1 or SOX9. 

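Over the 500 most variable genes of 54 cultured and 4 fresh libraries, component 1 holds 34.39% of the variance (jackknife SE 5.03) and component 2 holds 18.78% (5.69). Control cultures went from 9.36 on component 2 at the time of tamoxifen to -23.62 ± 2.56 at 6 days, away from both fresh granulosa (48.34) and fresh Sertoli cells (77.60).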

PCA analysis revealed that the largest principal component (PC1) was correlated with sexual cell fate, accounting for 29% of variance, and the second largest component (PC2) appeared largely due to cell culture, accounting for 21% of variance (Figure 7B). 

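With fresh granulosa cells at 0 and fresh Sertoli cells at 1 on component 1, control cultures stand at 0.146 ± 0.022 at the time of tamoxifen and 0.592 ± 0.078 at 6 days (6 libraries each). Their sex score rises by 0.919, from -1.807 ± 0.140 to -0.888 ± 0.350 (exact permutation p = 0.00217, the smallest possible; adjusted p = 0.0346 over 16 comparisons). By the score the fresh cells lie much further apart, at -3.303 and 4.744 ± 0.167, and without 1 of the fresh libraries the place of controls at 6 days ranges from 0.454 to 0.854. Thus 6 days in culture cover a larger part of component 1 than of the difference over all sex-biased genes.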

With increasing time in culture all genotypes, including control cells, trended toward the Sertoli cell position in PC1, consistent with the gradual increase in *Sox9* expression shown in Figure 7A and suggesting a partial loss of commitment to the granulosa cell fate. Expression of DMRT1 pushed granulosa cells all the way to the Sertoli position in PC1 and partially reversed the change in PC2. 

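At 6 days CAG-Dmrt1 cultures stand at 1.089 ± 0.057 on component 1 (n = 4; exact permutation p = 0.00476 against controls, the smallest possible, adjusted p = 0.0254), and on component 2 at -5.82 ± 2.99. The sex score was 0.215 ± 0.215, which is 1.103 above controls (permutation p = 0.00476, adjusted p = 0.0381) and well short of fresh Sertoli cells. At 2 days component 1 was 0.407 ± 0.103 (permutation p = 0.00794, adjusted p = 0.0318). The 500 genes are those that vary most over these libraries, culture changes included, and reaching 1 on component 1 is not reaching the Sertoli level gene by gene. Of the largest rises at 6 days, Kcna6 (log2 fold change 10.39, SE 0.51, edgeR adjusted p = 7.77e-18), Igfbp3 (10.08, SE 0.71, adjusted p = 4.40e-15) and Sgcg (9.98, SE 0.67, adjusted p = 4.05e-14) lead Cldn11 (8.21) and Dmrt1 itself, and Grem2 (-3.58), Igfbp5 (-3.49), Dkk2 (-3.32), Adgrf5 (-3.06) and Scube1 (-2.89) are the largest falls. With a replicate block, in a fit of fewer libraries, Grem2 and Dkk2 do not pass.

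**Figure D2:**
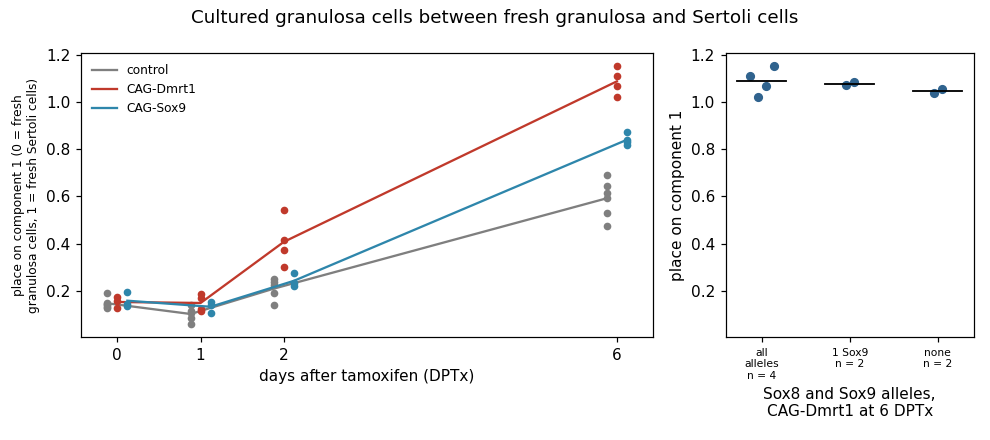
Place of each cultured library on component 1 by days after tamoxifen, and by Sox8 and Sox9 alleles in CAG-Dmrt1 cultures at 6 days; controls reach 0.592 and CAG-Dmrt1 1.089 at 6 days.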

SOX9 expression also pushed cells toward the Sertoli position in PC1 but not as far as DMRT1. 

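CAG-Sox9 cultures stand at 0.840 ± 0.025 at 6 days (n = 4), above controls (exact permutation p = 0.00476, adjusted p = 0.0254) and below CAG-Dmrt1 (p = 0.0286, the smallest possible, adjusted p = 0.0816). The sex score was -0.126 ± 0.100, 0.762 above controls (permutation p = 0.00952, adjusted p = 0.0508) and 0.341 below CAG-Dmrt1 (p = 0.0286, adjusted p = 0.0952). Every one of the 4 CAG-Dmrt1 cultures lies above every CAG-Sox9 culture, which is as far as 4 against 4 can go. Largest rises with CAG-Sox9 were Serpina3n (log2 fold change 10.14, SE 0.50, edgeR adjusted p = 2.04e-20), Gal3st2 (7.32), Gas7 (6.74) and Nov (6.60) beside Cldn11 (7.65), and largest falls Glipr1 (-5.29), AI593442 (-4.90), Dmkn (-4.18), Adamts19 (-3.97) and Dkk2 (-3.96). Against the single control of the CAG-Sox9 line Glipr1 (-2.46, adjusted p = 0.156) and Adamts19 (-1.82, adjusted p = 0.248) do not pass.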

To compare the *in vitro* expression changes to *in vivo* reprogramming, we examined the expression of the Sertoli- and granulosa-biased mRNAs we had defined *in vivo* (Figure 3), using gene set enrichment analysis (GSEA). We plotted expression changes in Sertoli- and granulosa-biased mRNAs induced by DMRT1 and SOX9 six days after Tx treatment, with mRNAs ordered based on statistical significance (ranked t statistic). A higher normalized enrichment score (NES) for expression changes indicates a stronger effect on gene expression. 

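At 6 days 344 of 775 Sertoli-biased genes rose with CAG-Dmrt1 and 26 fell (camera adjusted p = 3.43e-30, and 3.91e-05 with an estimated correlation), against 234 and 71 with CAG-Sox9 (6.56e-13, and 0.00455). Of 871 granulosa-biased genes 248 fell and 53 rose with CAG-Dmrt1 (1.51e-05, and 0.135), against 208 and 53 with CAG-Sox9 (5.18e-04, and 0.202). Compared directly, the Sertoli-biased genes stand higher with CAG-Dmrt1 (217 higher, 92 lower; 2.06e-04, and 0.135), while for the granulosa-biased genes the result depends on the test (116 higher, 151 lower, median log2 difference 0.04): camera does not pass (adjusted p = 0.335), and fgsea places them lower with CAG-Dmrt1 (enrichment score -1.496, adjusted p = 1.38e-07). The fgsea enrichment scores against controls are 3.054 and -2.551 for CAG-Dmrt1 and 2.742 and -2.216 for CAG-Sox9. Sertoli cell markers rose at 17 of 21 with CAG-Dmrt1 (list alone 18 and 0; adjusted p = 4.09e-04 with an estimated correlation), and at 8 with CAG-Sox9, where 3 fell (list alone 10 and 4; 0.158). Granulosa cell markers fell at 11 of 25 (list alone 2 and 13; 0.0696) and 5 (list alone 2 and 6; 0.802). Foxl2 fell with CAG-Dmrt1 (log2 fold change -1.42, SE 0.24, edgeR adjusted p = 8.97e-06), as did Esr2 (-1.58, SE 0.31, adjusted p = 1.15e-04), while with CAG-Sox9 Foxl2 was 201 ± 12.6 CPM and Esr2 87.9 ± 10.1, near controls (Esr2 88.2 ± 43.4).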

Enrichment plots (Figure 7C) confirmed that ectopic DMRT1 or SOX9 could activate Sertoli-biased genes and repress granulosa-biased genes, and showed that ectopic DMRT1 regulated more genes of each class than ectopic SOX9 (higher NES for both Sertoli- and granulosa-biased mRNAs).

The differential and collaborative roles of DMRT1 versus SOX9 were also evident for individual Sertoli-biased genes. 

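In CAG-Dmrt1 cultures Plppr4 rose from 0.415 ± 0.182 CPM in controls to 36.7 ± 22.6 at 6 days (log2 fold change 6.44, SE 0.55, edgeR adjusted p = 1.03e-12), and at 2 days it stood at 12.0 ± 6.29 (2.90, SE 0.49, adjusted p = 2.58e-04). In CAG-Sox9 cultures it was 1.87 ± 0.961 CPM, a small rise that passes the test (2.13, SE 0.60, adjusted p = 0.00824) at a level too low to be called (adjusted p = 0.0553 without CAG-Sox9 replicate 1), and 4.32 below CAG-Dmrt1 on the log2 scale (SE 0.55, adjusted p = 1.05e-07).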

As an example, *Plppr4* was activated in cultured granulosa cells by expression of DMRT1 but not by expression of SOX9 (Figure 7D). However, DMRT1 was unable to activate the gene in cultured granulosa cells completely lacking *Sox8/9* or retaining just one allele of *Sox9*, indicating that both DMRT1 and SOX8/9 are required *in vitro*. 

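Without Sox8 and Sox9, Plppr4 stood at 2.27 ± 0.909 CPM (n = 2; against CAG-Dmrt1 log2 fold change -4.01, SE 0.74, edgeR adjusted p = 1.96e-04), and with 1 Sox9 allele at 1.77 ± 1.12 (n = 2; -4.40, SE 0.77, adjusted p = 9.16e-05). Dmrt1 was 85.6 ± 13.2 and 92.4 ± 42.4 CPM, like the cultures with all alleles. Sox9 RNA in both groups stayed above controls (18.1 to 49.3 CPM at 6 days), and reads from exons outside the deletion count here too. The counts do not show whether every cell lost the floxed allele. Sox9 was 74.2 ± 12.3 CPM without Sox8/9 (-1.79, SE 0.48, adjusted p = 0.0103) and 200.0 ± 18.5 with 1 allele, which is -0.36 on the log2 scale (adjusted p = 0.670). Without 1 of the 2 null libraries Sox9 does not pass (adjusted p = 0.140 and 0.0778). Compared with controls Plppr4 was still higher without Sox8/9 (2.43, SE 0.72, adjusted p = 0.00776; 0.165 without null replicate 1).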

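In the XX gonads Plppr4 stood at 9.57 ± 0.458 CPM in wild-type ovaries, 10.2 ± 2.92 with CAG-Dmrt1 and no allele (log2 0.47 against ovaries without the alleles, SE 0.29, edgeR adjusted p = 0.268), 38.0 with 1 Sox8 allele, 53.7 with 2 (n = 1), 240.2 ± 26.5 with 1 Sox9 allele, 176 ± 76.0 with 1 of each and 259.9 ± 63.1 with all (4.76, SE 0.38, adjusted p = 8.18e-07 against wild-type ovaries). Sox8 alleles alone thus go with an intermediate level.

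**Figure D3:**
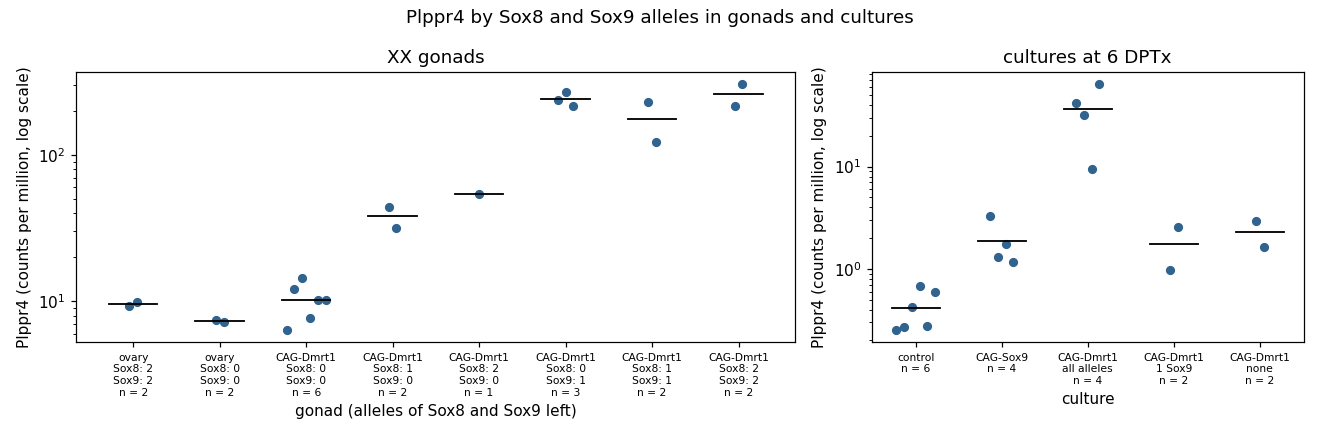
Plppr4 in each library by Sox8 and Sox9 alleles, bars at group means; 1 Sox9 allele gives 240 CPM in gonads and 1.77 CPM in cultures.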

*In vivo*, in *CAG-Dmrt1* expressing XX gonads, DMRT1 was unable to activate *Plppr4* expression in the absence of all *Sox8/9* alleles but, in contrast to culture, was able to activate it if even one *Sox9* allele was present. This difference illustrates that the culture system is a useful but imperfect model of *in vivo* regulation, likely due to the absence of other relevant cell types and signaling molecules. 

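CAG-Dmrt1 called 501 genes higher and 382 lower at 6 days, and CAG-Sox9 420 and 459 (570 in all, 355 higher and 215 lower, against the single control of its own line, as the other 5 of the 6 controls come from the CAG-Dmrt1 line). Of these 168 are higher and 153 lower with both, against 12.7 and 10.6 for independent lists, and 20 go opposite ways. The log2 folds correlate at 0.389, with a covariance of 0.375. Sharing the same controls alone gives a correlation of 0.388 in simulated groups without changes, but a covariance of at most 0.078 and 0 shared calls. With separate controls for each the shared rises are 165 and 161, the shared falls 65 and 85, the opposite calls 39 and 12 and the correlations 0.230 and 0.305. Compared directly, 508 genes are higher with CAG-Dmrt1, such as Sgcg (at least 380.1-fold), Map7d3 (log2 fold change 6.64, SE 0.55, edgeR adjusted p = 1.69e-12), Pcdhac2 (6.64) and Ocln (4.10), and 446 with CAG-Sox9, such as Serpina3n (-7.82), Gal3st2 (-6.63), Tbx2 (-5.38), Cited1 (-4.89) and Scel (-4.81). Line and transgene differ together in this direct comparison. Between the controls of the 2 lines over all times (7 CAG-Sox9 line and 15 CAG-Dmrt1 line libraries) 274 genes were called. Among CAG-Dmrt1 cultures 552 genes differ without Sox8/9 (189 higher, 363 lower; 345 and 267 without 1 of the mutant libraries), with Tmem255a (-5.48), Nat8l (-4.98) and Mfsd2a (-4.67) the largest falls, and 486 with 1 Sox9 allele (183 higher, 303 lower; 209 without replicate 1). The sex score is 0.148 ± 0.056 in cultures without Sox8/9, 0.179 ± 0.030 with 1 Sox9 allele and 0.215 ± 0.215 with all alleles (none against all -0.067, exact permutation p = 0.667, where 2 against 4 libraries cannot go below 0.0667). Each Sox-mutant group has 2 libraries.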

Overall, we conclude that DMRT1 and SOX9 have overlapping and distinct targets and that regulation of some targets requires both DMRT1 and SOX8/9, in culture as well as *in vivo*.

### DMRT1 mediates chromatin accessibility and allows DNA binding by SOX9

Comparison of wild-type Sertoli and granulosa cells revealed many DARs with potential to control cell fate (Figure 3). To learn more about how DMRT1 and SOX9 affect DAR formation during sexual fate reprogramming, we used ATAC-seq to examine cultured granulosa cells ectopically expressing DMRT1 or SOX9. We compared published ATAC-seq data from bipotential progenitor cells and differentiating fetal pre-Sertoli and pre-granulosa cells (6) with our data from wild-type freshly isolated postnatal granulosa and Sertoli cells and from three biological replicates of postnatal cultured granulosa cells expressing ectopic DMRT1 or SOX9 and their respective controls (Figure 8A and Supplemental Table S1). In PCA analysis, the accessibility profiles of E10.5 XX and XY bipotential progenitors clustered tightly with each other, as expected since this stage precedes sexual differentiation. E13.5 pre-Sertoli cells clustered near the bipotential progenitors in PC1 but distant in PC2. This comparison suggests that PC1 is related to developmental stage while PC2 is related to sexual cell fate. In contrast to the pre-Sertoli cells, E13.5 pre-granulosa cells clustered near the E10.5 bipotential progenitors in both PC1 and PC2. This behavior is consistent with previous studies suggesting that bipotential precursors are predisposed toward the granulosa fate, based on gene expression and chromatin accessibility (4,6,45). ATAC profiles from postnatal Sertoli and granulosa cells were widely separated in PC2, consistent with their very different mRNA expression profiles. Cultured granulosa cells ectopically expressing DMRT1 were shifted most of the way to the Sertoli position in PC2, indicating that DMRT1 can induce many of the DARs that distinguish Sertoli from granulosa cells. Expression of SOX9 on its own in granulosa cells had no significant effect on the ATAC profile relative to cultured control granulosa cells. These results indicate that while SOX9 collaborates with DMRT1 to regulate sex-biased mRNA expression and in some cases is an essential partner for DMRT1, it has very little ability to induce formation of relevant male-biased accessible chromatin postnatally in the absence of DMRT1. Indeed, quantification of the data showed that ectopic DMRT1 increased accessibility at greater than ten-fold more Sertoli-biased DARs than SOX9 (2145 versus 191) in cultured granulosa cells.

**Figure 8.**
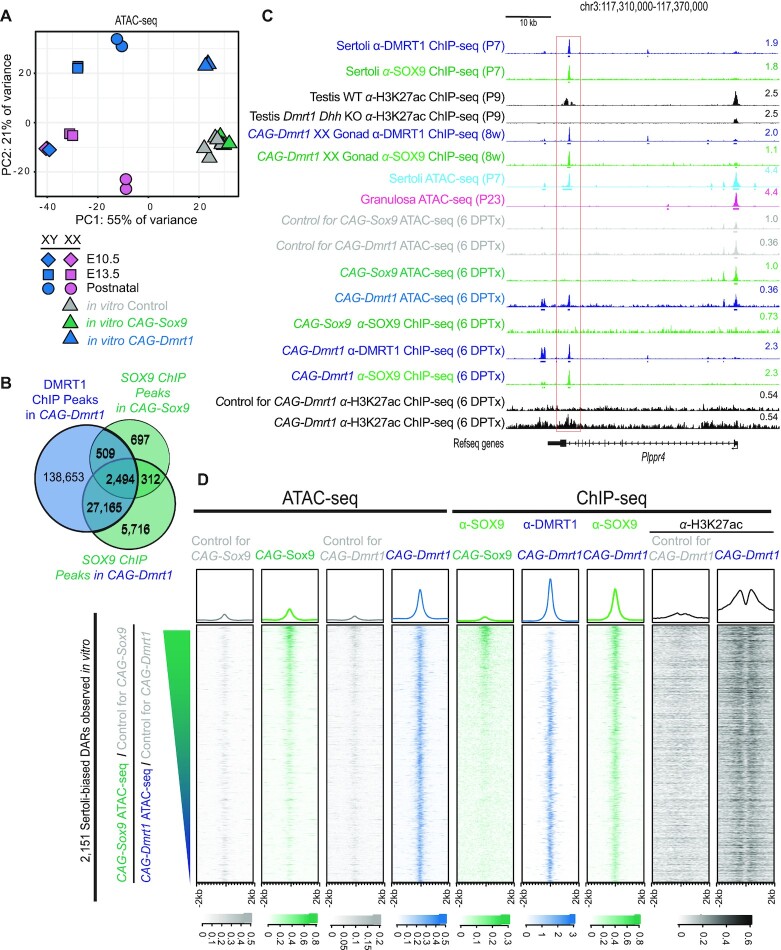
Reprogramming of chromatin accessibility by DMRT1 and SOX9 in cultured granulosa cells. (**A**) PCA analysis of ATAC-seq data from fetal and postnatal Sertoli and granulosa cells and postnatal granulosa cells ectopically expressing DMRT1 or SOX9. The 500 genomic regions with the highest variance in accessibility were used to calculate the principal components. (**B**) Venn diagram indicates the degree of overlap in ChIP-seq peaks in granulosa cells expressing *CAG-Dmrt1* or *CAG-Sox9*. DMRT1 ChIP peaks are represented by a blue circle while SOX9 ChIP peaks in *CAG-SOX9* granulosa cells (upper) and SOX9 binding in *CAG-Dmrt1* granulosa cells (lower) are represented by green circles. (**C**) ATAC-seq and ChIP-seq data at the *Plppr4* locus. The last intron of *Plppr4* contains a Sertoli-biased DAR that is bound by DMRT1 and SOX9 *in vivo* and *Dmrt1* expressing granulosa cells but not by SOX9 in *Sox9* expressing granulosa cells (red box). A DMRT1-dependent H3K27ac peak (black tracks) is observed *in vitro* and *in vivo*. For ATAC-seq and ChIP-seq data, the scale shown at right indicates the number of reads per million reads sequenced for the full height of the track. (**D**) ATAC-seq and ChIP-seq of Sertoli-biased DARs that have increased accessibility upon expression of *CAG-Sox9* or *CAG-Dmrt1* in cultured granulosa cells. DARs are sorted based on the ratio of the log_2_ fold changes in accessibility; regions with greater change in accessibility in *CAG-Sox9* expressing cells versus control cells are at the top and greater change in *CAG-Dmrt1* expressing cells versus control cells at the bottom. ChIP-seq data for SOX9, DMRT1 and H3K27ac on cultured cells is also shown. Heatmaps at bottom indicate enrichment scale for each feature. ChIP-seq and ATAC-seq experiments were performed at 6 DPTx.

The inability of SOX9 to induce Sertoli-biased DARs suggested the possibility that SOX9 might require DMRT1 in order to access some of its binding sites within these DARs. To test this prediction we examined ChIP-seq data from cultured granulosa cells ectopically expressing each protein after six days of tamoxifen induction (Figure 8B). 

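Cultured cells at 6 days after tamoxifen have 1 ChIP-seq library each: DMRT1 in CAG-Dmrt1 cells (18353103 reads, 25.9% in peaks), SOX9 in CAG-Dmrt1 cells (11155052, 5.73%; by its title and peak list, while the supplementary sample table has CAG-Sox9 as its genotype) and SOX9 in CAG-Sox9 cells (12286889, 0.693%). The authors' peak lists were overlapped at 1 bp or more, without calling peaks again. Read totals differ by less than the shares in peaks, and with 1 library per condition neither spread nor a test between cultures is possible.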

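In CAG-Dmrt1 cultures 32294 SOX9 peaks overlap a DMRT1 peak (90.49%, 95% interval 90.18 to 90.79), against 3.25% on average when peaks are shifted (permutation p = 0.001, the smallest possible with 1000 shifts). The share rises with the SOX9 score, from 84.89% in the lowest of 4 bins to 94.56% in the highest. DMRT1 peaks there cover 56.15% of Sertoli-biased DARs (11104) and 30.89% of granulosa-biased ones (3629), SOX9 peaks 27.83% (5503) and 10.78% (1267), and 5138 Sertoli-biased DARs carry both. With each list limited to the 4012 peaks of the shortest, those of highest score, 18.97% overlap.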

As expected, in *CAG-Dmrt1* expressing cells DMRT1 bound many more sites than SOX9 (168 821 versus 35 687) and the majority (83%) of sites bound by SOX9 also were bound by DMRT1. 

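SOX9 peaks of CAG-Sox9 cultures lie at DMRT1 sites of the CAG-Dmrt1 cultures as well, 77.49% of them (3109; 95% interval 76.17 to 78.76), although those cells make next to no Dmrt1. For the SOX9 peaks of CAG-Dmrt1 cultures the share is 90.49%. With all 3 lists as short as the shortest the shares are 2.42% in CAG-Sox9 and 18.97% in CAG-Dmrt1 cultures. Of the same peaks 72.01% are also SOX9 peaks in CAG-Dmrt1 cultures. There 29331 SOX9 peaks overlap DMRT1 and no SOX9 peak of CAG-Sox9 cultures, 2963 both, 333 the latter only and 3060 neither. At Sertoli-biased DARs SOX9 covers 808 (4.09%) in CAG-Sox9 cultures, and 149 granulosa-biased ones (1.27%). Fewer reads fell in peaks in CAG-Sox9 cells, and a weaker precipitation would also shorten that list.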

SOX9 bound many more sites in cultured granulosa cells expressing DMRT1 than in those expressing only SOX9 (35 687 versus 4012) consistent with a role for DMRT1 facilitating SOX9 binding. Of the 29 659 sites bound by SOX9 and DMRT1 in *CAG-Dmrt1* expressing cells, 4353 (15%) contained close matches to the DNA sequence motifs for both SOX9 and DMRT1 as defined by the ChIP-seq experiments in Sertoli cells. A majority of these sites (77%) contained adjacent SOX9 and DMRT1 motifs, with a median distance between motifs of 81 bp, consistent with our previous description in fetal testes of a Sertoli-biased sequence signature containing motifs for both DMRT1 and SOX9 (41), while 23% had coincident DMRT1 and SOX9 motifs that align as shown in Figure 2B. Comparison of DMRT1 and SOX9 binding in Sertoli cells and when ectopically expressed in XX gonads or granulosa cells is shown in Supplemental Figure S3A, B.

As an example of a Sertoli-biased gene we examined binding of DMRT1 and SOX9 and chromatin accessibility at *Plppr4* (Figure 8C). 

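At Plppr4 (chromosome 3, 117319139 to 117360876, minus strand, GRCm38) the DAR spans 117322291 to 117324321, from intron 6 into the last exon, exon 7, with log2 FPKM 0.304 in granulosa and 3.496 in Sertoli cells (log2 fold 3.20, adjusted p = 1.12e-24 in the authors' table). The Sertoli DMRT1 summit (117323764) and SOX9 summit (117323718) lie close together in intron 6. Peaks of both factors stand in the DAR in the XX gonads and in CAG-Dmrt1 cultures too. Further Sertoli-biased DARs lie at 117317841 to 117318619 (1.84), 117357408 to 117357665 (3.77) and 117364255 to 117364499 (1.74), and a granulosa-biased one at 117345121 to 117345517 (-1.90).

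**Figure D4:**
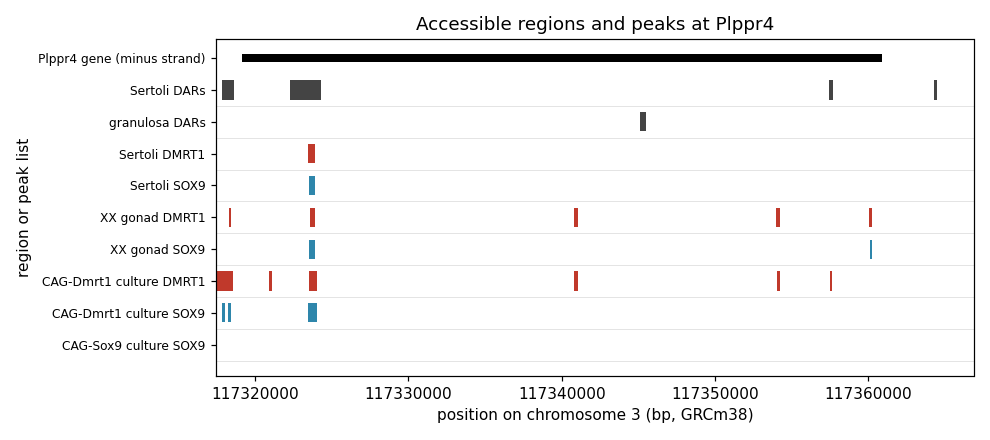
Sertoli-biased and granulosa-biased DARs and peaks of DMRT1 and SOX9 at Plppr4; the DAR at 117322291 to 117324321 is bound in every list except SOX9 of CAG-Sox9 cultures.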

A Sertoli-biased DAR in the last intron of *Plppr4* (boxed) bound DMRT1 and SOX9 in Sertoli cells and it was induced and bound both proteins in DMRT1-expressing XX gonads and granulosa cells. The DAR was enriched for H3K27ac in control testes and *CAG-Dmrt1* expressing cultured granulosa cells but not in testes with *Dmrt1* deleted in Sertoli cells by *Dhh-Cre*, suggesting that it is an active male regulatory element. This DAR did not form or bind SOX9 in *CAG-Sox9* expressing granulosa cells. 

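None of the 4012 SOX9 peaks of CAG-Sox9 cultures lies in the Plppr4 region shown. In the other lists the DMRT1 peak at the DAR ranks 1328 of 11003 in Sertoli cells and 4119 of 168821 in CAG-Dmrt1 cultures, and the SOX9 peak 211 of 1360 and 167 of 35687. Accessibility in the cultures was not analysed here.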

We conclude from these results that DAR formation, SOX9 binding and H3K27ac enrichment at *Plppr4* are dependent on DMRT1. The synergy of SOX9 and DMRT1 in gene regulation and the dependence of DAR formation and SOX9 binding on DMRT1 in granulosa cells exemplified by *Plppr4* suggested two possibilities, which are not mutually exclusive. First, DMRT1 and SOX9 might bind cooperatively to some regulatory elements, with SOX9 binding requiring the presence of DMRT1 bound nearby. Second, DMRT1 might enable SOX9 binding by acting as a pioneer factor, promoting chromatin access for SOX9 at some target loci. Two additional examples of regions pioneered by DMRT1 to enable SOX9 binding as well as an example of region bound by SOX9 independently of DMRT1 are shown in Supplemental Figure S3C, D.

To ask whether DMRT1 promotes SOX9 binding more generally we investigated the occupancy of DMRT1 and SOX9 in cultured granulosa cells. We identified 2151 Sertoli-biased DARs that had increased accessibility upon expression of either CAG-*Sox9* or CAG-*Dmrt1* relative to control granulosa cells six days after tamoxifen treatment. We sorted these regions based on the ratio of the log_2_ fold-change of the accessibility induced by SOX9 and DMRT1 and examined ATAC-seq and ChIP-seq data collected for each region (Figure 8D). Regions with high accessibility in CAG-*Sox9* expressing cells were bound by SOX9 in both SOX9- and DMRT1-expressing cells. However, the ability of SOX9 to bind these regions quickly decreased as the DNA accessibility in CAG-*Sox9* expressing cells decreased. In contrast, SOX9 binding was higher in regions that had greater accessibility in CAG-*Dmrt1* expressing cells (Figure 8D). Thus, SOX9 binding to these Sertoli-biased DARs was strongly DMRT1-dependent, consistent with DMRT1 playing an essential role in opening chromatin to allow access by SOX9. DMRT1 and SOX9 binding to these DARs also was associated with H3K27ac enrichment in *CAG-Dm*rt1 expressing granulosa cells relative to control cells (Figure 8D, right two columns), suggesting that these regions may serve as DMRT1-responsive transcriptional regulatory elements for Sertoli cell fate specification.

## DISCUSSION

DMRT1 is required continuously in the pubertal and adult testis to suppress expression of FOXL2, ESR2 and other female regulators that can otherwise drive male-to-female transdifferentiation (10). As such, DMRT1 anchors an active regulatory network that safeguards male fate in the postnatal XY gonad. DMRT1 also can impose male fate, reprogramming granulosa cells from female to male when ectopically expressed in the pubertal or adult ovary (17). In the testis, we found previously that combined loss of *Dmrt1* and *Sox8/9* causes more severe sexual transdifferentiation than loss of *Dmrt1* or *Sox8/9* alone, indicating that DMRT1 maintains male sexual cell fate in partnership with SOX8/9 (13). In this study we found that DMRT1 also acts with SOX8/9 in female-to-male reprogramming and we investigated how these transcription factors jointly reprogram sexual cell fate *in vivo* and in primary cell culture. We found that in Sertoli cells DMRT1 and SOX9 bind many of the same sex-specifically accessible chromatin sites, that DMRT1 can render postnatal granulosa cell chromatin accessible for SOX9 binding, and that both transcription factors are required for the full regulation of many sex-biased mRNAs.

To find relevant genes and regulatory regions, we first identified mRNAs that are differentially expressed in postnatal Sertoli and granulosa cells and differentially accessible chromatin regions (DARs) that are biased to each cell type. Many of the sex-biased DARs were associated with genes with sex-biased expression. The sex-biased genes linked to granulosa-biased DARs had primarily granulosa-biased expression, as expected if these DARs mainly mediate positive regulation of female fate. Similarly, sex-biased genes associated with Sertoli-biased DARs were primarily Sertoli-biased, suggesting mainly positive regulation of male fate. However, association of female- and male-biased DARs with genes that had opposite expression bias suggests that some of these DARs also mediate negative regulation of sexual cell fate. Such mixed regulation also occurs during fetal male development. For example, in fetal XY gonads SOX9 is required to activate testis-biased genes, while Polycomb Repressive Complex 1 protein CBX2 is required to repress ovarian gene expression (50).

In Sertoli cells about one-quarter of the Sertoli-biased DARs were bound by DMRT1, SOX9 or both, suggesting that they are controlled directly by these key sex regulators. Moreover, loss of DMRT1 reduced enrichment of the ‘active’ chromatin mark H3K27ac at many Sertoli-biased DARs. Based on PCA analysis, the constellation of postnatal DARs relevant to Sertoli identity that is induced by DMRT1 in granulosa cells overlaps that in differentiating fetal pre-Sertoli cells (Figure 8A) (6,38)). This overlap suggests that postnatal sex reprogramming is mechanistically similar to fetal sex differentiation, as also suggested by our previous single-cell transcriptome analysis (17).

We observed two general patterns of accessibility and regulatory factor binding among sex-biased DARs. At some genes, such as *Sox9*, binding by DMRT1 causes a change in DNA accessibility that may help promote 3D chromatin reorganization from a repressed compartment to an active compartment. At other genes, such as *Esr2*, changes in ‘A/B’ compartments were not observed, yet sex-biased DARs formed and were bound by key regulators in each sex. In the case of *Esr2*, a Sertoli-biased DAR was bound by DMRT1 and a granulosa-biased DAR was bound by FOXL2 and ESR2. The convergence of male and female regulation at nearby DARs is consistent with the idea that *Esr2* acts as a key ‘pivot point’ for control of sexual cell fate, a model also supported by the postnatal female-to-male transdifferentiation that results from deletion of *Esr2* and its close paralog *Esr1* in the ovary (8,9). Indeed, DMRT1 expression can silence *Esr2* expression and FOXL2 can activate it via the granulosa-biased DAR (17,40). In addition to the binding of FOXL2 and ESR2 at the *Esr2* locus, we detected ESR2 binding near the *Foxl2* coding region, consistent with feed-forward regulation of female sex maintenance by these two transcription factors.

In XX gonads ectopically expressing DMRT1, collaboration with SOX8/9 was evident both globally, at the level of the transcriptome, and in control of individual genes including *Foxl2, Esr2*, and other sex regulators. About 40% of genes that responded to ectopic DMRT1 expression did not require SOX8/9 for their response (1652/4000 genes), but the rest required at least one functional *Sox8/9* allele in order to respond to DMRT1. Our results suggest that transdifferentiation results both from the joint control of a shared target gene set and from the additive effects of distinct target gene sets controlled separately by DMRT1 or SOX8/9. ChIP-seq analysis indicated that many regulatory elements are jointly controlled by these regulators. In this regard the relationship of DMRT1 and SOX9 appears similar to that in the fetal gonad, where we previously showed that the two proteins bind near one another at many sites (41). 

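In the peak lists of the XX gonads, 463 of the bound Sertoli-biased DARs carry SOX9 and not DMRT1 (4.43%).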

In reprogramming, however, ChIP-seq suggested that DMRT1 plays the dominant role: of the Sertoli-biased DARs bound by DMRT1 and/or SOX9 in the ovary, only 4% were bound by SOX9 and not DMRT1. Thus, DMRT1 not only activates SOX9 expression but is joined by SOX9 at most of its Sertoli-biased putative regulatory sites.

In granulosa cell culture, we found that ectopic DMRT1 expression activated *Sox8/9* as it does *in vivo* in the postnatal ovary (here and (17)). However, ectopic SOX9 did not activate DMRT1, which allowed its effects on chromatin and gene expression to be assessed in the absence of DMRT1. Similar to the *in vivo* analysis, in culture we found that SOX9 and DMRT1 both contribute to sexual reprogramming of gene expression, with the strongest reprogramming resulting when both proteins are expressed. The non-reciprocal regulation of DMRT1 and SOX8/9 suggests that they do not function in a feed-forward loop in reprogramming, at least in cultured granulosa cells. A caveat, however, is that neither *Dmrt1* nor *Sox9* was expressed ectopically in granulosa cells at levels as high as their endogenous levels in Sertoli cells (Figure 7A).

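Fresh Sertoli cells had 369.5 CPM of Dmrt1 and 820.2 of Sox9, against 84.7 and 256 in CAG-Dmrt1 cultures at 6 days and 219 of Sox9 in CAG-Sox9 cultures. Fresh and cultured libraries were scaled separately, so the comparison is approximate.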

As *in vivo*, ChIP-seq in cultured cells indicated that many sites were bound jointly by DMRT1 and SOX9 but SOX9 was unable to bind most of these jointly occupied sites when it was expressed without DMRT1. This dependence by SOX9 on DMRT1 for DNA association suggests at least two possibilities. One possibility, given the sequence similarity of DMRT1 and SOX9 motifs that are enriched in co-bound DARs (Figure 2), is that DMRT1 and SOX9 might interact with DNA concurrently, with DMRT1 and SOX9 forming a heteromeric complex to stably bind to sites that SOX9 cannot bind alone. Structural studies suggest this mechanism is highly unlikely. The DM domain of DMRT1 binds to a widened major groove and employs an arginine side chain to read the shape of the minor groove (16). This binding is unlikely to be compatible with concurrent minor groove binding by the HMG domain of SOX9. HMG domains bind in a widened minor groove and induce bending of the helical axis of the DNA (51). Instead, the mechanism we favor, since DMRT1 can induce Sertoli-biased DARs in granulosa cells, is that DMRT1 acts as a pioneer factor, activating *Sox9* expression and promoting chromatin accessibility at regions that are then bound by SOX9 and potentially other sex regulators. It is possible that DMRT1 and SOX9 bind to the same DNA element sequentially at some sites, with DMRT1 binding first. The SOX9 motif detected in ChIP-seq was similar to a SOX2 motif involved in binding of naked DNA. This similarity further suggests that SOX9 may require DMRT1 to provide access to its sites if they are incorporated in nucleosomes. Expression of DMRT1 results in many DMRT1-bound DARs and molecular modeling (Figure 9) suggests that DMRT1 can interact sequence-specifically with nucleosomal DNA, as would be required of a pioneer factor. Biochemical experiments will be needed to confirm the ability of DMRT1 to open chromatin and investigate the mechanism by which it does so.

**Figure 9.**
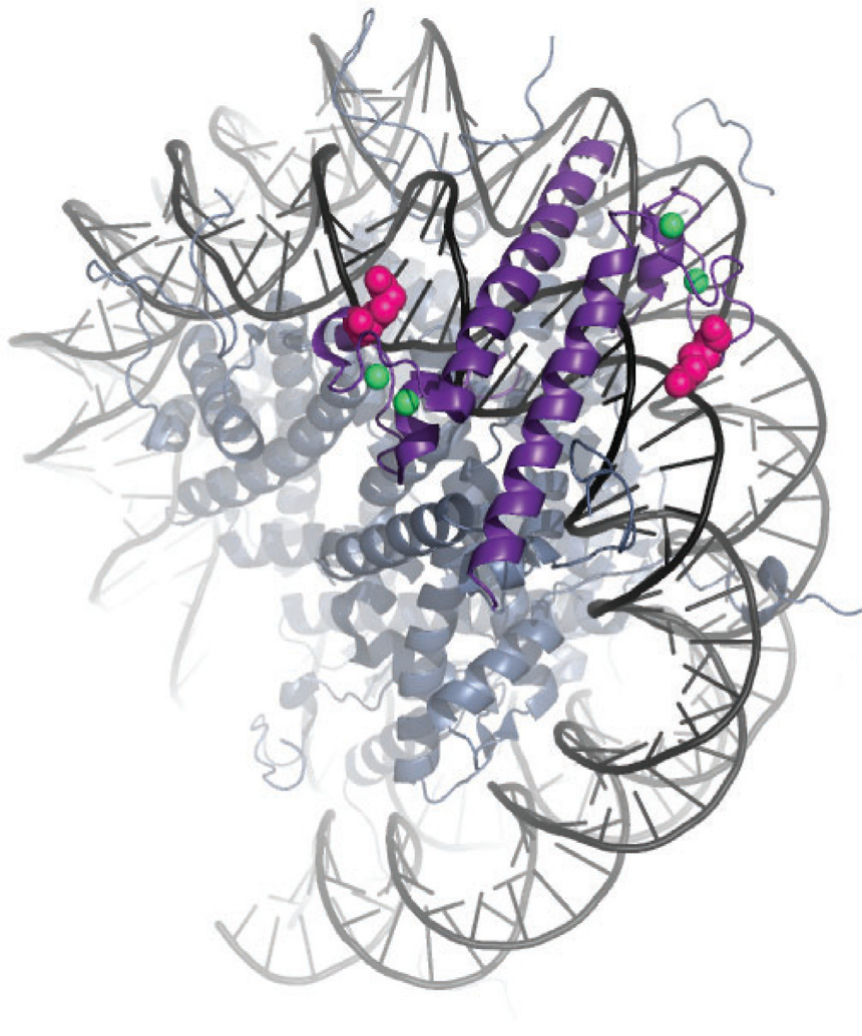
Model of DMRT1 bound to nucleosomal DNA. Molecular model of DMRT1 DM domain structure 4YJ0 (16) bound to DNA in nucleosome 1KX5 (65). Image was made by aligning the C1’ carbons of the nucleotides G9,A12 of strand D and T14,C17 of strand E from DMRT1 with T-38,G-35 from strand J and C35,A38 of strand I of the nucleosome using the pair_fit function in MacPyMOL. Zinc atoms are shown as green spheres and a space-filling model for arginine 72, which inserts into the minor groove, is shown in pink.

Our study highlights similarities and differences between fetal and postnatal sexual fate regulation. DMRT1 expression in postnatal granulosa cells induces formation of DARs and gene expression changes that overlap with those normally found in developing pre-Sertoli cells and DMRT1 binds near SOX9 at many sites postnatally and fetally. We also found key differences. For example, SOX9 alone cannot induce many Sertoli-biased DARs in cultured postnatal granulosa cells and it cannot bind many sex-biased DARs in culture or *in vivo* without help from DMRT1. In contrast, in the fetal XX gonad, ectopic SOX9 but not DMRT1 is sufficient for determination of male sexual fate (31,34,52,53). Perhaps, therefore, in the fetal gonad SOX9 can access its crucial sex regulatory sites without help from DMRT1. The molecular basis of this difference is unclear. One possibility is that the expression of DMRT1 in fetal gonads of both sexes prior to sexual differentiation enables SOX9 to access its key regulatory sites. Another possibility is that the fetal chromatin is more generally accessible than postnatal chromatin at key regulatory sites prior to the sex-biased ATAC sensitivity that develops at many sites later in fetal and postnatal development. This is particularly likely in the bipotential progenitor cells, which have not yet begun to acquire sex-biased chromatin accessibility. Another important difference that is not yet explained is why DMRT1 can activate SOX9 postnatally but not in the fetal gonad. It is possible that protective mechanisms prevent inappropriate SOX9 expression during early granulosa development. Previous observations that loss of FOXL2 activates SOX9 in the postnatal but not the fetal gonad (7,54) are consistent with such protection. The existence of such a fetal block remains speculative, but a miRNA that represses *Sox9* in fetal granulosa cells has been proposed to play such a role (55). This regulation is unlikely to fully explain the difference in reprogrammability between fetal and postnatal ovaries, however: DMRT1 can substantially reprogram sexual cell fate in the postnatal ovary even in the absence of SOX8/9 but ectopic DMRT1 expression has little or no effect on fetal granulosa cell development (17).

In summary, we have found that DMRT1 collaborates with SOX9 to reprogram sexual cell fate, overriding female fate and imposing male fate in postnatal granulosa cells, and does so in part by establishing sex-biased accessible regions that are bound and regulated jointly with SOX9. DMRT1 and SOX9 are conserved across vertebrate sexual development, as are FOXL2 and ESR (56–63), so we speculate that the transcriptional networks controlling sexual cell fate in the gonad may be regulated similarly in other vertebrate species. In addition, since DMRT proteins are conserved across metazoans and regulate sexual development in nearly all species examined to date, our findings may have relevance for establishment, maintenance, and reprogramming of sexual cell fate in other phyla.

## DATA AVAILABILITY

Published data used in this paper are available through the Gene Expression Omnibus with accession numbers GSE64960 (Lindeman *et al.* 2015) and GSE118755 (Garcia-Moreno et. al, 2019). Data generated for this study are available under the accession number GSE154484 and at the 4D nucleome data portal under the accession numbers 4DNES265ETYQ and 4DNESSS7VU57.

## Supplementary Material

gkab448_Supplemental_Files

## Notes

Present address: Kellie Agrimson, Dept. of Biology, St. Catherine University, Saint Paul, MN 55105, USA.

Present address: Rachel Gewiss, School of Molecular Biosciences, College of Veterinary Medicine, Washington State University, Pullman, WA 99164, USA.

Present address: Robin Lindeman, Beckman Coulter Inc., Chaska, MN 55318, USA.

## References

[1] Albrecht K.H. , EicherE.M. Evidence that Sry is expressed in pre-Sertoli cells and Sertoli and granulosa cells have a common precursor. Dev. Biol.2001; 240:92–107.1178404910.1006/dbio.2001.0438

[2] Lin Y.T. , CapelB. Cell fate commitment during mammalian sex determination. Curr. Opin. Genet. Dev.2015; 32:144–152.2584120610.1016/j.gde.2015.03.003PMC4470863

[3] Svingen T. , KoopmanP. Building the mammalian testis: origins, differentiation, and assembly of the component cell populations. Genes Dev.2013; 27:2409–2426.2424023110.1101/gad.228080.113PMC3841730

[4] Jameson S.A. , NatarajanA., CoolJ., DeFalcoT., MaatoukD.M., MorkL., MungerS.C., CapelB. Temporal transcriptional profiling of somatic and germ cells reveals biased lineage priming of sexual fate in the fetal mouse gonad. PLoS Genet.2012; 8:e1002575.2243882610.1371/journal.pgen.1002575PMC3305395

[5] Stevant I. , KuhneF., GreenfieldA., ChaboissierM.C., DermitzakisE.T., NefS. Dissecting cell lineage specification and sex fate determination in gonadal somatic cells using single-cell transcriptomics. Cell Rep.2019; 26:3272–3283.3089360010.1016/j.celrep.2019.02.069

[6] Garcia-Moreno S.A. , FuttnerC.R., SalamoneI.M., GonenN., Lovell-BadgeR., MaatoukD.M. Gonadal supporting cells acquire sex-specific chromatin landscapes during mammalian sex determination. Dev. Biol.2019; 446:168–179.3059450510.1016/j.ydbio.2018.12.023PMC6368449

[7] Uhlenhaut N.H. , JakobS., AnlagK., EisenbergerT., SekidoR., KressJ., TreierA.C., KlugmannC., KlasenC., HolterN.I.et al. Somatic sex reprogramming of adult ovaries to testes by FOXL2 ablation. Cell. 2009; 139:1130–1142.2000580610.1016/j.cell.2009.11.021

[8] Couse J.F. , HewittS.C., BunchD.O., SarM., WalkerV.R., DavisB.J., KorachK.S. Postnatal sex reversal of the ovaries in mice lacking estrogen receptors alpha and beta. Science. 1999; 286:2328–2331.1060074010.1126/science.286.5448.2328

[9] Dupont S. , DennefeldC., KrustA., ChambonP., MarkM. Expression of Sox9 in granulosa cells lacking the estrogen receptors, ERalpha and ERbeta. Dev. Dyn.2003; 226:103–106.1250823010.1002/dvdy.10202

[10] Matson C.K. , MurphyM.W., SarverA.L., GriswoldM.D., BardwellV.J., ZarkowerD. DMRT1 prevents female reprogramming in the postnatal mammalian testis. Nature. 2011; 476:101–104.2177599010.1038/nature10239PMC3150961

[11] Georg I. , BarrionuevoF., WiechT., SchererG. Sox9 and Sox8 are required for basal lamina integrity of testis cords and for suppression of FOXL2 during embryonic testis development in mice. Biol. Reprod.2012; 87:99.2283748210.1095/biolreprod.112.101907

[12] Barrionuevo F.J. , HurtadoA., KimG.J., RealF.M., BakkaliM., KoppJ.L., SanderM., SchererG., BurgosM., JimenezR. Sox9 and Sox8 protect the adult testis from male-to-female genetic reprogramming and complete degeneration. Elife. 2016; 5:e15635.2732832410.7554/eLife.15635PMC4945155

[13] Minkina A. , MatsonC.K., LindemanR.E., GhyselinckN.B., BardwellV.J., ZarkowerD. DMRT1 protects male gonadal cells from retinoid-dependent sexual transdifferentiation. Dev. Cell. 2014; 29:511–520.2485651310.1016/j.devcel.2014.04.017PMC4105363

[14] Raymond C.S. , ShamuC.E., ShenM.M., SeifertK.J., HirschB., HodgkinJ., ZarkowerD. Evidence for evolutionary conservation of sex-determining genes. Nature. 1998; 391:691–695.949041110.1038/35618

[15] Matson C.K. , ZarkowerD. Sex and the singular DM domain: insights into sexual regulation, evolution and plasticity. Nat. Rev. Genet.2012; 13:163–174.2231089210.1038/nrg3161PMC3595575

[16] Murphy M.W. , LeeJ.K., RojoS., GearhartM.D., KurahashiK., BanerjeeS., LoeuilleG.A., BashambooA., McElreaveyK., ZarkowerD.et al. An ancient protein-DNA interaction underlying metazoan sex determination. Nat. Struct. Mol. Biol.2015; 22:442–451.2600586410.1038/nsmb.3032PMC4476070

[17] Lindeman R.E. , GearhartM.D., MinkinaA., KrentzA.D., BardwellV.J., ZarkowerD. Sexual cell-fate reprogramming in the ovary by DMRT1. Curr. Biol.2015; 25:764–771.2568380310.1016/j.cub.2015.01.034PMC4366330

[18] Guo C. , MorrisS.A. Engineering cell identity: establishing new gene regulatory and chromatin landscapes. Curr. Opin. Genet. Dev.2017; 46:50–57.2866786510.1016/j.gde.2017.06.011

[19] Davis R.L. , WeintraubH., LassarA.B. Expression of a single transfected cDNA converts fibroblasts to myoblasts. Cell. 1987; 51:987–1000.369066810.1016/0092-8674(87)90585-x

[20] Ieda M. , FuJ.D., Delgado-OlguinP., VedanthamV., HayashiY., BruneauB.G., SrivastavaD. Direct reprogramming of fibroblasts into functional cardiomyocytes by defined factors. Cell. 2010; 142:375–386.2069189910.1016/j.cell.2010.07.002PMC2919844

[21] Vierbuchen T. , OstermeierA., PangZ.P., KokubuY., SudhofT.C., WernigM. Direct conversion of fibroblasts to functional neurons by defined factors. Nature. 2010; 463:1035–1041.2010743910.1038/nature08797PMC2829121

[22] Zhou Q. , BrownJ., KanarekA., RajagopalJ., MeltonD.A. In vivo reprogramming of adult pancreatic exocrine cells to beta-cells. Nature. 2008; 455:627–632.1875401110.1038/nature07314PMC9011918

[23] Vidal V.P. , ChaboissierM.C., de RooijD.G., SchedlA. Sox9 induces testis development in XX transgenic mice. Nat. Genet.2001; 28:216–217.1143168910.1038/90046

[24] Lei N. , HornbakerK.I., RiceD.A., KarpovaT., AgborV.A., HeckertL.L. Sex-specific differences in mouse DMRT1 expression are both cell type- and stage-dependent during gonad development. Biol. Reprod.2007; 77:466–475.1756796210.1095/biolreprod.106.058784PMC2580730

[25] Kim Y. , MuraoH., YamamotoK., DengJ.M., BehringerR.R., NakamuraT., AkiyamaH. Generation of transgenic mice for conditional overexpression of Sox9. J. Bone Miner. Metab.2011; 29:123–129.2067670510.1007/s00774-010-0206-zPMC3977853

[26] Bingham N.C. , Verma-KurvariS., ParadaL.F., ParkerK.L. Development of a steroidogenic factor 1/Cre transgenic mouse line. Genesis. 2006; 44:419–424.1693741610.1002/dvg.20231

[27] Lindeboom F. , GillemansN., KarisA., JaegleM., MeijerD., GrosveldF., PhilipsenS. A tissue-specific knockout reveals that Gata1 is not essential for Sertoli cell function in the mouse. Nucleic Acids Res.2003; 31:5405–5412.1295477710.1093/nar/gkg723PMC203309

[28] Ruzankina Y. , Pinzon-GuzmanC., AsareA., OngT., PontanoL., CotsarelisG., ZediakV.P., VelezM., BhandoolaA., BrownE.J. Deletion of the developmentally essential gene ATR in adult mice leads to age-related phenotypes and stem cell loss. Cell Stem Cell. 2007; 1:113–126.1837134010.1016/j.stem.2007.03.002PMC2920603

[29] Grabner B. , BlaasL., MusteanuM., HoffmannT., BirbachA., EferlR., CasanovaE. A mouse tool for conditional mutagenesis in ovarian granulosa cells. Genesis. 2010; 48:612–617.2071517610.1002/dvg.20664

[30] Bi W. , HuangW., WhitworthD.J., DengJ.M., ZhangZ., BehringerR.R., de CrombruggheB. Haploinsufficiency of Sox9 results in defective cartilage primordia and premature skeletal mineralization. Proc. Natl. Acad. Sci. U.S.A.2001; 98:6698–6703.1137161410.1073/pnas.111092198PMC34415

[31] Chaboissier M.C. , KobayashiA., VidalV.I., LutzkendorfS., van de KantH.J., WegnerM., de RooijD.G., BehringerR.R., SchedlA. Functional analysis of Sox8 and Sox9 during sex determination in the mouse. Development. 2004; 131:1891–1901.1505661510.1242/dev.01087

[32] Kim S. , BardwellV.J., ZarkowerD. Cell type-autonomous and non-autonomous requirements for Dmrt1 in postnatal testis differentiation. Dev. Biol.2007; 307:314–327.1754035810.1016/j.ydbio.2007.04.046PMC1995593

[33] Gong X. , McGeeE.A. Smad3 is required for normal follicular follicle-stimulating hormone responsiveness in the mouse. Biol. Reprod.2009; 81:730–738.1953579010.1095/biolreprod.108.070086PMC6058743

[34] Raymond C.S. , MurphyM.W., O'SullivanM.G., BardwellV.J., ZarkowerD. Dmrt1, a gene related to worm and fly sexual regulators, is required for mammalian testis differentiation. Genes Dev.2000; 14:2587–2595.1104021310.1101/gad.834100PMC316999

[35] Notarnicola C. , MalkiS., BertaP., PoulatF., Boizet-BonhoureB. Transient expression of SOX9 protein during follicular development in the adult mouse ovary. Gene Expr. Patterns. 2006; 6:695–702.1648819510.1016/j.modgep.2006.01.001

[36] Murphy M.W. , SarverA.L., RiceD., HatziK., YeK., MelnickA., HeckertL.L., ZarkowerD., BardwellV.J. Genome-wide analysis of DNA binding and transcriptional regulation by the mammalian Doublesex homolog DMRT1 in the juvenile testis. Proc. Natl. Acad. Sci. U.S.A.2010; 107:13360–13365.2061608210.1073/pnas.1006243107PMC2922116

[37] Buenrostro J.D. , WuB., ChangH.Y., GreenleafW.J. ATAC-seq: a method for assaying chromatin accessibility genome-wide. Curr Protoc Mol Biol. 2015; 109:21.29.1–21.29.9.10.1002/0471142727.mb2129s109PMC437498625559105

[38] Gonen N. , FuttnerC.R., WoodS., Garcia-MorenoS.A., SalamoneI.M., SamsonS.C., SekidoR., PoulatF., MaatoukD.M., Lovell-BadgeR. Sex reversal following deletion of a single distal enhancer of Sox9. Science. 2018; 360:1469–1473.2990388410.1126/science.aas9408PMC6034650

[39] Sekido R. , Lovell-BadgeR. Sex determination involves synergistic action of SRY and SF1 on a specific Sox9 enhancer. Nature. 2008; 453:930–934.1845413410.1038/nature06944

[40] Georges A. , L’HoteD., TodeschiniA.L., AugusteA., LegoisB., ZiderA., VeitiaR.A. The transcription factor FOXL2 mobilizes estrogen signaling to maintain the identity of ovarian granulosa cells. Elife. 2014; 3:e04207.10.7554/eLife.04207PMC435614325369636

[41] Rahmoun M. , LaveryR., Laurent-ChaballierS., BelloraN., PhilipG.K., RossittoM., SymonA., PailhouxE., CammasF., ChungJ.et al. In mammalian foetal testes, SOX9 regulates expression of its target genes by binding to genomic regions with conserved signatures. Nucleic Acids Res.2017; 45:7191–7211.2847234110.1093/nar/gkx328PMC5499551

[42] Krentz A.D. , MurphyM.W., ZhangT., SarverA.L., JainS., GriswoldM.D., BardwellV.J., ZarkowerD. Interaction between DMRT1 function and genetic background modulates signaling and pluripotency to control tumor susceptibility in the fetal germ line. Dev. Biol.2013; 377:67–78.2347398210.1016/j.ydbio.2013.02.014PMC3630265

[43] Soufi A. , GarciaM.F., JaroszewiczA., OsmanN., PellegriniM., ZaretK.S. Pioneer transcription factors target partial DNA motifs on nucleosomes to initiate reprogramming. Cell. 2015; 161:555–568.2589222110.1016/j.cell.2015.03.017PMC4409934

[44] Lieberman-Aiden E. , van BerkumN.L., WilliamsL., ImakaevM., RagoczyT., TellingA., AmitI., LajoieB.R., SaboP.J., DorschnerM.O.et al. Comprehensive mapping of long-range interactions reveals folding principles of the human genome. Science. 2009; 326:289–293.1981577610.1126/science.1181369PMC2858594

[45] Munger S.C. , NatarajanA., LoogerL.L., OhlerU., CapelB. Fine time course expression analysis identifies cascades of activation and repression and maps a putative regulator of mammalian sex determination. PLos Genet.2013; 9:e1003630.2387422810.1371/journal.pgen.1003630PMC3708841

[46] Capel B. Vertebrate sex determination: evolutionary plasticity of a fundamental switch. Nat. Rev. Genet.2017; 18:675–689.2880414010.1038/nrg.2017.60

[47] Zhao L. , SvingenT., NgE.T., KoopmanP. Female-to-male sex reversal in mice caused by transgenic overexpression of Dmrt1. Development. 2015; 142:1083–1088.2572506610.1242/dev.122184

[48] Jorgez C.J. , KlysikM., JaminS.P., BehringerR.R., MatzukM.M. Granulosa cell-specific inactivation of follistatin causes female fertility defects. Mol. Endocrinol.2004; 18:953–967.1470194110.1210/me.2003-0301

[49] Hayashi S. , McMahonA.P. Efficient recombination in diverse tissues by a tamoxifen-inducible form of Cre: a tool for temporally regulated gene activation/inactivation in the mouse. Dev. Biol.2002; 244:305–318.1194493910.1006/dbio.2002.0597

[50] Garcia-Moreno S.A. , LinY.T., FuttnerC.R., SalamoneI.M., CapelB., MaatoukD.M. CBX2 is required to stabilize the testis pathway by repressing Wnt signaling. PLoS Genet. 2019; 15:e1007895.3111673410.1371/journal.pgen.1007895PMC6548405

[51] McDowall S. , ArgentaroA., RanganathanS., WellerP., MertinS., MansourS., TolmieJ., HarleyV. Functional and structural studies of wild type SOX9 and mutations causing campomelic dysplasia. J. Biol. Chem.1999; 274:24023–24030.1044617110.1074/jbc.274.34.24023

[52] Barrionuevo F. , Bagheri-FamS., KlattigJ., KistR., TaketoM.M., EnglertC., SchererG. Homozygous inactivation of Sox9 causes complete XY sex reversal in mice. Biol. Reprod.2006; 74:195–201.1620783710.1095/biolreprod.105.045930

[53] Lavery R. , LardenoisA., Ranc-JianmotamediF., PauperE., GregoireE.P., VigierC., MoreilhonC., PrimigM., ChaboissierM.C. XY Sox9 embryonic loss-of-function mouse mutants show complete sex reversal and produce partially fertile XY oocytes. Dev. Biol.2011; 354:111–122.2146679910.1016/j.ydbio.2011.03.029

[54] Veitia R.A. FOXL2 versus SOX9: a lifelong “battle of the sexes. Bioessays. 2010; 32:375–380.2041489510.1002/bies.200900193

[55] Real F.M. , SekidoR., LupianezD.G., Lovell-BadgeR., JimenezR., BurgosM. A microRNA (mmu-miR-124) prevents Sox9 expression in developing mouse ovarian cells. Biol. Reprod.2013; 89:78.2394653410.1095/biolreprod.113.110957

[56] Baron D. , BatistaF., ChaffauxS., CocquetJ., CotinotC., CribiuE., De BaereE., GuiguenY., JaubertF., PailhouxE.et al. Foxl2 gene and the development of the ovary: a story about goat, mouse, fish and woman. Reprod. Nutr. Dev.2005; 45:377–382.1598246210.1051/rnd:2005028

[57] Kossack M.E. , DraperB.W. Genetic regulation of sex determination and maintenance in zebrafish (Danio rerio). Curr. Top. Dev. Biol.2019; 134:119–149.3099997310.1016/bs.ctdb.2019.02.004PMC6894417

[58] Smith C.A. , RoeszlerK.N., OhnesorgT., CumminsD.M., FarlieP.G., DoranT.J., SinclairA.H. The avian Z-linked gene DMRT1 is required for male sex determination in the chicken. Nature. 2009; 461:267–271.1971065010.1038/nature08298

[59] Matsuda M. , NagahamaY., ShinomiyaA., SatoT., MatsudaC., KobayashiT., MorreyC.E., ShibataN., AsakawaS., ShimizuN.et al. DMY is a Y-specific DM-domain gene required for male development in the medaka fish. Nature. 2002; 417:559–563.1203757010.1038/nature751

[60] Masuyama H. , YamadaM., KameiY., Fujiwara-IshikawaT., TodoT., NagahamaY., MatsudaM. Dmrt1 mutation causes a male-to-female sex reversal after the sex determination by Dmy in the medaka. Chromosome Res.2012; 20:163–176.2218736710.1007/s10577-011-9264-x

[61] Lu H. , CuiY., JiangL., GeW. Functional analysis of nuclear estrogen receptors in zebrafish reproduction by genome editing approach. Endocrinology. 2017; 158:2292–2308.2839851610.1210/en.2017-00215

[62] Kent J. , WheatleyS.C., AndrewsJ.E., SinclairA.H., KoopmanP. A male-specific role for SOX9 in vertebrate sex determination. Development. 1996; 122:2813–2822.878775510.1242/dev.122.9.2813

[63] Loffler K.A. , ZarkowerD., KoopmanP. Etiology of ovarian failure in blepharophimosis ptosis epicanthus inversus syndrome: FOXL2 is a conserved, early-acting gene in vertebrate ovarian development. Endocrinology. 2003; 144:3237–3243.1281058010.1210/en.2002-0095

[64] Murphy M.W. , ZarkowerD., BardwellV.J. Vertebrate DM domain proteins bind similar DNA sequences and can heterodimerize on DNA. BMC Mol. Biol.2007; 8:58.1760580910.1186/1471-2199-8-58PMC1931443

[65] Davey C.A. , SargentD.F., LugerK., MaederA.W., RichmondT.J. Solvent mediated interactions in the structure of the nucleosome core particle at 1.9 a resolution. J. Mol. Biol.2002; 319:1097–1113.1207935010.1016/S0022-2836(02)00386-8

# Supplementary material for: The conserved sex regulator DMRT1 recruits SOX9 in sexual cell fate reprogramming
**Source:** Nucleic Acids Res. 2021 Jun 7;49(11):6144–64. doi: 10.1093/nar/gkab448
**Supplement:** gkab448_Supplemental_Files

Supplemental Figure 1

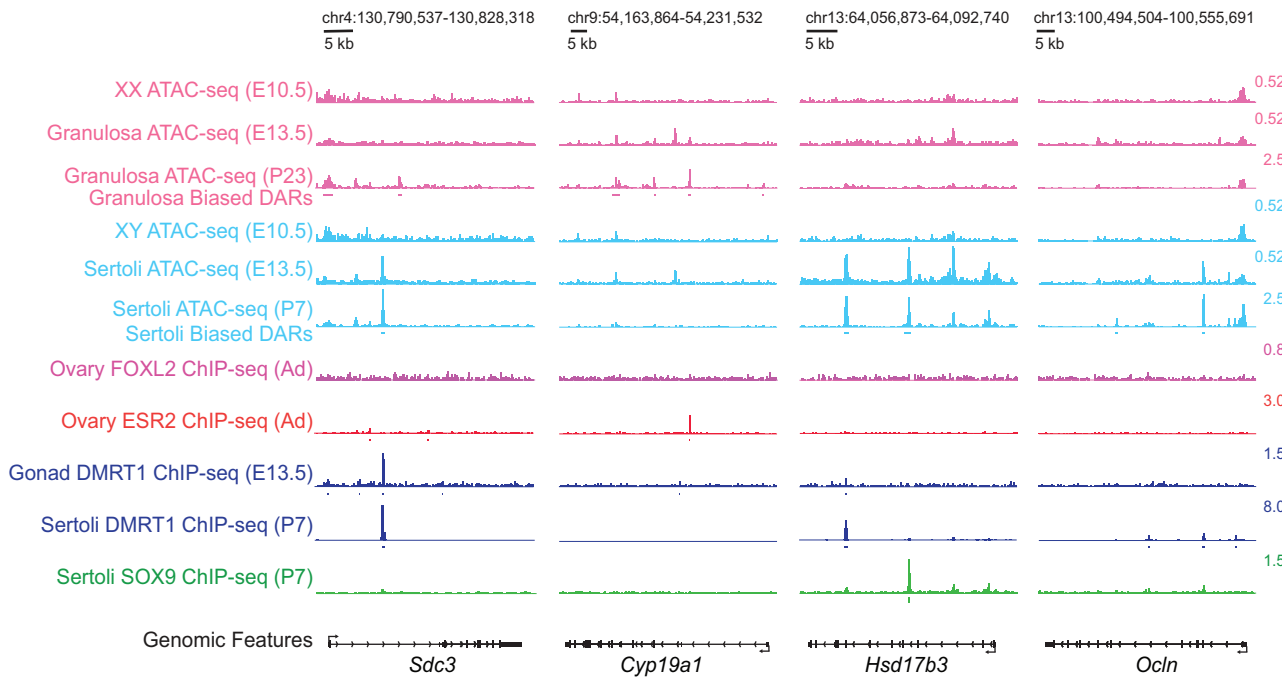

Supplemental Figure 1. Chromatin accessibility and regulatory factor binding at female- and male-biased genes. ATAC-seq and ChIP-seq data are shown for regions containing coding sequences of the female-biased genes *Sdc3* and *Cyp19a1* and the male-biased genes *Hsd17b3* and *Ocln*. *Ocln* has previously been shown to have *Dmrt1*-dependent expression (66). For ATAC-seq and ChIP-seq data, the scale shown at right indicates the number of reads per million reads sequenced for the full height of the track. Coordinates in the GRCm38 genome build are shown at the top of each panel and gene models are diagrammed at bottom.

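Coordinates are GRCm38 and folds are from the authors' table. Sdc3 holds granulosa-biased DARs at 4:130790214 to 130790535 (log2 fold -1.27), 130791750 to 130793422 (-1.12) and 130804782 to 130805433 (-1.94), and between them a Sertoli-biased DAR with a DMRT1 peak at 130801875 to 130802518 (3.64). Cyp19a1 holds 5 granulosa-biased DARs, the strongest at 9:54204204 to 54204987 (-4.35) with an ESR2 peak. Hsd17b3 has a DAR with DMRT1 in exon 7 (13:64064194 to 64064871, 2.04) and one with SOX9 in intron 3 (64074123 to 64075178, 3.29). Ocln has one with DMRT1 in exon 2 (13:100540994 to 100541621, 5.35) and a further one at 100516566 to 100517161 (2.45).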

A

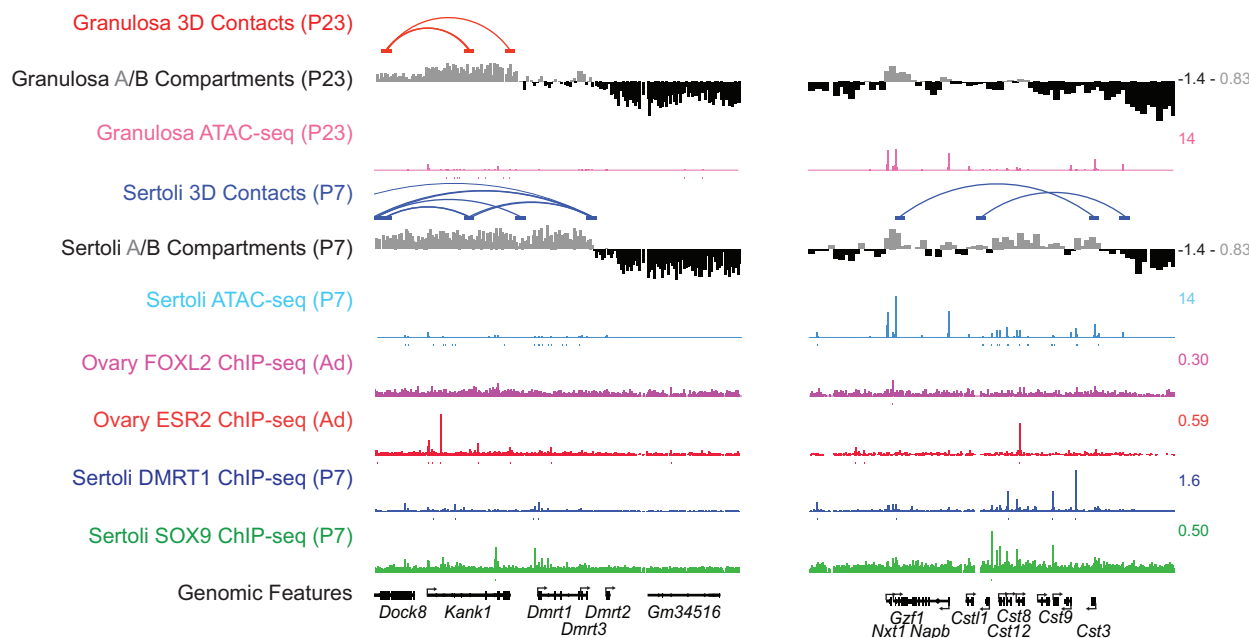

Supplemental Figure 2. Three dimensional genome organization at *Dmrt1-3-2* and *Cystatin* gene clusters in female and male somatic cells. A) Hi-C contact maps at 5kb resolution for postnatal granulosa cells (p23) and Sertoli Cells (p7). The left hand column shows a region ~900 kb surrounding the *Dmrt1-3-2* gene cluster. The right hand column shows ~350 kb surrounding the Sertoli-biased *Cyst* genes. B) Accessibility and regulator binding at the same loci shown in panel A. Differentially observed loops in granulosa cells or Sertoli cells using 10 kb or 25 kb binning of the contact maps are shown as linked magenta or blue boxes respectively. A/B compartments calculated from the maps, ATAC-seq, ChIP-seq data for FOXL2, ESR2, DMRT1 and SOX9, and genomic features are shown below each contact map. A compartments are coded gray and B compartments are coded black. For ATAC-seq and ChIP-seq data, the scale shown at right indicates the number of reads per million reads sequenced for the full height of the track. Sertoli-biased A compartments and ATAC-seq accessibility are present at *Dmrt1* and the *Cyst* cluster.

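Around Dmrt1 there are 8 Sertoli contacts (1 with a DMRT1 peak, 2 with an ESR2 peak, 0 with a DAR of either class) and 3 granulosa contacts. Around Cst12 there are 2 Sertoli contacts, both with a Sertoli-biased DAR and 1 with a DMRT1 peak, and 0 granulosa contacts. Dmrt3, next to Dmrt1, was at least 112-fold higher in Sertoli cells.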

Supplemental Figure 3

A

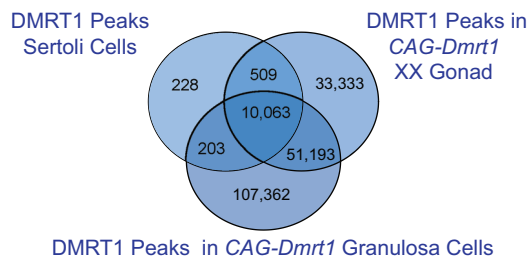

B

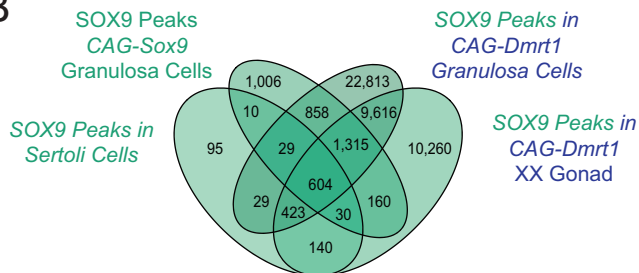

C

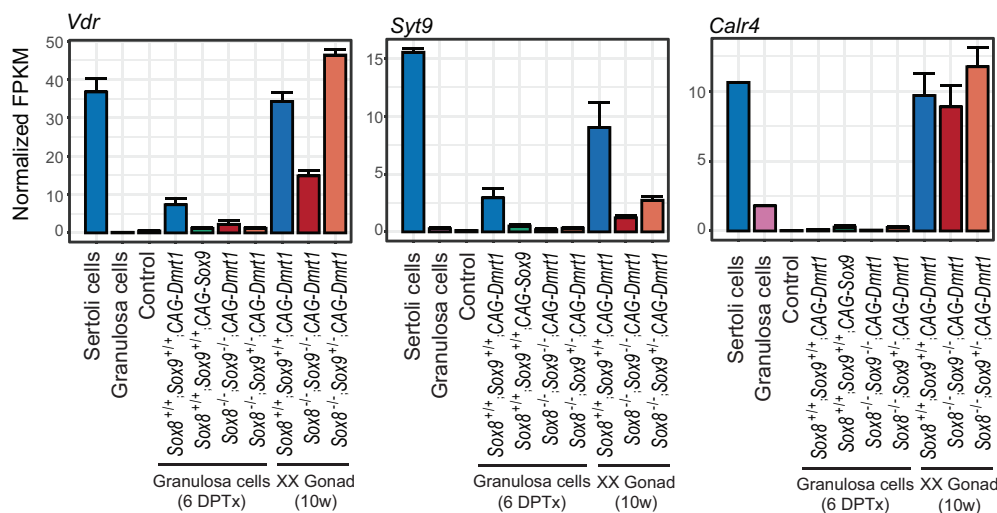

D

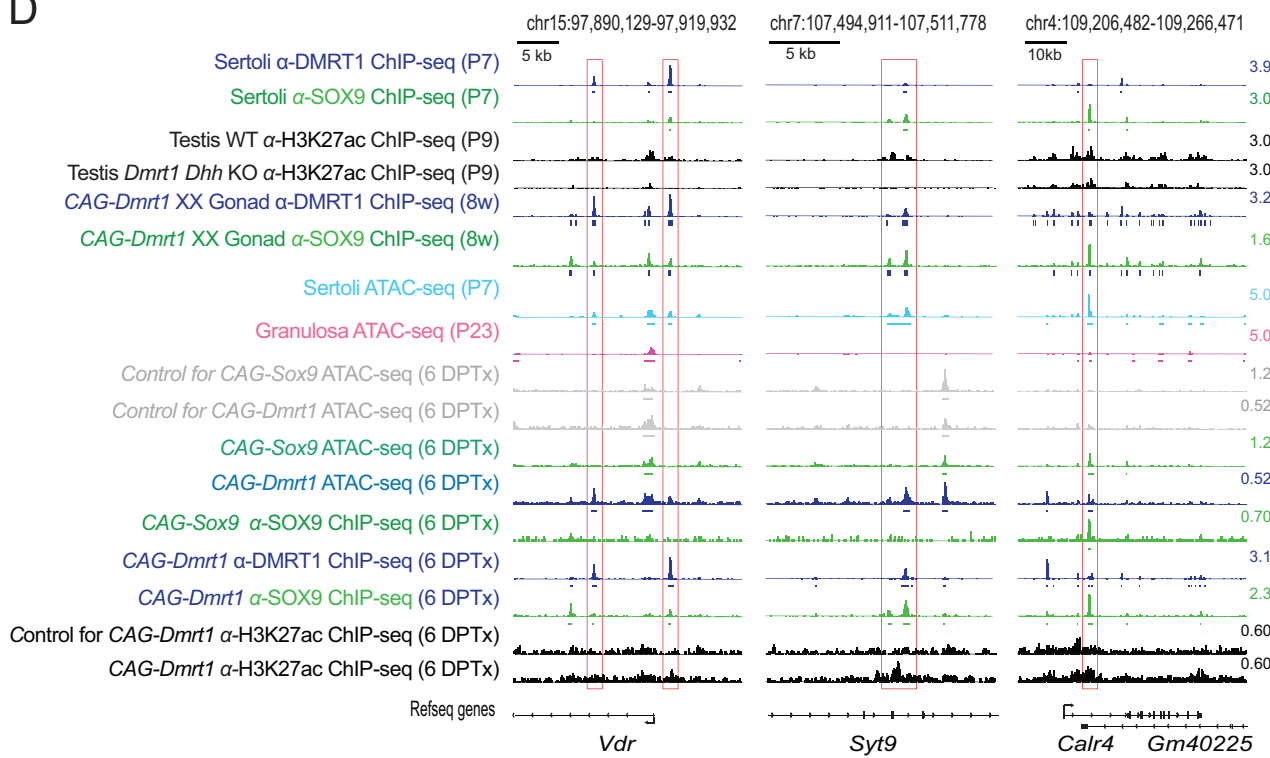

Supplemental Figure 3. Differential response to DMRT1 and SOX9 in cultured granulosa cells. **A)** Venn diagram comparing DMRT1 binding in Sertoli cells versus XX gonads or granulosa cells expressing ectopic DMRT1. **B)** Venn diagram comparing SOX9 binding in Sertoli cells versus XX gonads or granulosa cells expressing ectopic SOX9. **C)** Dependence of Sertoli-biased gene expression on *Sox8/9* in DMRT1-expressing XX gonads and granulosa cells. Expression levels from RNA-seq are shown for *Vdr*, *Syt9* and *Calr4*. *Vdr* can be fully activated in XX gonads if a single *Sox9* allele is present but requires both *Sox8* and *Sox9* for activation in culture, while *Syt9* activation in vivo and in culture requires both *Sox8* and *Sox9*. *Calr4* can be activated regardless of *Sox8/9* dosage in XX gonads but does not respond in culture. **D)** Chromatin accessibility, histone modification and regulator binding at *Vdr*, *Syt9* and *Calr4* in wild type Sertoli and granulosa cells and cultured granulosa cells ectopically expressing DMRT1 or SOX9. Boxed regions indicate Sertoli-biased DARs. DARs in *Vdr* and *Syt9* require DMRT1 expression for SOX9 binding, while that in *Calr4* normally is bound by SOX9 and not DMRT1 in Sertoli cells and can be bound by SOX9 when it is expressed alone in granulosa cells. For ATAC-seq and ChIP-seq data, the scale shown at right indicates the number of reads per million reads sequenced for the full height of the track.

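DMRT1 sites of Sertoli cells recur in CAG-Dmrt1 cultures at 93.77% (10318 of 11003). SOX9 sites of Sertoli cells recur at 79.78% (1085 of 1360) in CAG-Dmrt1 cultures and at 49.56% (674) in CAG-Sox9 cultures.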

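Vdr in CAG-Dmrt1 gonads stood at 212 ± 25.5 CPM with all alleles, 299.5 ± 18.5 with 1 Sox9 allele and 92.9 ± 24.6 with none, against 15.3 ± 7.96 in wild-type ovaries. It rose with none as well, and a dependence of the response on Sox8/9 does not pass the test (difference 0.49, SE 0.44, edgeR adjusted p = 0.495). In cultures it stood at 40.3 ± 18.0 with all alleles (3.87, SE 0.33, adjusted p = 1.88e-12), 6.45 with 1 Sox9 allele and 11.9 ± 8.19 with none, which is still above controls (adjusted p = 4.74e-05, and 0.125 without replicate 1 of those with none). Syt9 stood at 39.4 ± 14.3 CPM in gonads with all alleles (3.17, SE 0.61, adjusted p = 9.70e-04), 23.8 ± 12.5 with 1 of each, 12.4 ± 2.39 with 1 Sox9 allele and 5.31 ± 2.51 with none (adjusted p = 0.224). In cultures it went from 0.456 ± 0.0942 to 11.4 ± 6.18 with CAG-Dmrt1 and was 1.19 ± 0.558 and 0.715 ± 0.592 in the Sox mutants.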

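Calr4 rose with CAG-Dmrt1 in gonads with all alleles (log2 fold change 2.07, SE 0.43, edgeR adjusted p = 0.00177) and with none (1.71, SE 0.36, adjusted p = 0.00277, and 0.0549 without replicate 1 of the ovaries with none), and the difference between the responses does not pass (0.36, SE 0.53, adjusted p = 0.702). In cultures its mean lay below 1 CPM in every group and it fell below the count filter, so edgeR did not test it. At 6 days every CAG-Sox9 culture lay above every control, at few reads (2 to 13 against 0 to 1). CAG-Dmrt1 cultures had 1 to 4 reads.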

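In Vdr a DAR at 15:97910485 to 97910890 (log2 fold 4.49, GRCm38) has peaks of both factors in Sertoli cells and one at 97900465 to 97900987 (1.89) has DMRT1 only. In Syt9 the DAR at exon 5 (7:107503878 to 107505623, 4.14) has both. The Calr4 DAR (4:109234883 to 109235406, 2.61) has SOX9 and no DMRT1 peak in Sertoli cells, both in the XX gonads, SOX9 in CAG-Dmrt1 cultures, and no SOX9 peak in CAG-Sox9 cultures, where the legend reports binding.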

How the deposited data were processed for this re-analysis (not part of the article)

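Mouse cells and gonads were studied with RNA-seq, ATAC-seq, ChIP-seq and Hi-C. The records hold 119 samples, of which 78 are RNA-seq libraries with counts per gene: 4 of fresh cells (2 granulosa, 2 Sertoli), 20 of XX gonads of 8 genotypes and 54 of cultured granulosa cells. All coordinates are GRCm38.

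The authors trimmed reads with Trim Galore 0.6.0 and cutadapt 1.18. For RNA-seq the authors aligned them with STAR 2.7.2a and counted strand-specific reads per GENCODE M23 gene with RSubread 1.28.1, and the deposited counts are whole numbers without scaling. For the fresh cells the authors also deposited FPKM, reads per kilobase and 1e6 reads, as a linear mean per cell type. Their tables of changed genes give log2 fold changes and adjusted p-values from DESeq2 1.26.0, as the authors computed them. For ATAC-seq and ChIP-seq the authors aligned with BWA 0.7.12, removed duplicates with Picard 2.17.10 and reads of low mapping quality or from mitochondria, and called peaks with MACS2 2.1.1.20160309. The deposited lists of differentially accessible regions (DARs) give the authors' log2 fold change, adjusted p-value, the −log10 of that p-value and log2 mean FPKM per cell type. Each deposited peak has a score on the scale of the peak caller, which was used for rank within its list alone. For Hi-C the authors mapped reads with HiC-Pro 2.11.4, normalised matrices with cooler 0.8.10 and called contacts with cooltools 0.3.2, and the deposited contact lists hold observed counts per pixel and q values whose columns were identified from their values.

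From the counts, genes with few counts were removed with filterByExpr, libraries were scaled by TMM, and groups were compared with the quasi-likelihood F test of edgeR 4.0.16 (limma 3.58.1, R 4.3.3). Fresh, gonad and culture libraries were fitted separately, each with all of its libraries. The standard error of a log2 fold change is its size over the square root of F. P-values were adjusted over all tested genes by Benjamini and Hochberg. A gene rose or fell at an adjusted p below 0.05, and was called where the fold also exceeded 2 and the mean count 50 (fresh cells: fold above 4 and log2 FPKM above 2.5 in the higher cell type). Principal components and scores use log2 CPM with a prior count of 2. The sex score of a library is the mean of the authors' Sertoli-biased genes less the mean of their granulosa-biased genes, and group differences in it were tested by exact permutation. Principal components of cultures use the 500 most variable genes and those of gonads the authors' sex-biased genes. Where every library of a group is at 0, a fold is a lower bound against 3 counts in that group. In 4 libraries of fresh cells the median depth is 9183728 counts, in 20 gonad libraries 15777665 and in 54 culture libraries 9872691, and over all 78 libraries it is 10470030.

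The authors' Sertoli-biased and granulosa-biased genes and 27 gene lists fixed before the data were examined were tested with camera at a fixed correlation of 0.01, and again with a correlation estimated from the data and with fry. Enrichment scores come from fgsea 1.28.0. The lists cover Sertoli and granulosa cell markers, markers of Leydig, theca and stroma, endothelial, immune, erythroid, oocyte and male germ cells, steroid and cholesterol synthesis, tight junctions, retinoic acid, estrogen response, TGF-beta, WNT and Hedgehog signalling, the cell cycle, culture and matrix genes, interferon response, immediate early genes, Dmrt and Sox families, Y-linked genes with Xist, the genes that the paper names and the gene groups of Fig. 5D. "List alone" marks counts adjusted over the list only.

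Genes named in the text follow a rule fixed before the data were examined. For each main comparison it takes the 5 largest rises and 5 largest falls among called genes with a mean count of at least 100 and libraries that do not overlap between groups, every gene that the paper names, and up to 4 members of each list with the smallest adjusted p. Values in the authors' tables were partly seen before the rule was written. Genes outside it are marked as chosen after their values were seen.

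Regions were overlapped with bedtools 2.31.1 at 1 bp or more, and distances to genes were measured to gene bodies of the GENCODE annotation (5 kb and 100 kb, and 1 kb for Fig. 3). Chance overlap was estimated from 1000 circular shifts within chromosomes. Shares have 95% binomial intervals, and classes were compared with Fisher's exact test. Tables were handled with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and data.table 1.17.8, and figures drawn with matplotlib 3.10.9.

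The gene tests were tested on simulated counts drawn from the means and depths of the same libraries, with 200 genes changed by known amounts, and the overlap step on 200 planted regions, all of which it found. Alternatives were DESeq2 1.42.0, its size factors, no count filter, other thresholds, a fit of the compared groups alone, a block for replicate number, controls of the same transgene line, each library left out in turn, stricter overlaps and shorter peak lists, and the closing section gives their effect. Replicate numbers do not pair libraries across groups, so the block is an alternative only.

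Peaks were not called again and accessibility and contacts were not tested again, for lack of the reads. The table of mean FPKM in whole gonads was not used here, since the counts hold the same libraries one by one. ATAC-seq of cultures, histone ChIP-seq and further ChIP-seq libraries were not analysed here.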

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

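The tests of short transcripts, of single ovary libraries and of Sox8 and Sox9 levels in ovaries, the 3 tests on cultures with 1 Sox9 allele and the comparison of cultures with 0 and 1 Sox9 allele were chosen only after the results were seen.

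Ovaries without Sox8 and Sox9 but also without CAG-Dmrt1, whose genes the paper does not compare with wild-type ovaries, show a signal of 1254 called genes, led by ribosomal protein genes (57 of 82 rose, 1 fell, median log2 fold change 1.40). The tables argue against 1 deviating library as the whole source, since the calls number at least 471 (without the ovary without Sox8 and Sox9 replicate 1) and up to 2181 (without wild-type ovary replicate 1), but a fit of these 4 ovaries alone calls 2. A difference between libraries that acts on short transcripts is a candidate explanation: with ribosomal protein genes left out, the shortest genes with a mean count of at least 100 (191 genes of up to 901 bp) lie 0.53 above the longest (1776 genes of at least 8782 bp) in median log2 fold change, and 0.585 above them between CAG-Dmrt1 gonads without and with Sox8/9. Over all tested genes these differences are 0.154 and 0.122, and ribosomal protein genes hold 3.44% to 4.14% of counts in these ovaries and 1.58% to 1.60% in wild-type ones, and mitochondrial genes 3.66% and 4.82% against 8.01% and 16%. Loss of Sox8/9 acting in the ovary itself cannot be told apart, since the highest level of either gene in a wild-type ovary, 8.53 CPM, is low but not absent, nor can a change in cell mix (oocyte markers rose at 5 of 24, list alone 10; adjusted p = 0.997 with an estimated correlation).

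CAG-Dmrt1 cultures without Sox8 and with 1 Sox9 allele differ at few genes from those with none, a condition for which the paper describes single genes such as Plppr4 but no genome-wide comparison with controls, where 1718 genes differ. Between these groups, of 2 libraries each, 6 genes differ (Irf9, Parp9 and Lgals3bp higher and Hspa1b, Hspa1a and Eno3 lower with none; edgeR, 790 at an unadjusted p below 0.05, 26 by DESeq2, 2 to 23 without 1 library; named after their values were seen). Equal Sox9 RNA is argued against, as Sox9 with none against 1 allele is -1.43 (SE 0.521), more than 2 standard errors below 0, although it does not pass over all genes (adjusted p = 0.659). Loss of Sox8, which both share, remains a candidate explanation, with Sox8 at 24.9 CPM in cultures with all alleles and 7.43 and 9.77 CPM with none and 1. A difference between libraries or crosses shared by both groups cannot be told apart from it, since both groups lack Sox8 and no culture lacks Sox9 alone, and 4 of 4 erythroid markers rose in each (Hbb-bs, named after its values were seen, from 0 to 4.51 ± 0.721 CPM with none).

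Cholesterol synthesis genes set the transgenes apart in culture: the test of the difference gives 17 of 21 higher with CAG-Dmrt1 than with CAG-Sox9 and 1 lower (list alone 18 and 1; adjusted p = 0.361 with an estimated correlation), among them Fdps (2.14), after a fall at 18 of 21 with CAG-Sox9 (Fdps -2.40, Sqle -1.49, Hmgcr -1.15, which does not pass against the single control of the same line, adjusted p = 0.0918; list alone 1 and 19; adjusted p = 0.158 with an estimated correlation) and a rise at 1 with CAG-Dmrt1. The tables argue against 1 culture that stands apart, since at least 15 of 21 are lower without each of the 10 libraries. The median of -1.152 is also the farthest from 0 among 40 splits of these libraries (highest other 0.982). These 40 were drawn from 210 possible splits, so chance is not excluded. A difference between the transgene lines cannot be told apart, as controls of the CAG-Sox9 line stand at -0.223 (SE 0.210, 7 against 15 libraries) relative to those of the CAG-Dmrt1 line. CAG-Sox9 expression itself may account for the fall, with a median of -0.291 at 0 days, -0.254 at 1 and -0.287 at 2. Against that reading as the only one, the list also fell against controls in CAG-Dmrt1 cultures without Sox8/9 (13 of 21, list alone 16, median -0.981; adjusted p = 0.534 with an estimated correlation) and with 1 Sox9 allele (12 of 21, list alone 13, -0.780; 0.491), so this argument is weak.

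Cell cycle genes also differ between the transgenes, with 17 of 22 lower in CAG-Dmrt1 than in CAG-Sox9 cultures and 0 higher (list alone 0 and 21; adjusted p = 0.361 with an estimated correlation), such as Aurka (-1.34) and Plk1 (-1.39). In gonads the response to CAG-Dmrt1 differs by Sox8/9 genotype at 1361 genes (test of the difference, 499 to 2052 without 1 library: 2052 without wild-type ovary replicate 1, 499 without the CAG-Dmrt1 gonad with all alleles replicate 2, and 612 and 627 without replicate 1 and 2 of the ovaries without Sox8 and Sox9). At 2 days after tamoxifen, a time whose gene lists the paper does not give, 42 genes were called higher with CAG-Dmrt1 (19 without CAG-Dmrt1 replicate 3, 64 without replicate 4, 3 with a replicate block and 1 with only the compared groups in the fit). In the CAG-Dmrt1 XX gonads 23.59% of granulosa-biased DARs carry DMRT1 or SOX9, a class that the paper does not discuss there.

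Single libraries stand far from the rest of their group in 6 of 72 groups tested, where chance gives 3.6. The CAG-Sox9 culture replicate 2 at 6 days has a sex score of -0.274 (others -0.0895 to -0.0609) and 0.202 CPM of Dmrt1 (2 reads, others 0), and replicate 1 a total of 7197717 counts (others 10082369 to 10480787). Among controls, replicate 1 at 1 day has 0.0949 CPM of Dmrt1 (1 read, others 0), replicate 2 at 1 day 0.677% of counts in mitochondrial genes (others 3.3% to 4.03%) and replicate 2 at 6 days 49.3 CPM of Sox9 (others 18.1 to 27.8). Where all others are at 0 any read is flagged, so the Dmrt1 flags do not show expression.

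Other splits of the same culture libraries redraw which cultures count as transgenic. Some keep most transgenic cultures in 1 group, so their values can hold part of a transgene effect and are not chance alone. Against controls at 6 days 40 splits were drawn of 210 possible, so splits that were not drawn could reach the real value. The results were not adjusted over the comparisons. At 6 days the real split calls the most genes for CAG-Dmrt1 (883, highest of the other splits 399), CAG-Sox9 (879 and 468) and their comparison (954 and 84), 1 of 40 or 35 splits. It also gives the median farthest from 0 for Sertoli-biased genes with CAG-Dmrt1 (0.474 and 0.441) and in the comparison (0.254 and 0.228), and for granulosa-biased genes with CAG-Dmrt1 (-0.318 and 0.290) and CAG-Sox9 (-0.335 and -0.334). The margins of these medians are narrow, but a split that keeps most transgenic cultures together can come close as well. The margins thus do not decide on chance. Chance is not excluded either for Sertoli-biased genes with CAG-Sox9 (3 of 40 splits as far from 0; 0.247 and -0.332), granulosa-biased genes in the comparison (19 of 35; 0.040 and -0.141) and the cell cycle list with CAG-Dmrt1 (2 of 40; -0.863 and -0.868). Nor is it at 2 days, where 3 of 40 splits call as many genes as CAG-Dmrt1 (42, highest other 66) and 2 as many as CAG-Sox9 (4, highest other 60). At 1 day 5 and 4 of 40 splits call as many (highest other 20 and 89), but the single calls are the transgenes' own Dmrt1 and Sox9, which a count of 1 does not test. At 0 days 0 genes are called, so all 40 and 40 splits call as many by design (highest other 43 and 12). Some splits at 0 to 2 days thus call more genes than the real one. Whether a structure among these cultures other than the transgene lies behind this was not tested.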

How the results depend on the processing

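The comparison of cultures with 0 and 1 Sox9 allele, its alternatives and the count of each peak interval once were chosen only after the data were seen. Of 3343 values recomputed, 3089 kept their direction and side of the threshold or stayed within the limits set for counts and values, 109 lost their call, 11 gained one, 134 moved and 0 changed direction. DESeq2 size factors changed 0 of 273 values, and 2077 of the values leave out 1 library. Single genes make up 1937 of the values, of which 80 lost their call and 3 gained one. Where a threshold or library was dropped, the change follows from that. For DESeq2, the fit of the compared groups alone, the controls of the same line, the list tests and the scaling of components, the cause was not tested. The replicate block comes with fewer libraries in the fit, and the counts of those libraries without the block are given below. Of the comparisons simulated at a change of log2 1.5, that of gonads with all alleles (2 against 2 libraries) called the fewest of the changed genes, 72%.

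Without a threshold on the fold the calls number 3464 (Sertoli) and 3227 (granulosa) in fresh cells, 5131 and 3696 in gonads with and without Sox8/9, 2713 for Sox8/9 loss in ovaries, 2582 (CAG-Dmrt1), 2354 (CAG-Sox9) and 2481 (direct) at 6 days, 7, 2 and 8 for CAG-Sox9 at 0, 1 and 2 days, 1430 and 4115 without Sox8/9 against CAG-Dmrt1 and control cultures, and 1332 and 3586 with 1 Sox9 allele. Without the FPKM threshold fresh cells give 1569 and 2070. Without the mean count threshold there are 3096 in gonads without Sox8/9, 1648, 1679 and 1855 at 6 days, 112 for CAG-Dmrt1 at 2 days, 1 for CAG-Sox9 at 0 days, 1196 and 3240 without Sox8/9 and 1068 and 2767 with 1 allele. Without the low-count filter CAG-Dmrt1 at 1 day gives 2 and CAG-Sox9 4.

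With a replicate block the calls are 2168 and 1152 in gonads with and without Sox8/9, 31 in ovaries, 582 for CAG-Dmrt1 at 6 days (77.15% of them higher) and 3 at 2 days, 0 and 0 for CAG-Sox9 at 1 and 2 days, 322 and 20 for 1 allele against CAG-Dmrt1 and controls, and 0 between 0 and 1 allele. The blocked fits hold only libraries with a replicate number shared between the compared groups. Without the block the same libraries give 2226 and 873 in gonads, 2 in ovaries, 759 and 0 for CAG-Dmrt1 at 6 and 2 days and 462 and 0 for 1 allele. Much of the change thus comes with the smaller fits. With only the compared groups in the fit the calls are 2 in ovaries, 1 for CAG-Dmrt1 at 2 days, 0 and 1 for CAG-Sox9 at 1 and 2 days and 0 between 0 and 1 allele. DESeq2 gives 2 for CAG-Dmrt1 at 1 day, 12, 7 and 8 for CAG-Sox9 at 0, 1 and 2 days, 26 between 0 and 1 allele, and a Sox8 rise in gonads without Sox8/9 of 2.1 (adjusted p = 0.0191). With controls of the same line CAG-Sox9 at 6 days gives 570 (62.28% higher, against 47.78%; 1 control library, assumed to vary like the others) and 1 at 2 days (2 control libraries). Named genes that lose their call with a replicate block, where fewer libraries are fitted, include Esr2 (adjusted p = 0.0887) and Nr5a2 (0.0587) in gonads without Sox8/9 and Ccnb1 (0.0573), Plk1 (0.0691), Esr2 (0.0618), Dkk2 (0.0701) and Grem2 (0.0821) with CAG-Dmrt1 at 6 days. Cldn18 (0.213) loses its call with DESeq2 in gonads with Sox8/9.

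With an estimated correlation the adjusted p of granulosa-biased genes is 0.0609 in gonads with and 0.0970 without Sox8/9 and 0.247 for the difference (fry 0.0712), that of Sertoli-biased genes 0.0609 without and for the difference, and in culture 0.135 (granulosa, CAG-Dmrt1), 0.202 (granulosa, CAG-Sox9) and 0.135 (Sertoli, direct). By fgsea granulosa-biased genes pass in the direct comparison (1.38e-07). Fixed lists that pass number 0 in fresh cells, 3, 4 and 0 in gonads with, without and for the difference, 3 with CAG-Sox9 and 0 directly with an estimated correlation, and 6 for the difference, 14 with CAG-Dmrt1 and 8 directly by fry. The score of CAG-Dmrt1 above CAG-Sox9 cultures is 0.365 with a prior count of 0.5 and 0.253 with unit variance (exact permutation p = 0.114 and 0.0571, against 0.0286). With unit variance component 1 holds 51.7% in gonads and CAG-Dmrt1 gonads without Sox8/9 stand at 0.332. With the controls split between the transgenes, shared falls are 65 and 85 and the correlations 0.230 and 0.305.

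Coverage of 50%, the higher-scoring 50% of each peak list and DARs beyond log2 2 give 11.16%, 16.82% and 28.7% of Sertoli-biased DARs bound in Sertoli cells, 1.29%, 11.45% and 21.69% of granulosa-biased ones in ovary, and 21.44%, 41.08% and 57.21% of Sertoli-biased ones in XX gonads. SOX9 peaks with DMRT1 are 85.26% where coverage of 50% is asked, 80.68% in the higher-scoring 50%, 84.76% by summit, 18.97% with all lists as short as the shortest and 90.1% with each interval once in CAG-Dmrt1 cultures, and 63.71%, 59.02%, 65.3% and 2.42% under the first 4 in CAG-Sox9 cultures.

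Leaving out each library in turn gives 1096 to 2035 calls in gonads without Sox8/9, 499 to 2052 for the difference, 471 to 2181 in ovaries, 0 to 2 and 19 to 64 for CAG-Dmrt1 at 1 and 2 days, 0 to 2, 1 to 7 and 1 to 5 for CAG-Sox9 at 0, 1 and 2 days, 267 to 547 without Sox8/9 and 209 to 512 with 1 allele against CAG-Dmrt1, 724 to 1490 with 1 allele against controls and 2 to 23 between 0 and 1 allele. Levels span, for Sox8, 1.58 to 2.39 (gonads without Sox8/9), -0.98 to -0.60 (CAG-Sox9), -1.84 to -1.59 (0 alleles) and -1.45 to -1.19 (1 allele). They span -1.97 to -1.64 for Sox9 against CAG-Dmrt1 and 1.21 to 1.62 against controls (0 alleles), and for Plppr4 1.75 to 2.31 (CAG-Sox9), 1.95 to 2.80 (0 alleles, controls) and 1.24 to 2.60 (1 allele, controls). The score difference is 0.253 to 0.427, and component 1 places controls at 0.454 to 0.854, CAG-Dmrt1 at 1.005 to 1.379 and CAG-Sox9 at 0.727 to 1.094.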

Differences from the paper's values

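The comparison of cultures with 0 and 1 Sox9 allele and the tests named at the head of the first part were chosen only after the results were seen, and none of them enters here.

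For Sertoli-biased DARs at strong peaks in CAG-Dmrt1 XX gonads the paper's text gives 5424 with DMRT1 and SOX9, against 2277 here. The counts under 50% coverage (540), summits inside the region (2267) and DARs beyond log2 2 (1401) stay apart from it too. With peaks of any score 4575 DARs carry both factors, which comes within 1.5 times of 5424. With SOX9 alone the paper gives 286 in the text and 287 in the legend of Figure 5, against 885 here. Coverage of 50% (281) comes within 1.5 times of these, while summits (892), DARs beyond log2 2 (649) and peaks of any score (463) do not. The legend's count for both factors lies within 1.5 times the value here.

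Normalised enrichment scores read by eye from Figure 7C are about 8.8 (Sertoli-biased) and about -7.0 (granulosa-biased) for CAG-Dmrt1, and about 6.2 and about -5.1 for CAG-Sox9, which are the paper's, against 3.054, -2.551, 2.742 and -2.216 here, where genes were ranked by the edgeR test and scored with fgsea. The order of the 4 scores is the same, and no alternative was set for them. Of the SOX9 peaks in CAG-Dmrt1 cultures, the paper has about 5700 at neither DMRT1 peaks nor SOX9 peaks of CAG-Sox9 cultures in Figure 8, read by eye, against 3060 here. Coverage of 50% (4801) and summits (5005) come within 1.5 times of it, and the higher-scoring 50% of each list (3033) does not.

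Several statements of the paper also differ from the values here. The paper describes joint binding at most Sertoli-biased DARs of Sertoli cells. In the peak lists 292 of 4584 bound DARs carry both factors. This does not decide the point, since the SOX9 list, from libraries with 0.4% and 0.37% of reads in peaks, reaches only 884 DARs. The signal plotted in Figure 5 was not analysed here. The paper places both factors at TESCO without naming the cells, and its figure also plots prenatal ChIP-seq. In the DAR 11230 bp before Sox9 the Sertoli lists have 2 SOX9 peaks and no DMRT1 peak, and the XX gonad lists have both factors. The signal plotted there was not analysed here. The paper describes a contact from a distal enhancer to the start of Sox9. The nearest called contact (112200001 to 112225000 with 112750001 to 112775000 on chromosome 11, GRCm38) ends before that start, and the 3 contacts at the start reach other regions. The start lies in the bin next to that contact, so at this resolution the call does not contradict the paper. The paper also describes binding of SOX9 alone at the Calr4 DAR in granulosa cells, where the list for CAG-Sox9 cultures has no peak.

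For transcripts, the paper has Sox9 rising by 1 day in CAG-Dmrt1 cultures, where it does not pass here over all genes (log2 1.22, adjusted p = 1.00; DESeq2 1.23, adjusted p = 1.00), although the exact permutation p for this gene alone is 0.0397. The paper ties this rise to its immunostaining, which was not analysed here. It has Foxl2 lowered by CAG-Dmrt1 without Sox8/9 in gonads, where the result depends on the setting: it does not pass in the fit of all gonads (-0.80, adjusted p = 0.0638) and passes without the low-count filter (adjusted p = 0.0249), with only the compared groups (0.00834) and without CAG-Dmrt1 replicate 6 (0.0477), while Foxl2 fell with all alleles (-1.88, adjusted p = 0.00215). It has Plppr4 not activated by SOX9 in culture, where it passes at a low level (2.13, SE 0.60, adjusted p = 0.00824; 1.87 against 0.415 CPM) and lies far below CAG-Dmrt1 (36.7 CPM).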

Other observations

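The comparison of cultures with 0 and 1 Sox9 allele and the genes named for erythroid cells were chosen only after the data were seen.

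In gonads genes of further lists changed with CAG-Dmrt1, although no list given here with an estimated correlation passes, and the other lists are given as counts of genes. With all alleles cholesterol synthesis genes fell at 18 of 21 (Fdps -3.63, SE 0.52; list alone 0 and 20; adjusted p = 0.145 with an estimated correlation), cell cycle genes at 19 of 22 (Aurka -2.27, SE 0.34; list alone 0 and 20; 0.144) and endothelial markers at 6 of 8 (Flt1 -2.53, SE 0.59, adjusted p = 0.0601 without CAG-Dmrt1 replicate 2; list 0.357). Immune cell markers rose at 6 of 12 (Csf1r 2.14, SE 0.35; adjusted p = 0.418 with an estimated correlation), and at 10 of 12 without Sox8/9 (list alone 11; Csf1r 2.03, SE 0.30; adjusted p = 0.134), and the difference between these responses does not pass for any of them. Leydig cell markers fell at 3 of 6 with all alleles (list alone 4) and at 4 of 6 without (Lhcgr -5.83, SE 0.51, Cyp17a1 -4.25, SE 0.62; adjusted p = 0.0524 with an estimated correlation). WNT genes rose at 2 and fell at 4 of 14 with all alleles, with the inhibitor Wif1 highest (5.44, SE 0.75), and Hedgehog genes at 1 and 1 of 9. TGF-beta, activin and BMP genes rose at 3 and fell at 12 of 28, estrogen response genes fell at 5 of 11, and culture and matrix genes rose at 6 and fell at 2 of 12 without Sox8/9 (Serpine1 2.89, SE 0.57). Whole gonads mix cell types, and these lists do not tell a change in their shares from a change per cell.

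In culture at 6 days cell cycle genes fell at 13 of 22 with CAG-Dmrt1 (Plk1 -1.19, SE 0.30, Ccnb1 -1.18, SE 0.28; list alone 0 and 16; adjusted p = 0.411 with an estimated correlation) and tight junction genes rose at 7 of 15 and fell at 1 (list alone 7 and 2; 0.0133). With CAG-Sox9 tight junction genes rose at 2 and fell at 4 (list alone 2 and 5), and steroid synthesis genes fell at 5 of 9 (Cyp11a1 -2.97, SE 0.54; list alone 0 and 6; 0.158). The keratin genes Krt8 (-2.60, SE 0.33) and Krt18 (-2.23, SE 0.26) fell with CAG-Sox9, within a list of culture and matrix genes of which 1 rose and 2 fell of 12. Interferon response genes rose at 3 and fell at 2 of 10 with CAG-Sox9 (Ifit3 3.10, SE 0.61), and immediate early genes rose at 3 of 11 (Jun 0.94, SE 0.17). Against the single control of the CAG-Sox9 line Ifit3 and Jun do not pass (adjusted p = 0.0707 and 0.0826). The endothelial receptor gene Kdr rose with CAG-Dmrt1 (3.49, SE 0.58), 1 of 5 endothelial markers.

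Fresh cells also differ at Leydig cell markers (1 higher and 3 lower in Sertoli cells of 4), endothelial markers (1 and 2 of 7), WNT genes (6 and 7 of 14, with Wif1 9.93, SE 0.61), Hedgehog genes (1 and 5 of 9, with Ihh -9.37, SE 0.33), cholesterol synthesis genes (4 and 8 of 21), culture and matrix genes (4 and 8 of 12), interferon genes (1 and 3 of 5) and immediate early genes (6 and 1 of 11; list alone 6 and 0). Of 4 Y-linked genes all were higher in Sertoli cells, and Xist was lower (-7.36, SE 0.17), which matches the sexes of the animals.

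Sertoli cell markers in CAG-Dmrt1 cultures without Sox8/9 stand between those with all alleles (2 higher, 9 lower of 21; adjusted p = 0.241 with an estimated correlation) and controls (13 higher, 3 lower; 0.271). Theca and stroma markers were higher than with all alleles at 7 of 12 and lower at 1 (0.241), interferon genes higher at 4 of 10 (list alone 6; 0.241), and erythroid markers higher at 4 of 4 (0.169), at up to 4.51 ± 0.721 CPM (Hbb-bs). With 1 Sox9 allele 6 of 21 Sertoli cell markers were lower and 1 higher (list alone 2 and 8; 0.517), immediate early genes higher at 4 of 11 (0.267) and erythroid markers at 4 of 4 (0.0727).

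Earlier times give few calls. At 0 days CAG-Dmrt1 has 0 by edgeR (217 at an unadjusted p below 0.05; DESeq2 0) and CAG-Sox9 0 (737; DESeq2 12). At 1 day the single call is Dmrt1 with CAG-Dmrt1 (log2 8.60, SE 0.73; 0 calls without replicate 1, 2 or 3 of CAG-Dmrt1 and 2 without replicate 4) and Sox9 with CAG-Sox9 (3.50, SE 0.42; up to 7 without control replicate 4). At 2 days CAG-Sox9 raised Sox9 (3.47, SE 0.39), Nat8l (3.02, SE 0.46) and the glutathione transferase genes Gstm1 (1.65, SE 0.29) and Gstm2 (1.43, SE 0.28), 1 without CAG-Sox9 replicate 3 (adjusted p of Nat8l 0.0609, Gstm1 0.779 and Gstm2 0.998), and Gstm2 does not pass without control replicate 2, 3 or 5 either (0.0784, 0.0908 and 0.0641). CAG-Dmrt1 raised Igfbp3 (7.87, SE 0.75), Tnfrsf11b (6.75, SE 0.59) and Map7d3 (4.28, SE 0.46) beside Dmrt1. With only the compared groups in the fit none of Igfbp3, Tnfrsf11b and Map7d3 passes (adjusted p = 0.0741, 0.0741 and 0.112), nor do Nat8l, Gstm1 and Gstm2 with CAG-Sox9 (0.0648, 0.695 and 0.695), and other splits of the libraries do not exclude chance at 2 days.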
